# Reactive cholangiocyte-derived ORM2 drives a pathogenic modulation of the injured biliary niche through macrophage reprogramming

**DOI:** 10.1136/gutjnl-2024-334425

**Published:** 2025-04-08

**Authors:** Hanyang Liu, Guo Yin, Bianca Franco Leonardi, Tian Lan, Yeni Ait Ahmed, Hilmar Berger, Marlene Sophia Kohlhepp, Natalja Amiridze, Natalia Martagón Calderón, Carla Frau, Ludovic Vallier, Milad Rezvani, Frank Tacke, Adrien Guillot

**Keywords:** BILIARY EPITHELIUM, CHOLESTATIC LIVER DISEASES, LIVER IMMUNOLOGY, MACROPHAGES, BILIARY PHYSIOLOGY

## Abstract

**Background:**

Injured or reactive biliary epithelial cells participate in most chronic liver injuries in a process referred to as ductular reaction, which involves multicellular interactions with marked local infiltration of macrophages and fibrogenic cell activation. The direct roles of biliary epithelial cells in shaping their cellular niche remain unknown.

**Objective:**

We aimed at investigating the effects of biliary epithelial cell-derived acute phase response protein orosomucoid 2 (ORM2) in shaping monocyte/macrophage response to liver injury.

**Design:**

Transcriptome data sets from human and mouse livers were used, results were confirmed with multiplex immunofluorescence. A multicellular biliary-niche-on-a-chip derived from primary liver and blood cells (wild-type, *Mdr2*^−/−^ mice) was established to model ductular reaction. Human blood cells collected from healthy donors and intrahepatic cholangiocyte organoids derived from normal and cirrhotic liver patients were used.

**Results:**

Our transcriptome data set and multiplex immunofluorescence analyses indicated a previously unrecognised involvement of the acute phase response protein ORM2 in ductular reactions in both human and mouse livers. ORM2 gene expression was increased in biliatresone-challenged, bile acid-challenged and acetaminophen-challenged cholangiocytes. Cholangiocyte-derived ORM2 induced unique transcriptome changes and functional adaptation of liver macrophages. ORM2-activated macrophages exacerbated cholangiocyte cell stress and *Orm2* expression, but also tended to promote fibrogenic activation of hepatic stellate cells. Mechanistically, ORM2 effects were mediated by an inositol 1,4,5-trisphosphate receptor type 2-dependent calcium pathway.

**Conclusion:**

This study reveals a paracrine communication circuit during ductular reaction, in which reactive cholangiocyte-derived ORM2 reprogrammes liver macrophages, participating in a pathogenic remodelling of the immune biliary niche.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Intrahepatic reactive biliary epithelial cell accumulation (i.e., ductular reaction) is a hallmark of liver disease progression, yet significant gaps remain in understanding its functional impact on disease course.

**WHAT THIS STUDY ADDS**

- Our study reveals that reactive biliary epithelial cell-derived orosomucoid 2 reprogrammes liver macrophages for a pathogenic remodelling of the immune biliary niche, shedding new light on intricate cellular interactions during liver injury.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- These findings emphasise the overlooked potential of ductular cells and their cellular cross-talk as a therapeutic target for treating liver diseases.

## Introduction

 Epithelial cell injury is a hallmark of liver diseases, which creates an inflammatory environment, potentially allowing regenerative processes by hepatocyte-cholangiocyte progenitors marked by epithelial plasticity.^1^ Despite different injury triggers in, for instance, cholestatic or metabolic dysfunction-associated steatotic liver diseases (MASLD), chronic injury, fibrogenic responses and regenerative mechanisms culminate in the so-called ductular reaction, which is classically characterised by the expansion of biliary epithelial cell (BEC)-derived ductular cells. This phenomenon is occurring in conjunction with the accumulation of inflammatory cells, mainly monocyte-derived macrophages (MoMF) and proliferative mesenchymal and vascular cells.^2^ In our prior work, the accumulation of IBA1^+^ MoMF and their proximity to CK19^+^ ductular cells was closely associated with the severity of fibrosis in human livers from individuals with MASLD or cholangiopathies such as primary sclerosing cholangitis (PSC).^3^ Despite this well-known association between ductular reaction, inflammation and fibrosis, the molecular mechanisms underlying cellular crosstalk in ductular reaction and determining the outcome, that is, fibrosis versus repair, are incompletely understood.^2^

In conditions of chronic liver injuries, cholangiocytes adopt a reactive and secretory phenotype leading to the release of soluble mediators termed cholangiokines.^4^ These mediators induce pathogenic responses in neighbouring cells, as ductular cell depletion reduces liver fibrosis and inflammation in *Mdr2*^−/−^ mice, a model of chronic cholestatic injury.^5^ As such, it is increasingly recognised that ductular cells represent more than just bystanders in liver disease progression.^6^ For instance, acutely injured BECs express the chemokine (C-C motif) ligand 2 (CCL2), thus directly promoting local monocyte recruitment and, consequently, fostering local inflammation that drives either fibrosis progression or tissue repair.^7 8^ Indeed, diverse liver macrophage populations coexist, and each of them may adopt a plethora of activation phenotypes with a broad range of functions.^9^ Bile duct-associated macrophages have been shown to express markers classically associated with lipid-associated macrophages [e.g., triggering receptor expressed on myeloid cells 2 (TREM2), osteopontin].^7 9 10^ In mouse models of portal area injury, C-C chemokine receptor type 2 (CCR2)-positive monocyte-derived macrophages promote disease progression.^11^ However, much remains unknown about the direct influence of reactive cholangiocytes on the phenotypic peculiarities of bile duct-associated liver macrophages, and the impact on the course of liver disease.

Acute phase proteins (APPs), which are mainly produced in hepatocytes, regulate hepatic and systemic inflammation via mediating tissue repair, cellular metabolism and innate immune responses during injury.^12 13^ As a member of the APP family, increasing orosomucoid 2 (ORM2) concentration is known to increase in serum of individuals with infections and ongoing inflammation.^14^ ORM2 can regulate innate immune responses, cellular ion transportation and bile acid metabolism.^15^,^18^ In addition, a recent study emphasised that ORM2 directly promotes macrophage-driven inflammation, thereby aggravating chronic arthritis in mice.^19^ Besides, ORM2 was revealed to improve hepatic steatosis by enhancing hepatocellular lipid metabolism and regulating liver inflammation via the calcium pathway,^20^ while in another context, ORM2 was determined to decrease lipid absorption, mediate overall lipid metabolism and obesity progression.^15 21 22^ Nevertheless, those studies remain elusive on the source of ORM2 and mostly report on the effects of ORM2 on hepatocytes and not on cholangiocytes.

In this study, we identified ORM2 as a key candidate regulator of pathogenic cholangiocyte-macrophage crosstalk on biliary injury. Altogether, we provided mechanistic evidence that cholangiocyte-derived ORM2 drives a pro-inflammatory phenotypic change in liver macrophages via regulating calcium signalling.

## Materials and methods

### Human samples

Archival human liver sections and patient-derived cholangiocyte organoids were used in this study. The donors were informed and consented to the use of their biological material in scientific research.

### Patient and public involvement

Patients and/or the public were not involved in the design, or conduct, or reporting, or dissemination plans of this research.

### Animals

C57BL/6J wild-type (WT) mice (18–24-week-old), reporter transgenic (actin-dsRed and actin-CFP on a B6 genetic background) and *Mdr2*^−/−^ mice (on a C57BL/6J genetic background) received an isoflurane overdose prior to primary liver and blood cell isolation. All animal procedures were approved by the State Office for Health and Social Affairs, Berlin (Registration number: T-CH 020/22, T-CH0028/24 and G 0243/19).

### Cell culture and in vitro experiments

Primary liver and blood cells were isolated from healthy mice. The perfusable liver-on-a-chip (LoC) with primary mouse cells has been described previously.^23^ Cholangiocytes were seeded in lieu of hepatocytes or added to the previously described LoC to obtain the biliary-niche-on-a-chip (BoC) (details are provided in online supplemental material). Human intrahepatic cholangiocyte organoids (hICOs) were generated from patients in the Charité-Universitätsmedizin Berlin with fibrosis stage-0 (F0) and stage-4 (F4), as previously described.^24^

### Statistical analysis

GraphPad Prism V.9.0 (GraphPad Software, USA), FlowJo (V.10.8.0, BD Biosciences, USA) and RStudio (V.2023.03.1 Build 446; plugins ‘ggplot2’) were used to generate graphs, plots and matrixes.^25^ Heatmaps represent relative values compared with the indicated control. The statistical tests used in this study are indicated in the figure legend for each panel. Data are presented as the mean±SD ‘p<0.05’ was considered to be significantly different.

Additional information is provided in the online supplemental materials.

## Results

### ORM2 is upregulated in injured BECs and associated with liver macrophage accumulation

To identify key factors consistently secreted by reactive BECs on ductular reaction in distinct settings, we retrieved bulk RNA sequencing (RNA-seq) data sets generated from purified BECs in acute (*ihCD59*^BEC-TG^ + bacterial toxin, 48 hours) and chronic (*dnTGFβRII*, 32 weeks) BEC injury mouse models or chronic (29 weeks) high-fat diet feeding as an MASLD model.^8 26 27^ Significantly upregulated differentially expressed genes (DEGs) were analysed from these three data sets (vs each internal control). *Ckb*, *Fam166b*, *Onecut1*, *Orm2* and *Adam11* were filtered out as co-upregulated genes using an overlapping analysis (figure 1A). While *Ckb*, *Fam166b* and *Onecut1* encode intracellular proteins, *Orm2* and *Adam11* encode surface or secreted extracellular proteins prone to serve as cell crosstalk mediators.^28 29^ Besides, publicly-available bulk RNA-seq data sets from multiple mouse models and patients with liver diseases^30^,^40^ indicated that *ORM2*/*Orm2* expression was more strongly upregulated than *ADAM11/Adam11* in cirrhotic and PSC livers (vs healthy control). However, *ORM2* expression was downregulated during liver cirrhosis in two independent data sets from human patients (vs healthy control) (figure 1B). Intriguingly, total (sum of individual cells) expression of *ORM2* tended to be downregulated in hepatocytes but upregulated in BECs, indicating that there may not be changes in gene expression at singular cell levels but rather a broader contribution of BECs to the overall *ORM2*/*Orm2* expression through the organ (cirrhosis, or PSC vs healthy control), which was not observed for *ADAM11* (figure 1C and online supplemental figure S1). Next, we conducted multiplex immunofluorescence staining from human liver illustrating that hepatocytes were the main contributors to tissue-wide ORM2 expression in healthy liver, while there appeared to be a shift towards an increased ORM2 signal originating from CK7-positive ductular cells on MASLD and PSC (figure 1D–E). Furthermore, we observed that CK7-positive cell ORM2 and CK19 expressions were positively correlated with a close vicinity from IBA1^+^ macrophages (figure 1F), indicating that ORM2 could be involved in the crosstalk between BECs and bile duct-associated macrophages. In line, a re-analysis of a previously published transcriptomic data set^20^ revealed that healthy mouse livers expressed higher levels of monocyte-associated markers after systemic ORM2 injection (online supplemental figure S2A–N).

**Figure 1:**
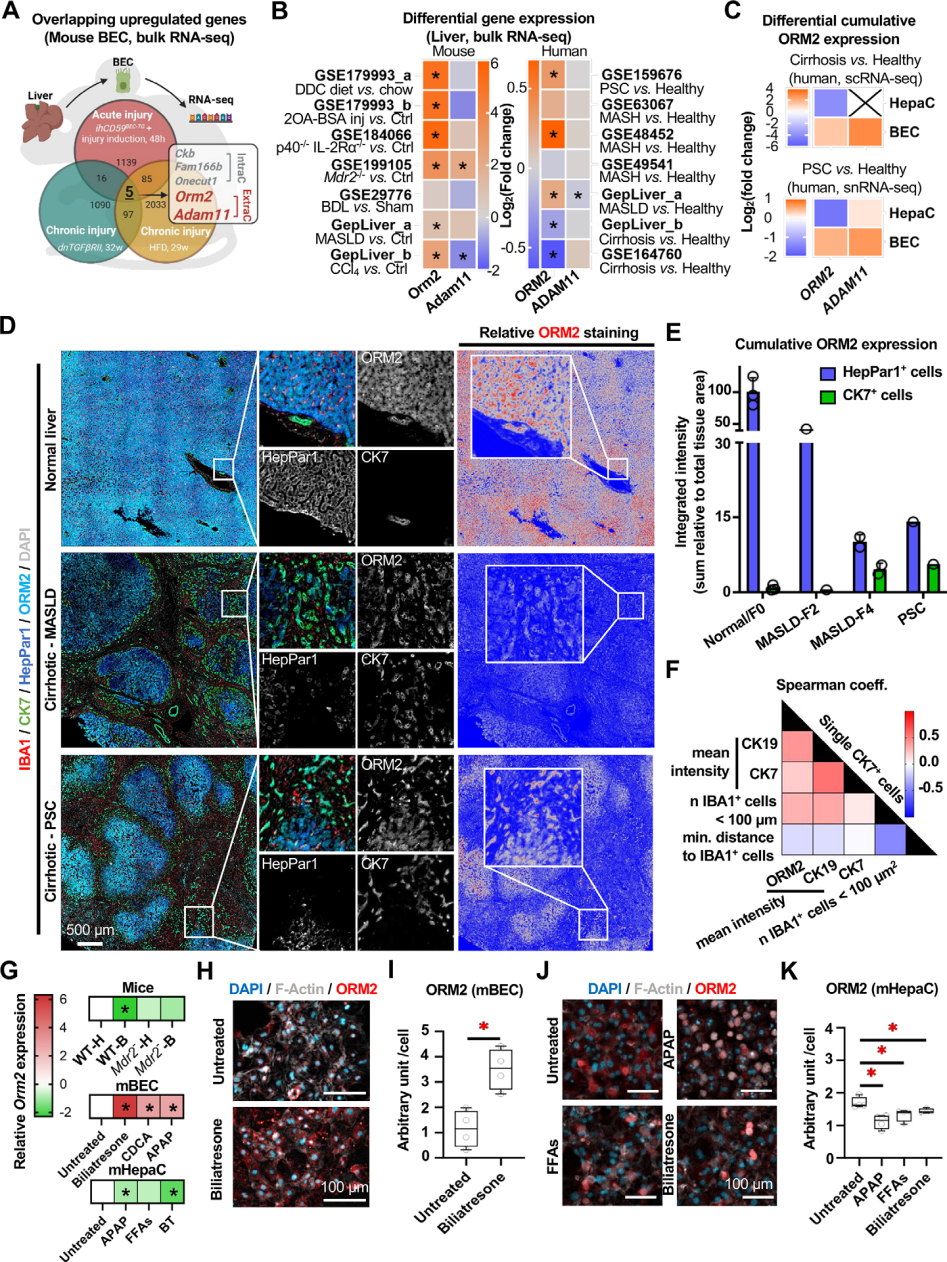
ORM2 is upregulated in cholangiocytes but downregulated in hepatocytes during liver injury. (**A**) *Ckb*, *Fam166b*, *Onecut1*, *Orm2* and *Adam11* were upregulated in both acutely (*ihCD59*^BEG-TG^ mice challenged by acute BEC injury for 48 hours, data set ID: PRJNA510784) and chronically (32-week-old *dnTGFβRII* mice, data set ID: GSE202676; 29-week HFD fed mice, data set ID: GSE217739) injured mouse BECs. Upregulated DEGs were identified as log_2_(fold change) >0.5, p<0.05. (**B**) Gene expression changes of *Adam11* and *Orm2* in injured livers from diverse mouse models (injured vs healthy) and human samples (diseases vs healthy). Bulk RNA sequencing data was obtained from the GepLiver database and GEO data sets. (**C**) Gene expression changes of *Orm2* in single-cell resolved human liver samples with MASLD, liver cirrhosis and PSC. scRNA-seq and snRNA-seq data were obtained from the GepLiver database and GEO data sets (ID: GSE247128 and GSE243977). ‘X’ in the block represents undetectable data. (**D**) Immunofluorescent staining illustrated the associations among hepatocytes (HepPar1^+^), BECs (CK7^+^), monocytes/macrophages (IBA1^+^) and ORM2 expression in human liver samples (normal, MALSD and PSC). Relative ORM2 staining was illustrated with highlighted portal areas. (**E**) ORM2 expression in single hepatocytes and BECs in human liver samples (normal, MALSD and PSC) was assessed according to the immunofluorescent staining analyses. (**F**) Significant correlations (Spearman’s, p<0.05) among staining intensity of ORM2, CK7 and CK19, neighbouring IBA1^+^ cells (<100 µm) and minimum distance to IBA1^+^ cells were illustrated in a heatmap. (**G**) Gene expression of *Orm2* in WT mouse primary BECs on biliatresone and CDCA treatments (vs untreated). (**H**) Protein expression of ORM2 in mouse primary BECs on biliatresone illustrated in fluorescent staining and (**I**) quantitative analysis. (**J**) Gene expression of *Orm2* in WT mouse primary hepatocytes on FFAs, APAP and biliatresone treatments (vs untreated). (**K**) Protein expression of ORM2 in mouse primary hepatocytes on biliatresone illustrated in fluorescent staining and (**L**) quantitative analysis. Sample sizes: (**D–F**) n=1–4 per group; (**G–K**) n=4 per group. APAP, acetaminophen; B/(m)BEC, (mouse) biliary epithelial cell; BSA, bovine serum albumin; CDCA, chenodeoxycholic acid; DDC, 3,5-diethoxycarbonyl-1,4-dihydrocollidine; DEG, differentially expressed gene; F0/2/4, fibrosis stage-0/2/4; FFAs, free fatty acids; H/(m)HepaC, (mouse) hepatocyte; HFD, high-fat diet; IntraC/ExtraC, intracellular/extracellular; MASLD, metabolic dysfunction associated steatotic liver diseases; MASH, metabolic dysfunction associated steatohepatitis; PSC, primary sclerosing cholangitis; OA, oleic acid; ORM2, orosomucoid 2; sc/snRNA, single-cell/single-nuclei RNA; WT, wild-type. One-way analysis of variance followed by Tukey’s multiple comparison test and unpaired Student’s t-tests were performed. *p<0.05 as indicated or as compared with controls.

To further interrogate the relationship between liver epithelial cell ORM2 expression and tissue injury, we treated primary mouse BECs and hepatocytes with chenodeoxycholic acid, biliatresone, acetaminophen (APAP) and free fatty acids (FFAs), thereby modelling cholestatic, toxic and metabolic injury patterns. Cells from healthy WT mice or from *Mdr2*^–/−^ mice with ongoing ductular reaction were used.^3^ Intriguingly, and in the absence of any stimuli, hepatocytes expressed higher *Orm2* than BECs in WT mice, while the *Orm2* expression tended to be downregulated in *Mdr2*^−/−^ hepatocytes but upregulated in *Mdr2*^−/−^ BECs (vs WT counterparts) (figure 1G and 3A). Gene (figure 1G and 3B) and protein (figure 1H1) expressions of ORM2 as well as cell damage levels (online supplemental figure S3C,D) were significantly upregulated in biliatresone-insulted BECs. In contrast, gene (figure 1G and 3E) and protein expressions (figure 1J and K) of ORM2 were significantly downregulated in APAP, FFA and biliatresone-exposed hepatocytes. Taken together, our data demonstrated that *Orm2* was upregulated in injured BECs but downregulated in injured hepatocytes, particularly during severe liver injury, which was associated with MoMF accumulation near ductular cells. We thus hypothesised ORM2 may represent a signal for the recruitment and/or activation of MoMFs in the biliary niche.

### A biliary niche-on-a-chip model demonstrates the potentiating roles of BEC-derived ORM2 in inflammation and hints towards more fibrogenesis

To investigate BEC biology in the context of ductular reaction, WT and *Mdr2*^−/−^ mouse organoid-derived (mOd)-BECs were generated and characterised. *Mdr2*^−/−^ Od-mBECs had higher levels of *Mki67*, *Orm2* and *Ccl2* gene expression (figure 2A), together with higher proliferation rates, which are reflective of their reactive phenotype (vs WT) being preserved for several passages after their isolation from the liver (figure 2B). Thus, *Mdr2*^−/−^ Od-mBECs were used in subsequent experiments as a cellular model of injury-related higher *Orm2* expression. Transfection of *Mdr2*^−/−^ Od-mBECs with si*Orm2* suppressed gene and protein expression of *Orm2* but not *Orm1* (online supplemental figure S4A–C). Tailored multicellular in vitro biochips were designed to mimic the sinusoidal and the biliary immunological niches (LoC^23^ and BoC, respectively) (figure 2C–D, S4D). *Orm2* silencing in Od-mBECs also seemed to result in reduced hepatic stellate cell (HSC) activation, as reflected by reduced area covered by pre-labelled F-actin^+^ HSCs (figure 2E–F) and collagen expression (COL1A1^+^) in the BoC (figure 2G–H), whereas no significant differences were observed in cell proliferation (Ki67^+^) (figure 2I). Furthermore, pre-labelled circulating immune cells (CIC) were perfused in the biochips, and their accumulation in the BoC was lower on *Orm2* silencing in Od-mBECs as compared with scramble siRNA (figure 2J–K). Similarly, si*Orm2* transfection effectively suppressed gene and protein expression of *Orm2* but not *Orm1* in mouse primary hepatocytes (online supplemental figure S4E–G). On *Orm2* silencing, FFA treatment induced higher lipid accumulation in mouse hepatocytes in the LoC (figure 2L–M). In line with this, levels of triglycerides (figure 2N) and aspartate transferase (figure 2O) were significantly increased in *Orm2*-silenced hepatocytes exposed to FFAs. As previously reported, alanine aminotransferase (ALT) levels did not reach detection thresholds in the LoC.^23^

**Figure 2:**
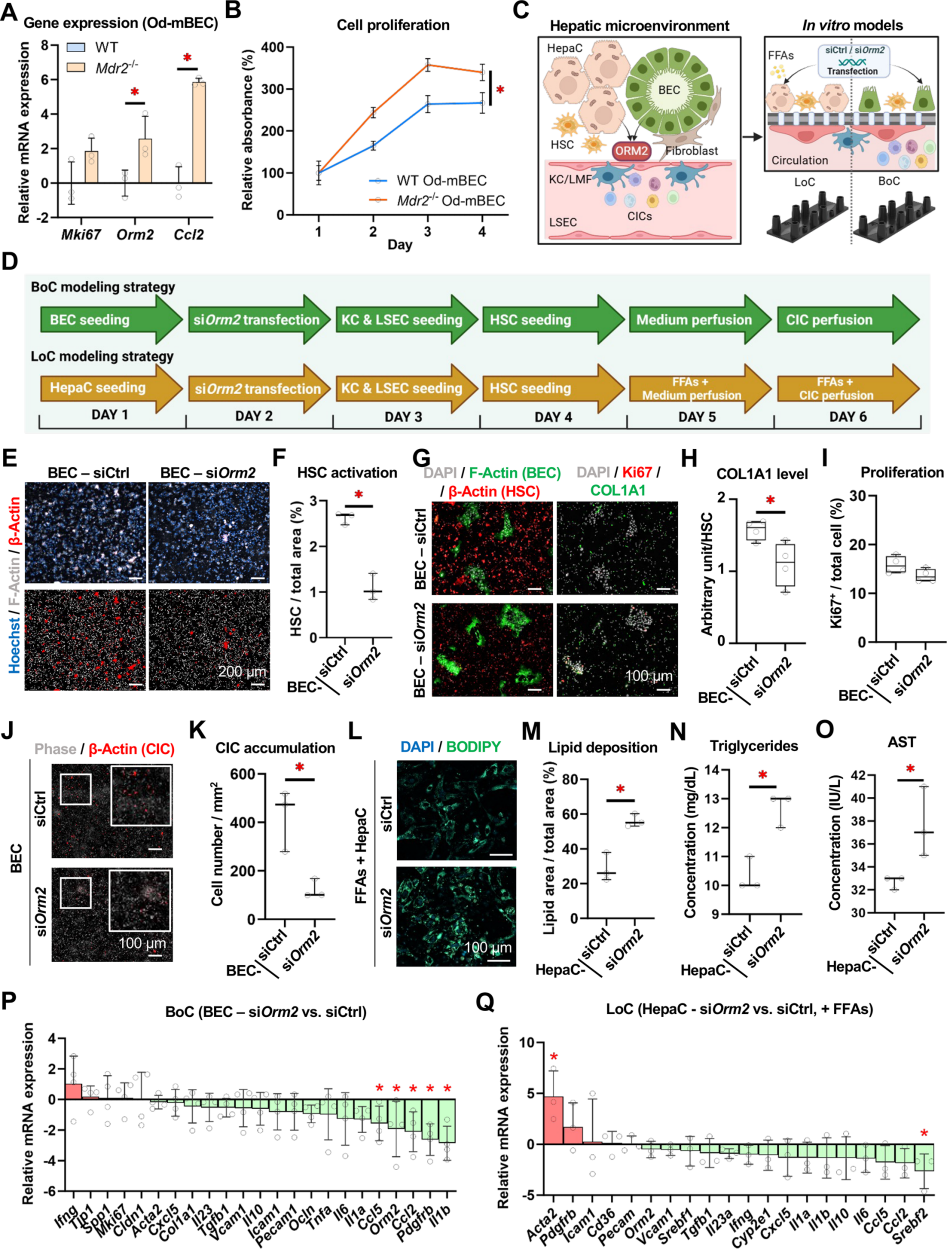
Evaluating influences of ORM2 in hepatic microenvironment in BoC and LoC models. (**A**) Gene expression of *Mki67*, *Orm2* and *Ccl2* in Od-mBECs generated from WT and *Mdr2*^−/−^ mice. (**B**) 4-day kinetics of cell proliferation in Od-mBECs generated from WT and *Mdr2*^−/−^ mice. (**C**) Scheme: using BoC and LoC models to recapitulate hepatic microenvironment and investigate influences of *Orm2*. (**D**) Experimental strategies of BoC and LoC were illustrated in a schematic figure. (**E**) HSC accumulation on siCtrl and si*Orm2* transfection in BECs was illustrated in fluorescent staining (F-actin^+^) and (**F**) quantitative analysis. (**G**) Collagen production (COL1A1^+^) and cell proliferation (Ki67^+^) were illustrated in fluorescent staining and (**H**) (**I**) quantitative analyses. (**J**) CIC accumulation (F-actin^+^) to the BoC membrane was illustrated in fluorescent staining and (**K**) quantitative analysis. (**L**) Lipid deposition (BODIPY^+^) was illustrated in fluorescent staining and (**M**) quantitative analysis. Levels of (**N**) triglycerides and (**O**) AST were measured in LoC cells on FFAs treatment (HepaC-siCtrl vs HepaC-si*Orm2*). (**P**) Gene expression of representative inflammation-associated, fibrogenesis-associated, adhesion-associated and tight junction-associated factors were measured in BoC cells (BEC-siCtrl vs BEC-si*Orm2*). (**Q**) Gene expression of representative inflammation-associated, fibrogenesis-associated, adhesion-associated factors were measured in LoC cells on FFAs treatment (HepaC-siCtrl vs HepaC-si*Orm2*). Sample sizes: n=3 per group. AST, aspartate transaminase; BoC, biliary niche-on-a-chip; CIC, circulating immune cell; COL1A1, collagen type I alpha 1 chain; Ctrl, control; FFA, free fatty acid; HFD, high-fat diet; HSC, hepatic stellate cell; LoC, liver-on-a-chip; (m)BEC, (mouse) biliary epithelial cell; (m)HepaC, (m)hepatocyte; Od, organoid-derived; ORM2, orosomucoid 2; WT, wild type. Unpaired Student’s t-tests were performed. *p<0.05 as indicated or as compared with controls.

Moreover, BoC gene expression analyses indicated the significant downregulation of *Ccl5*, *Orm2*, *Ccl2*, *Pdgfrb* and *Il1b* on *Orm2* suppression in Od-mBECs (figure 2P). In the LoC, we denoted a significant upregulation of *Acta2*, suggesting fibrogenic HSC activation and downregulation of *Srebf2*, a sign of decreased lipid metabolism during *Orm2* silencing in hepatocytes (figure 2Q). Taken together, our data indicate that hepatocyte-derived ORM2 limits cellular injury and lipid accumulation in hepatocytes under stress conditions, while reactive *Mdr2*^–/–^ BEC-derived ORM2 promotes inflammation and potentially fibrogenesis in the biliary niche.

To better dissect the relevance of hepatocyte-derived versus BEC-derived ORM2, we next constructed a complete LoC model that contains both primary hepatocytes and *Mdr2*^–/–^ reactive BECs (expressing high levels of *Orm2*) (figure 3A). We first confirmed that all cells seeded well and organised properly in the biochip. As shown in figure 3B, we applied a gentle digestion to BEC organoids before seeding into the biochip, which resulted in BECs forming agglomerates and thus, resembling portal areas observed in vivo. Next, we silenced *Orm2* either in hepatocytes or in BECs. We noticed that desmin^+^ HSCs tended to accumulate in the surroundings of BECs, particularly when *Orm2* was expressed (figure 3C). Besides, we observed a preferential accumulation of CICs in the BEC areas (figure 3B), and thus aimed at characterising the nature of those CICs by flow cytometry. Considering that si*Orm2* significantly reduced *Ccl2* expression in the BoC, we designed a flow cytometry gating strategy to assess monocyte recruitment and more specifically, that of Ly6C^high^ monocytes, which express the CCL2 receptor CCR2 and are classically associated with pathogenic processes in liver diseases.^41^ Interestingly, our data showed that BEC-targeted but not hepatocyte-targeted *Orm2* silencing led to a reduction in Ly6C^high^ monocyte mobilisation to the biochip (figure 3E and F). This observation further suggested that macrophages may represent a privileged interaction partner of BECs during liver disease.

**Figure 3:**
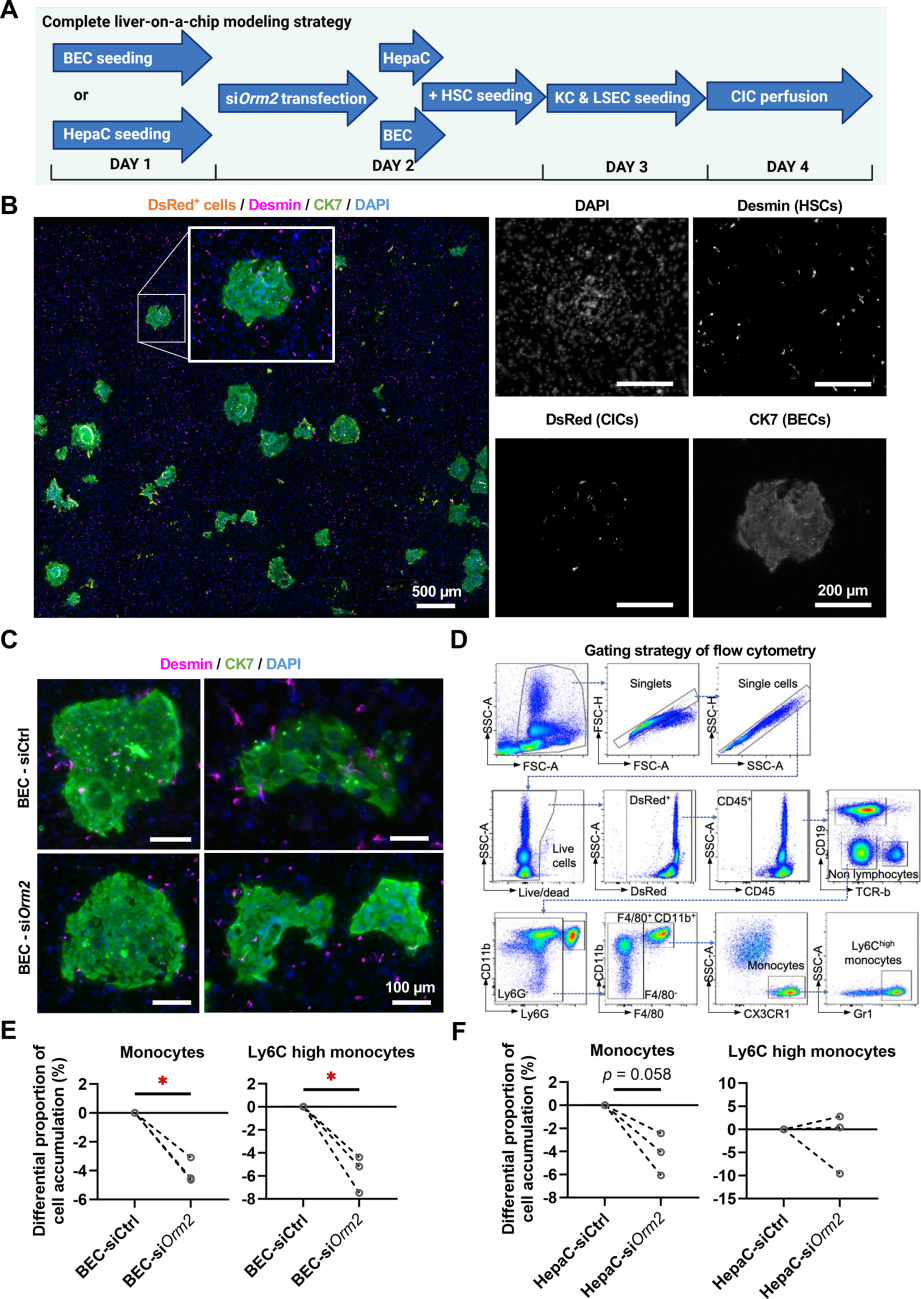
A complete liver-on-a-chip containing both BECs and hepatocytes suggests that ORM2 regulates pathogenic monocyte recruitment. (**A**) Seeding sequence and experimental approach to generate a complete liver-on-a-chip. (**B**) Cell seeding and identities were confirmed by immunocytochemistry in the complete liver-on-a-chip. (**C**) Enlarged areas depict desmin^+^ and CK7^+^ cell. (**D**) Gating strategy applied for flow cytometry evaluation of circulating immune cells in the complete liver-on-a-chip. Monocytes (live CD45^+^CD19^−^TCR-beta^−^Ly6G^−^F4/80^+^CD11b^+^CX3CR1^high^) and Ly6C^high^ monocytes were numbered in the complete liver-on-a-chip after either (**E**) BEC-targeted, or (**F**) hepatocyte-targeted *Orm2* silencing. BECs, biliary epithelial cells; CICs, circulating immune cells; CK7, cytokeratin 7; HSCs, hepatic stellate cells; ORM2, orosomucoid 2. Paired Student’s t-tests were used. *p<0.05 as indicated.

### ORM2 reshapes transcriptome profiles and biological functions of liver macrophages

Since our results point towards spatially-restricted and disease-associated BEC and macrophage interactions through ORM2, we next investigated the direct effects of ORM2 on macrophages of different origins. Primary human blood monocyte-derived macrophages (hMoMF), mouse liver macrophages (mLMF) and mouse bone marrow-derived macrophages (mBMDM), together with the (differentiated) human monocyte cell line (THP-1) were obtained for gene expression profiling. In response to ORM2, mLMF and THP-1 cells showed increased gene expression of markers classically associated with pro-inflammatory and anti-inflammatory polarisation profiles (including *Mrc1*, *Il10*, *Tnfrsf12a*, *Nlrp3*, *Nlrc4* and *Myd88*), as opposed to hMoMF and mBMDM that mostly showed reduced gene expressions (figure 4A and 5). 

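Mouse liver macrophages (mLMF), the F4/80-positive cells isolated from livers of wild-type C57BL/6J mice, were cultured for 24 h with ORM2 at 1 µg/mL or left untreated (Ctrl), and the RNA of each culture was sequenced in bulk. There were 5 Ctrl libraries (replicates 1 to 5) and 4 ORM2 libraries (replicates 1, 2, 4 and 5). The sample labels name both a stranded mRNA kit and a low-input total RNA protocol with depletion of ribosomal RNA, and the paper's text does not settle which was used. The authors' methods name ShortRead and BiocParallel for quality control and edgeR for alignment and quantification. They also tie edgeR to the differential expression analysis, and the legend of Fig. 4 names unpaired t-tests. The limma test used below is neither of these. A separate aligner, the genome build and gene annotation are not given in the sources used here. The deposited table gives 1 value per library for each of 17055 genes, listed by gene symbol in capitals. Although these values are named normalized, they are log2(count + 1) without scaling for library size: 2 raised to the value, minus 1, was a whole number for 153351 of the 153495 values (99.9%), and all exceptions fell in 17 genes. The margin was 0.01, or wider for large counts to allow for the digits kept, so that the largest counts could not fail. The recovered counts summed to 29890608, 29440998, 23831020, 50109890 and 21995327 in Ctrl replicates 1 to 5, and to 56407902, 59316795, 48141537 and 28344876 in ORM2 replicates 1, 2, 4 and 5. The totals of the groups overlapped (exact two-sided permutation test, p = 0.0952, adjusted p = 0.257 over 6 measures of the libraries). The median deposited value ran from 7.49 to 8.75 in Ctrl and from 7.51 to 9.04 on ORM2. ORM2 replicate 5 had 2505 genes at 0, against 253 to 1023 in the other 8 libraries, and 37.2% of its counts fell on 13 mitochondrial genes, against 13.8% to 22.6%. Group differences were tested with limma (moderated variances with a trend on mean level) on the deposited values. The same test was run after each library was divided by its median ratio to the geometric mean over the 13620 genes above 0 in every library, called median-ratio scaling below. These size factors ran from 0.601 to 1.77, and after scaling the library medians lay between 8.18 and 8.24. All values are means ± SD on the log2(count + 1) scale, which understates the change of genes with few counts. The smallest p that an exact permutation test can give for 5 libraries against 4 is 0.00794.

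**Figure D1:**
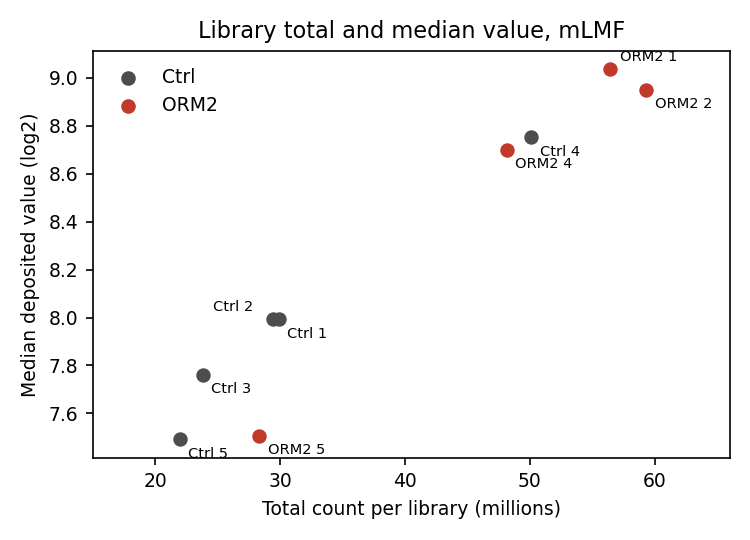
Total count of each library (x axis, in units of 1e+06 counts) and the median of its deposited log2 values over all genes (y axis), for 5 Ctrl (grey) and 4 ORM2 (red) libraries. The medians run from 7.49 in Ctrl replicate 5 to 9.04 in ORM2 replicate 1, the 4 libraries with the highest totals have the 4 highest medians, and ORM2 replicate 5 lies among the Ctrl libraries.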

Based on this exploratory screening that indicated a stronger response of mLMF, we next performed bulk transcriptome sequencing on mLMF exposed to ORM2. 

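On the deposited values, 3 of the 17055 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 1 higher and 2 lower on ORM2. *S100a11* (chromosome 3, 93520488 to 93526287, in GENCODE release 21 on GRCm38, which need not be the annotation the authors counted on) rose from 10.01 ± 0.95 (SD, n = 5) in Ctrl to 12.32 ± 0.42 (SD, n = 4) on ORM2. Its log2 fold change was 2.31 (standard error 0.43, adjusted p = 0.0181 from limma) and 1.74 after median-ratio scaling (adjusted p = 0.0294). The 5S ribosomal RNA genes *n-R5s130* and *n-R5s103*, both on chromosome 8, had log2 fold changes of −2.83 and −2.47 (standard errors 0.52 and 0.46, adjusted p = 0.0181 each from limma), and −3.41 and −3.05 after scaling. Of the 55 5S genes with a reference sequence, 41 have another copy within 3 differences, so the value of a single copy is uncertain. For each of these 3 genes all ORM2 libraries lay on one side of all Ctrl libraries (exact two-sided permutation p of 0.0159 for *S100a11* and 0.00794 for the others). Leaving out Ctrl replicate 2, 4 or 5 took all 3 past the threshold on the deposited values (adjusted p from 0.0562 to 0.287), and leaving out Ctrl replicate 3 or ORM2 replicate 4 did so for *S100a11* alone (adjusted p of 0.101 and 0.0554). Without ORM2 replicate 5, 6862 genes were higher and 40 lower by the same adjusted threshold, whereas no more than 17 passed without any other library. Array weights moved these counts most, to 11518 higher and 95 lower. After scaling the adjusted p of *S100a11* reached 0.114 with a library left out, and those of *n-R5s130* and *n-R5s103* stayed at or below 0.00214.

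By the rule drawn in Fig. 4B, an unadjusted p under 0.05 and a change of more than 1.5-fold, 1636 genes were higher and 104 lower on the deposited values, so that 94.0% of the called genes were higher. The median gene differed by 0.54 on the log2 scale. After median-ratio scaling the median gene differed by −0.03, 404 genes were higher and 557 lower (42.0% higher), and 508 of the 1740 genes called on the deposited values were called in the same direction. By adjusted p, 28 genes were then higher and 63 lower, the 3 genes above among them. The number called by the Fig. 4B rule on the deposited values was 9265 without ORM2 replicate 5, 4033 without Ctrl replicate 4, and between 827 and 1145 without any other single library. After scaling, the adjusted counts fell to 4 higher and 27 lower without Ctrl replicate 5, and lay between 8 and 11 higher and between 30 and 46 lower without Ctrl replicate 1, 2, 3 or 4 or ORM2 replicate 4. They were 18 and 54 without ORM2 replicate 2, 51 and 84 without ORM2 replicate 1, and 47 and 99 without ORM2 replicate 5.

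Of the genes labelled in Fig. 4B, 13 were compared and lay on the side drawn there on the deposited values and after scaling. All 13 passed the Fig. 4B rule as deposited and 10 after scaling, while by limma's adjusted p none passed as deposited and 2 did after scaling. *Cd3g* (chromosome 9, 44969572 to 44980431) rose from 0.63 ± 1.42 (SD, n = 5) to 5.02 ± 0.97 (SD, n = 4), a log2 fold change of 4.39 (standard error 1.17, adjusted p = 0.253 from limma). It rests on few counts, 0 in 4 Ctrl libraries and 8 in the other, against 11 to 52 on ORM2. The increases of *Gdpd3*, *Paqr6*, *Ifnb1* and *Ptger3* were 4.26, 3.98, 3.82 and 3.53 (adjusted p between 0.231 and 0.404), and those of *Il17d* and *Pdgfrl* 2.68 and 2.19. *P2rx5* (chromosome 11, 73160421 to 73172685) fell from 4.84 ± 1.39 to 0.65 ± 1.29, a log2 fold change of −4.19 (standard error 1.13, adjusted p = 0.253) and of −4.58 after scaling (adjusted p = 0.0463). *Nscme3l* changed by −4.07 as deposited (adjusted p = 0.257) and −4.44 after scaling (adjusted p = 0.0467). *Npas2*, *Rassf9* and *Myh3* changed by −4.08, −3.66 and −3.48 as deposited. Without ORM2 replicate 5 these 13 genes passed limma's adjusted threshold on the deposited values, with adjusted p from 0.00780 (*P2rx5*) to 0.0419 (*Pdgfrl*), *Cd3g* among them at 4.16 (adjusted p = 0.0146). The median of all genes differed by 0.92 in that fit. After scaling without that library, 2 of the 13 passed, *P2rx5* and *Nscme3l*. *Npas2* passed after scaling without ORM2 replicate 2 (adjusted p = 0.0357). After scaling, the largest increases among genes past the adjusted threshold whose groups did not overlap were those of *Ccl5*, *Cryab* (1.23), *Usp50* (1.12), *Gm15542* (1.03) and *Ms4a7* (1.03). The largest decreases were those of *P2rx5*, *Nscme3l*, *n-R5s143* (−4.11), *n-R5s133* (−3.82) and *Gm22109* (−3.77), the last 3 of them 5S genes. When single libraries were left out after scaling, the adjusted p of *Ccl5*, *Cryab* and *Gm22109* stayed under 0.05 and that of the other 7 did not throughout, reaching 0.147 for *P2rx5* and 0.152 for *Nscme3l*.

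**Figure D2:**
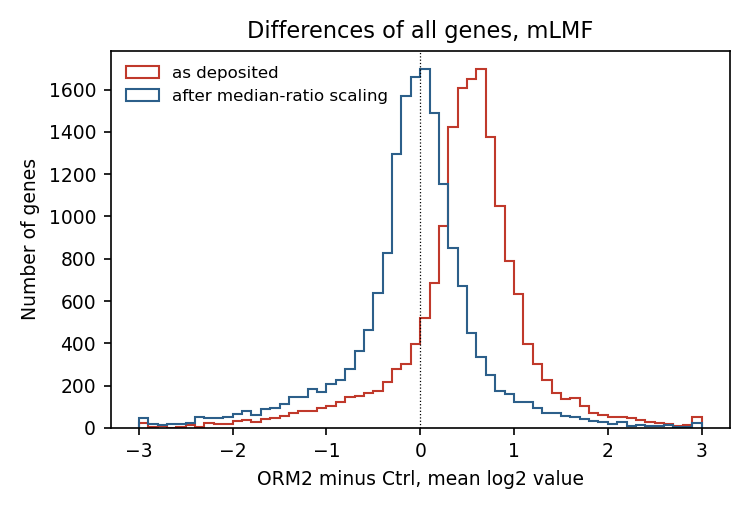
Number of genes (y axis) by their log2 difference between ORM2 and Ctrl (x axis, bins of 0.1, values beyond the ends placed in the end bins), for the deposited values and after median-ratio scaling of the same 17055 genes. The deposited differences are centred at a median of 0.54 and the scaled ones at −0.03.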

The top 20 upregulated and downregulated DEGs were identified and confirmed profound changes in the mLMF transcriptome (figure 4B, online supplemental figure S6). 

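Gene Ontology and KEGG annotations were not used here. In their place, lists of well known members of 7 pathways and of ion transport were written by hand, with a list of ribosomal protein genes and one of housekeeping genes as controls, among 22 lists in all. No list was written for secretion. Each list was tested against all other genes with camera on the limma fit (preset inter-gene correlation of 0.01, Benjamini-Hochberg adjustment over the 22 lists). The IL-17 list (22 of its 25 genes in the file) had 20 genes higher on ORM2, with a median log2 fold change of 0.97 on the deposited values (camera adjusted p = 0.000826) and 0.40 after median-ratio scaling (15 genes higher, adjusted p = 0.000859). Adjusted over the list alone, 10 of its genes were higher on the deposited values and 4 after scaling, against 0 and 1 over all genes tested. The TNF list (30 of 31 genes) had 28 genes higher with a median of 0.66 (camera adjusted p = 0.00225), and after scaling 17 genes higher with a median of 0.09 (adjusted p = 0.0493). Adjusted over the list alone, 4 of its genes were higher as deposited and 3 after scaling, against 0 and 1 over all genes. With single libraries left out, the IL-17 list stayed under 0.05 on both scales (highest adjusted p 0.0427, without ORM2 replicate 5 on the deposited values). The TNF list did so on the deposited values (highest adjusted p 0.0249) and not after scaling, where its adjusted p was 0.153 without Ctrl replicate 1, 0.063 without Ctrl replicate 3, 0.0561, 0.176 and 0.117 without ORM2 replicates 1, 4 and 5. The Jak-STAT list (33 genes) had a median of 0.57 (adjusted p = 0.0553), which fell under the threshold without Ctrl replicate 4 (adjusted p = 0.0356), and −0.01 after scaling (adjusted p = 0.548). The cGMP-PKG list (31 genes) had medians of 0.56 and −0.01 (adjusted p of 0.191 and 0.759), and its adjusted p on the deposited values was 0.0427 without ORM2 replicate 5. For the cAMP list (30 genes) the medians were 0.38 and −0.20 (adjusted p of 0.818 and 0.403), and for the PI3K-Akt list (36 genes) 0.49 and −0.08 (adjusted p of 0.716 and 0.123, the latter downward). Ion transport (35 genes) had 30 genes higher and a median of 0.44 on the deposited values, where camera ranked it below other genes (adjusted p = 0.818), and 8 genes higher and a median of −0.13 after scaling (adjusted p = 0.0638, downward). Adjusted over each list alone, 2 Jak-STAT genes and 1 ion transport gene were higher as deposited and none after scaling, when 1 ion transport gene was lower, and no gene of the cGMP-PKG, cAMP and PI3K-Akt lists passed on either scale. The ribosomal protein list (40 genes) was itself higher on the deposited values, with a median of 0.56 (adjusted p = 0.0361), and at −0.02 after scaling (adjusted p = 0.782). Its deposited call was lost without Ctrl replicate 2, 3 or 5 (adjusted p of 0.0541, 0.109 and 0.138) and without ORM2 replicate 4 (0.272). The housekeeping list (19 genes) had medians of 0.55 and −0.02 (adjusted p of 0.180 and 0.782). No list was higher under fry, a test of each list on its own (lowest adjusted p among increases 0.132 as deposited and 0.173 after scaling), or under camera with the correlation estimated for each list. After scaling, fry called ion transport lower (adjusted p = 0.0241).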

Functional enrichment analyses (Gene Ontology-biological processes and Kyoto Encyclopedia of Genes and Genomes (KEGG)) indicated the activation of various cellular functions (eg, ion transport, secretion, immune response) and signalling pathways (eg, cGMP-PKG, IL-17, TNF, cAMP, Jak-STAT and PI3K-Akt pathways) in response to ORM2 treatment (figure 4C). Moreover, we confirmed that ORM2 induced the upregulation of both pro-inflammatory and anti-inflammatory macrophage markers (figure 4D). 

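Of the 18 marker genes drawn in Fig. 4D, 13 are in the file, and *Tnf*, *Ifng*, *Il4*, *Il13* and *Ccl22* were not analysed here. On the deposited values, 7 of 7 pro-inflammatory and 5 of 6 anti-inflammatory markers had a higher mean on ORM2. None had an adjusted p under 0.05 (limma, lowest 0.477, for *Il10*), and 1 met an unadjusted p under 0.05. After median-ratio scaling, 5 of 7 pro-inflammatory and 3 of 6 anti-inflammatory markers were higher, again with none past the adjusted threshold (lowest 0.361) and *Cd163* alone under an unadjusted p of 0.05. Without ORM2 replicate 5 *Cd163* passed after scaling as a decrease (−0.76, adjusted p = 0.00939). Among the pro-inflammatory markers, *Cd86* (chromosome 16, 36603869 to 36666081) was 7.27 ± 0.63 (SD, n = 5) in Ctrl and 8.32 ± 0.38 (SD, n = 4) on ORM2, a log2 fold change of 1.05 (standard error 0.55, adjusted p = 0.489), and 0.48 after scaling. *Tlr4* changed by 0.89 (standard error 0.55) and 0.32 after scaling. *Nos2* changed by 1.09 (standard error 1.13) and 0.37 after scaling (−0.16 to 1.72 with single libraries left out), from counts of 82, 87 and 39 in ORM2 replicates 1, 2 and 4 and 0 in replicate 5. *Cd80* and *Tlr2* changed by 0.07 and 0.17 on the deposited values, less than their standard errors of 0.72 and 0.51, and by −0.49 and −0.40 after scaling. Among the anti-inflammatory markers, *Mrc1* (chromosome 2, 14229392 to 14332057) was 10.14 ± 0.58 (SD, n = 5) in Ctrl and 10.77 ± 0.26 (SD, n = 4) on ORM2, a log2 fold change of 0.63 (standard error 0.41, adjusted p = 0.506), and 0.06 after scaling. *Tgfb1* changed by 0.75 (standard error 0.44) and 0.18 after scaling. *Arg1* and *Cd163* changed by 0.43 and 0.05 as deposited (standard error 0.40 each) and by −0.14 and −0.52 after scaling. *Irf4* was lower on both scales, at −0.70 (standard error 1.06) and −1.43, and at 0.60 on the deposited values without ORM2 replicate 5. Without that library, when the median of all genes differed by 0.92, 3 pro-inflammatory and 3 anti-inflammatory markers passed the adjusted threshold on the deposited values. These were *Cd86* (1.24, adjusted p = 0.0378), *Nos2* (2.61, adjusted p = 0.0219) and *Il6* (1.25, adjusted p = 0.0463), and *Tgfb1* (1.27, adjusted p = 0.00689), *Il10* (1.76, adjusted p = 0.0272) and *Arg1* (0.75, adjusted p = 0.0488). The deposited sign of *Cd80* turned without Ctrl replicate 1 (−0.05) or 5 (−0.15) or ORM2 replicate 1 (−0.07) or 2 (−0.06), that of *Tlr2* without Ctrl replicate 1 (−0.12) or ORM2 replicate 1 (−0.12), and that of *Cd163* without Ctrl replicate 5 (−0.14) or ORM2 replicate 1 (−0.05). The paper first reports increases of pro-inflammatory and anti-inflammatory markers from qPCR of mLMF and THP-1 cells (Fig. 4A). It reads the RNA-seq increases of both sets as bearing out that result. From the small overlap with other stimuli it proposes an activation state particular to ORM2.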

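Fig. 4E names 25 genes as higher on ORM2, and all 25 had a higher mean on ORM2 on the deposited values (log2 fold changes from 1.05 for *Id1* to 3.25 for *Trim30b*, median 1.46) and after median-ratio scaling (0.48 to 2.67, median 0.89). An unadjusted p under 0.05 with a change above 1.5-fold was reached by 20 of them as deposited and 13 after scaling. By limma's adjusted p none passed as deposited, and *Phlda1* and *Lcn2* passed after scaling. *Phlda1* (chromosome 10, 111506286 to 111508645) was 11.54 ± 0.49 (SD, n = 5) in Ctrl and 13.00 ± 0.62 (SD, n = 4) on ORM2, a log2 fold change of 1.47 (adjusted p = 0.253) and of 0.89 after scaling (standard error 0.11, adjusted p = 0.000699). *Lcn2* (chromosome 2, 32384633 to 32388252), which encodes lipocalin 2, was 9.85 ± 0.65 in Ctrl and 11.41 ± 0.45 on ORM2, with log2 fold changes of 1.56 (adjusted p = 0.253) and 0.99 after scaling (standard error 0.18, adjusted p = 0.0177). With single libraries left out after scaling, the highest adjusted p was 0.00489 for *Phlda1* and 0.0552 for *Lcn2*, which did not pass without Ctrl replicate 2 or ORM2 replicate 4. *Saa3* rose by 2.69 (standard error 0.60, adjusted p = 0.117) and by 2.12 after scaling, where its adjusted p lay between 0.0381 and 0.395 with single libraries left out. As deposited, 20 of the 25 genes passed without ORM2 replicate 5, *Phlda1*, *Saa3* and *Lcn2* (1.78, adjusted p = 0.000155) among them, and without another single library only *Saa3* did (without Ctrl replicate 2 or ORM2 replicate 4). The median of all genes differed by 0.92 in the deposited fit without ORM2 replicate 5. After scaling without that library, 2 of the 25 passed, *Phlda1* and *Lcn2*. The published LPS and IL-4 data sets were not analysed here. Against a hand-written list of 29 inflammatory genes that LPS induces, 28 were higher on ORM2 with a median log2 fold change of 0.74 (camera adjusted p = 0.000714), and after scaling 20 were higher with a median of 0.37 (adjusted p = 0.00299). After scaling this adjusted p rose to 0.152 without ORM2 replicate 5. Adjusted over the list alone, 4 of these genes were higher on each scale, against 0 as deposited and 2 after scaling over all genes tested. A list of 14 IL-4-induced genes had 11 genes higher with a median of 0.37 (adjusted p = 0.818), and after scaling 7 higher with a median of −0.04 (adjusted p = 0.782, where camera's direction was upward). A list of 27 type I interferon response genes had 25 higher with a median of 0.77 (adjusted p = 0.0553), and after scaling 19 higher with a median of 0.20 (adjusted p = 0.123). Its adjusted p on the deposited values was 0.0356 without Ctrl replicate 1, 0.0134 without Ctrl replicate 4 and 0.0126 without ORM2 replicate 2, and 0.0102 after scaling without ORM2 replicate 2. No gene of the IL-4 and interferon lists passed adjusted over the list alone. The LPS list was not called by fry or with an estimated correlation.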

Interestingly, few DEGs were overlapping with those from either lipopolysaccharides (LPS)-stimulated or IL-4-stimulated mLMF,^42^ hence suggesting a unique ORM2-induced mLMF activation profile (figure 4E).

**Figure 4:**
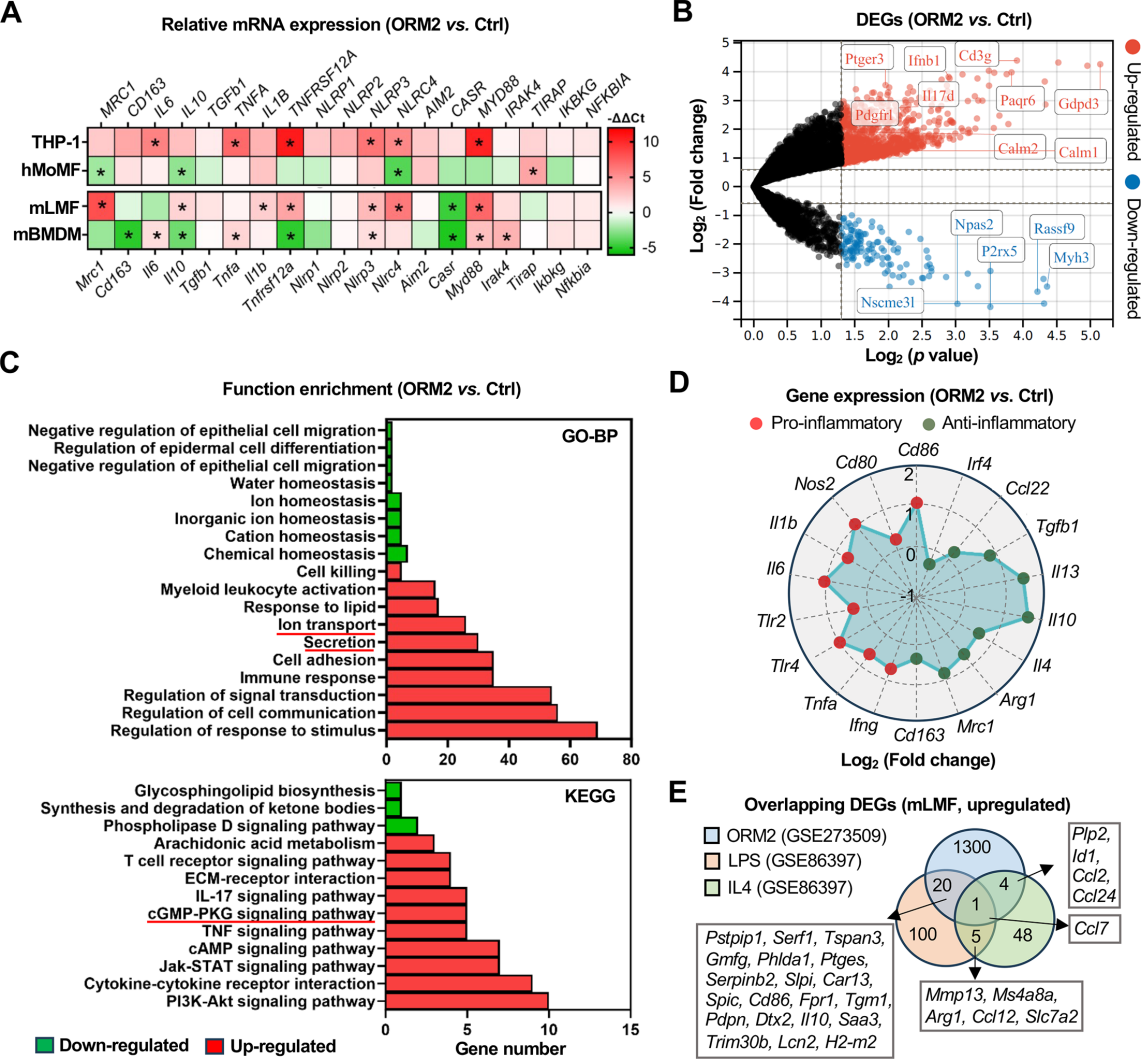
ORM2 reshapes transcriptome profiles in liver macrophages. (**A**) Gene expression of macrophage phenotype-associated markers was measured in human THP-1 cell line, hMoMF, mLMF and mBMDM (ORM2-treated vs Ctrl). (**B**) Significantly upregulated and downregulated DEGs in mLMF by bulk RNA-seq analysis were illustrated in the volcano plot (ORM2-treated vs Ctrl). (**C**) Function enrichment analysis (GO-BP and KEGG) on significantly upregulated and downregulated DEGs in mLMF by bulk RNA-seq analysis was illustrated (ORM2-treated vs Ctrl). (**D**) Gene expression changes of pro-inflammatory and anti-inflammatory macrophage phenotype-associated markers in mLMF by bulk RNA-seq analysis were illustrated in the radar plot (ORM2-treated vs Ctrl). (**E**) Overlapped significantly upregulated DEGs in mLMF from diverse bulk RNA-seq data sets (GSE273509 and GSE86397) were illustrated (vs Ctrl). Sample sizes: (**A**) n=4 per group; (**B–E**) ORM2-treated (n=4) versus Ctrl (n=5). DEG, differentially expressed gene; GO-BP, Gene Ontology-biological processes; hMoMF, human monocyte-derived macrophages; KEGG, Kyoto Encyclopedia of Genes and Genomes; mLMF, mouse liver macrophages; mBMDM, mouse bone marrow-derived macrophages; mRNA, messenger RNA; ORM2, orosomucoid 2; RNA-seq, RNA sequencing. Unpaired Student’s t-tests were used. *Represents p<0.05.

To further decipher cellular crosstalk, we next investigated the changes in the secretome-associated DEGs of mLMF exposed to ORM2 (figure 5A). 

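Of the genes for secreted proteins labelled in Fig. 5A, 16 were compared, 11 drawn as higher and 5 as lower, and all 16 lay on the drawn side on the deposited values and after median-ratio scaling. The Fig. 4B rule was met by 14 of them as deposited and 10 after scaling. By limma's adjusted p none passed as deposited (lowest 0.0527, for *Ccl5*), and *Ccl5* and *Lcn2* passed after scaling. *Thbs4* had a log2 fold change of 3.39 (standard error 1.30, adjusted p = 0.460) and 2.77 after scaling, with an SD of 3.11 among the 4 ORM2 libraries, 3 of which lay above the Ctrl mean. *Ecm2* rose by 3.05 (standard error 1.17, adjusted p = 0.460) and 2.79 after scaling. *Cxcl5* rose by 1.20 (standard error 0.38, adjusted p = 0.404) and 0.62 after scaling, and *Fas* by 1.18 (standard error 0.49, adjusted p = 0.470) and 0.60. Of the 5 lower genes, *Rnase6* (chromosome 14, 51123908 to 51132187) changed most with all libraries, from 4.65 ± 1.35 (SD, n = 5) in Ctrl to 1.56 ± 2.02 (SD, n = 4) on ORM2. Its log2 fold change was −3.09 (standard error 1.13, adjusted p = 0.460) and −3.57 after scaling. As deposited it was −2.57 without ORM2 replicate 5, whereas *Nts* lay between −3.49 and −2.79 with single libraries left out. *Nts* changed by −3.03, *Slit2* by −2.49, *C1qtnf6* by −2.17 and *Mmp25* by −2.12 as deposited, with standard errors between 1.00 and 1.31. Without ORM2 replicate 5, 11 of the 16 genes passed the adjusted threshold on the deposited values, among them *Thbs4* (4.89, adjusted p = 0.00358), *Cxcl5* (1.32, adjusted p = 0.00321), *Fas* (1.26, adjusted p = 0.0215), *Rnase6* (−2.57, adjusted p = 0.0400) and *Pdgfrl* (2.33, adjusted p = 0.0419). The median of all genes differed by 0.92 in that fit. After scaling without that library, 2 of the 16 passed, *Ccl5* and *Lcn2*.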

Gene expression and/or protein secretion of CCL2, tumour necrosis factor (TNF)-α, interleukin (IL)-1α, IL-1β, IL-6, IL-10 and IL-23 were significantly enhanced by ORM2 in mLMF (figure 5B,C, online supplemental figure S7). In addition, CellTalkDB^43^ was used to predict potential receptor-ligand interactions. 

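Fig. 5B draws 14 cytokine genes, of which 10 are in the file, and *Tnf*, *Ifng*, *Il17a* and *Il27* were not analysed here. All 10 had a higher mean on ORM2 on the deposited values and after median-ratio scaling, none with an adjusted p under 0.05 (limma, lowest 0.336 as deposited and 0.256 after scaling, both for *Ifnb1*). The Fig. 4B rule was met by 5 of them as deposited and 1 after scaling. *Ccl2* (chromosome 11, 82035571 to 82037453) was 13.82 ± 0.56 (SD, n = 5) in Ctrl and 14.93 ± 0.20 (SD, n = 4) on ORM2. Its log2 fold change of 1.11 (standard error 0.43, adjusted p = 0.460 from limma) had an exact two-sided permutation p of 0.0159 (0.103 adjusted over the 13 genes of Fig. 5B and 8B), and was 0.53 after scaling (exact p of 0.0635, adjusted 0.165). *Il10* (chromosome 1, 131019845 to 131024974) was 5.63 ± 1.15 in Ctrl and 7.23 ± 0.42 on ORM2 (standard error of the difference 0.72, adjusted p = 0.477), with a log2 fold change of 1.04 after scaling. *Il6* (chromosome 5, 30013114 to 30019981) was 6.94 ± 0.88 in Ctrl and 7.97 ± 0.50 on ORM2, a log2 fold change of 1.03 (standard error 0.60, adjusted p = 0.494) and 0.46 after scaling. *Il1a* and *Il1b*, neighbours on chromosome 2, changed by 0.61 and 0.60 as deposited (standard errors 0.49 and 0.48, adjusted p = 0.550 each), and by 0.04 and 0.03 after scaling, and with single libraries left out the scaled changes ran from −0.36 to 0.25 and from −0.25 to 0.31. *Il23a* changed by 1.88 (standard error 1.29, adjusted p = 0.517), from counts between 0 and 18 in Ctrl and between 1 and 16 on ORM2. *Csf2*, which encodes GM-CSF, changed by 1.64 (standard error 0.69) and 1.07 after scaling, and *Il12b* by 0.66 (standard error 1.23) and 0.40. On the deposited scale these calls changed without ORM2 replicate 5, when the median of all genes differed by 0.92: there *Ccl2* (1.18, adjusted p = 0.00988), *Il10* (1.76, adjusted p = 0.0272), *Il6* (1.25, adjusted p = 0.0463), *Csf2* (2.10, adjusted p = 0.00847), *Ifnb1* (3.65, adjusted p = 0.0170) and *Il17d* (2.62, adjusted p = 0.0410) passed. The sign of *Il12b* turned without that library (−0.10). *Il1a*, *Il1b* and *Il23a* did not pass with any single library left out. After scaling, none of the 10 cytokines passed with any library left out (lowest adjusted p 0.141, for *Ccl2*), and *Il12b* ran from −0.64 to 1.40.

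**Figure D3:**
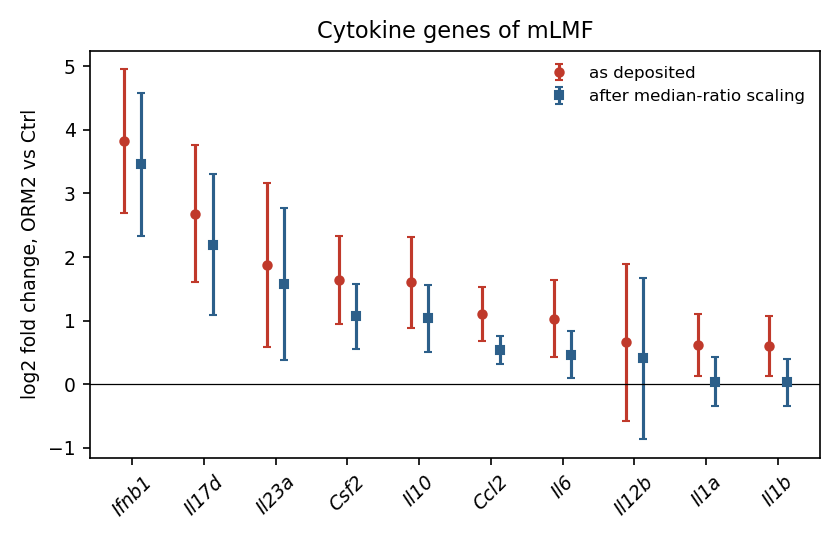
Log2 fold change between ORM2 (n = 4) and Ctrl (n = 5) with its standard error for 10 cytokine genes, on the deposited values (red circles) and after median-ratio scaling (blue squares). All 10 lie above 0 on both scales, and scaling moves *Il1a* from 0.61 to 0.04 and *Il1b* from 0.60 to 0.03.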

First, receptors of which gene expression was upregulated in acutely or chronically injured BECs^8 27^ were identified and aligned with their ligands found in ORM2-treated mLMF (figure 5D). This approach highlighted a number of top matches between injured BECs and ORM2-treated mLMF such as *Ccr5-Ccl5* and *Fgf-receptors*, pathways involved in fibrogenesis, metabolic disorders and even tumourigenesis.^44 45^ Next, CellMarker^46^ and Enrichr^47^ databases were employed to predict ORM2-activated mLMF secretome responder cells based on gene enrichment scores, and then the KEGG database was used to highlight the predicted dominant downstream pathways (figure 5E). 

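The ligand *Ccl5* (chromosome 11, 83525778 to 83530518) was 8.82 ± 0.93 (SD, n = 5) in Ctrl and 11.05 ± 0.22 (SD, n = 4) on ORM2, with every ORM2 library above every Ctrl library (exact two-sided permutation test, p = 0.0159). Its log2 fold change was 2.23 (standard error 0.45, adjusted p = 0.0527 from limma) and 1.65 after median-ratio scaling (standard error 0.28, adjusted p = 0.0104). On the deposited values it passed the adjusted threshold without Ctrl replicate 1 (2.42, adjusted p = 0.0404) or without ORM2 replicate 1 (2.15, adjusted p = 0.0305), 2 (2.23, adjusted p = 0.0435) or 5 (2.32, adjusted p = 7.64e-07). After scaling it passed without any single library (log2 fold changes from 1.40 to 1.85, highest adjusted p 0.0446). The ligands of FGF receptors drawn in Fig. 5D rest on few counts. *Fgf7* had 0 to 20 counts in Ctrl and 7 to 30 on ORM2, a log2 fold change of 1.59 (standard error 1.14, adjusted p = 0.522 from limma) and 1.15 after scaling. *Fgf18* had 0, 18, 0, 4 and 0 counts in Ctrl and 77, 24, 3 and 0 on ORM2, a log2 fold change of 1.92 (standard error 1.34, adjusted p = 0.521) and 1.48 after scaling. The counts of the groups overlapped for both genes, and the exact permutation test gave a p of 0.167 for *Fgf7* and 0.286 for *Fgf18*. The receptor data of injured BECs were not analysed here.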

In a nutshell, data suggests that ORM2-activated mLMFs have broad effects on multiple cell types within their hepatic microenvironment yet, BECs and Kupffer cells (KCs) stand as the main ligand-responsive cells, with effects predicted to be related mostly to cell cycle and cellular crosstalk, respectively, further highlighting positive feedback loops sustaining ductular reaction, that is, BEC proliferation and macrophage activation.

**Figure 5:**
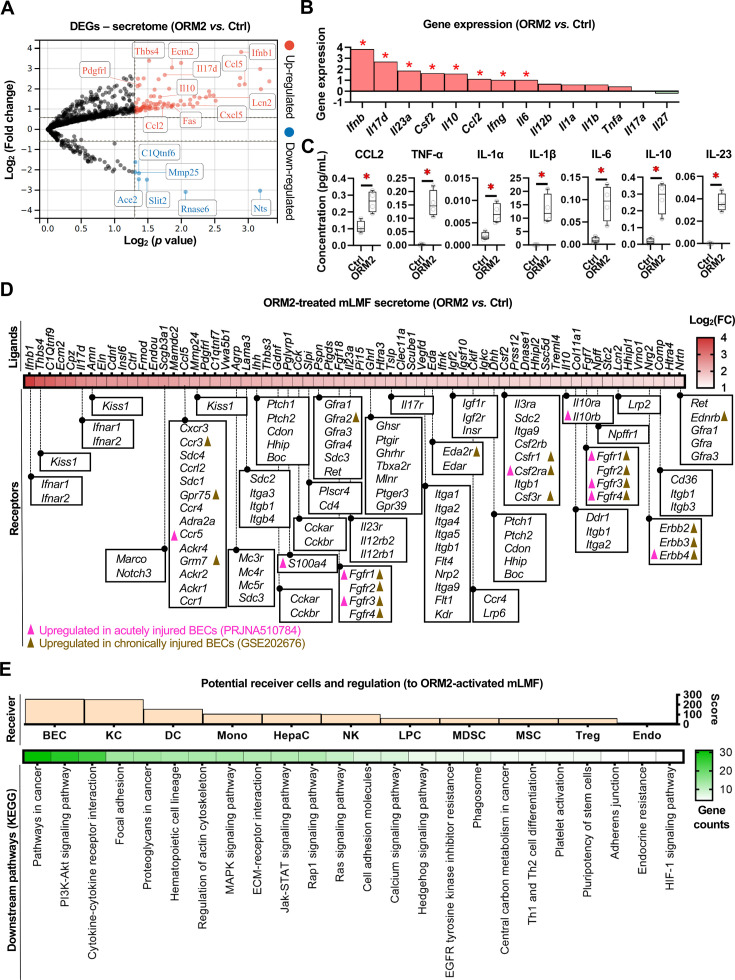
ORM2 reshapes secretome profiles in liver macrophages. (**A**) Significantly upregulated and downregulated DEGs (encoding secreted proteins) in mLMF by bulk RNA-seq analysis were illustrated in the volcano plot (ORM2-treated vs Ctrl). (**B**) Gene expression and (**C**) cytokine concentration of several inflammatory cytokines in mLMF were illustrated (ORM2-treated vs Ctrl). (**D**) Ligand-receptor prediction from ORM2-activated mLMF were depicted in a flow chart. (**E**) Function and cell type enrichments were depicted in a flow chart. Sample sizes: (**A and B**) ORM2-treated (n=4) versus Ctrl (n=5); (**C**) n=4 per group. DEGs, differentially expressed genes; IL, interleukin; KEGG, Kyoto Encyclopedia of Genes and Genomes; mLMF, mouse liver macrophages; ORM2, orosomucoid 2; RNA-seq, RNA sequencing; TNF, tumour necrosis factor. Unpaired Student’s t-tests were used. *Represents p<0.05.

We next aimed at further elucidating ORM2 effects on macrophage biological functions. We first evidenced a dose-response effect of ORM2 treatment on mLMF *Timd4* expression (figure 6A). This was further evidenced by increased phagocytosis capacity (figure 6B–C) and protein levels of T-cell/transmembrane immunoglobulin and mucin domain containing 4 (TIM4) (figure 6D–E) on ORM2 treatment, similarly to what is observed after LPS exposure. Liver macrophages participate in lipid metabolism via CD36,^48^ and interestingly, we noted that lipid storage in macrophages was not increased by ORM2 treatment (FFAs+ORM2 vs FFAs) (figure 6F–G). However, CD36 protein levels were significantly decreased on ORM2 and LPS treatments in mLMF (figure 6H–I, raw western blot data in online supplemental figure S8). In addition, ORM2 increased senescence-associated beta-galactosidase (SA-β-GAL^+^) and apoptosis (Apopxin^+^) in mLMF similarly to LPS (figure 6J–M). Multispectral flow cytometry was used to further characterise macrophage phenotypes of mLMF, mBMDM and hMoMF (online supplemental figure S9A,B). Although conventional marker expressions were unchanged on mLMF exposed to ORM2 and LPS treatments (online supplemental figure S9C), mBMDM and hMoMF tended to express protein markers associated with pro-inflammatory phenotypes (online supplemental figure S9D,E). Taken together, ORM2 reshapes transcriptome profiles and alters the cellular phenotype (including promoting secretome, phagocytosis, lipid handling and cell stress) in mLMFs, although those changes may not be reflected by conventional extracellular protein markers.

**Figure 6:**
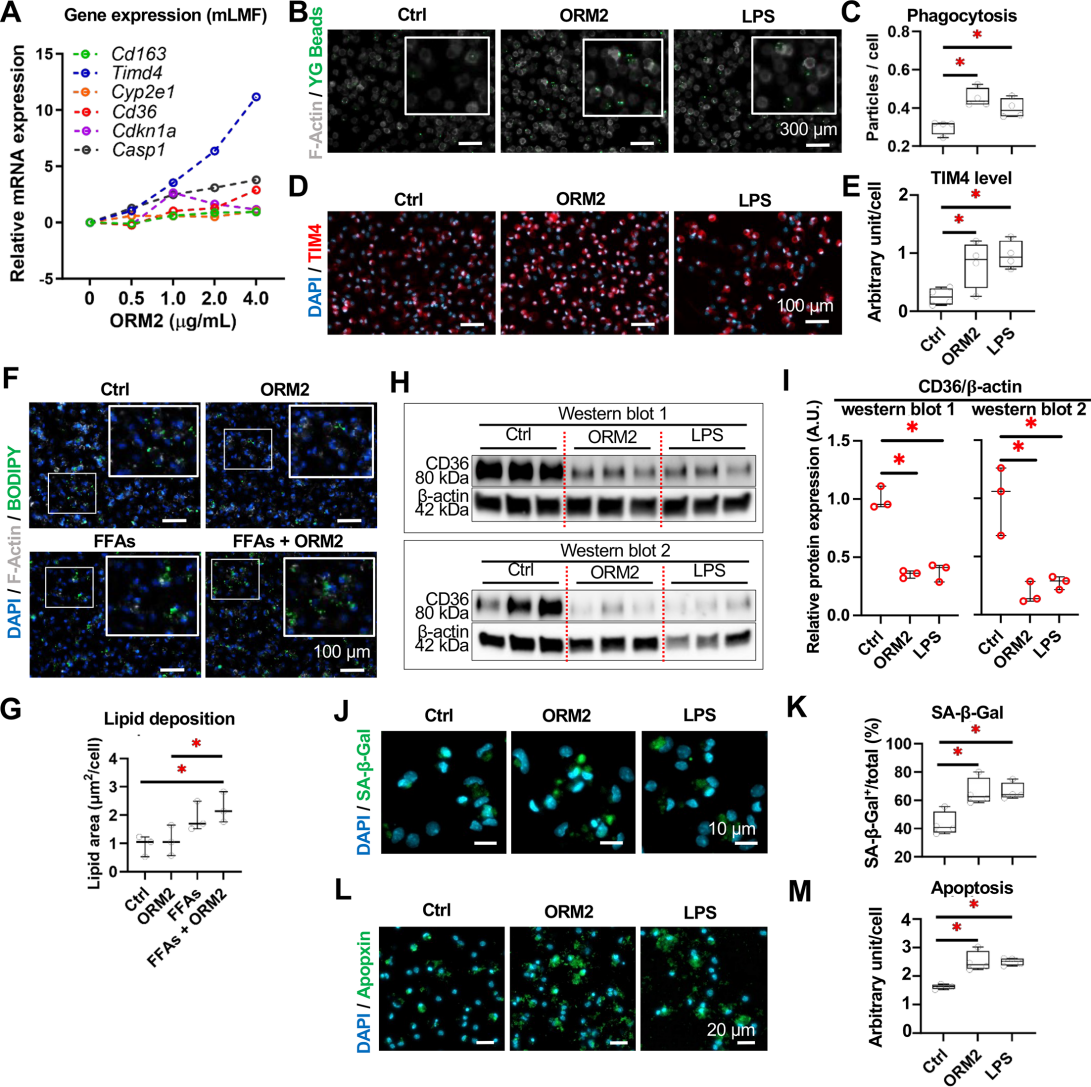
ORM2 promotes phagocytosis, lipid deposition and cell stress in liver macrophages. (**A**) Gene expression of *Cd163*, *Timd4*, *Cyp2e1*, *Cd36*, *Cdkn1a* and *Casp1* in mLMF on ORM2 treatments (0, 0.5, 1.0, 2.0 and 4.0 µg/mL) was measured (ORM2-treated vs Ctrl). (**B**) Phagocytosis/bead capture (YG^+^) of mLMF on Ctrl, ORM2 and LPS treatments was illustrated in fluorescent staining and (**C**) quantitative analysis. (**D**) Protein expression of TIM4 in mLMF on Ctrl, ORM2 and LPS treatments was illustrated in fluorescent staining and (**E**) quantitative analysis. (**F**) Lipid deposition of mLMF on Ctrl, ORM2, FFAs and FFAs+ORM2 treatments was illustrated in fluorescent staining and (**G**) quantitative analysis. (**H**) Protein expression of CD36 in mLMF on Ctrl, ORM2 and LPS treatments was assessed by western blot in two independent experiments (both displayed) and (**I**) quantitative analysis was performed. (**J**) DNA damage (Sa-β-Gal^+^) of mLMF on Ctrl, ORM2 and LPS treatments was illustrated in fluorescent staining and (**K**) quantitative analysis. (**L**) Cell apoptosis (Apopxin^+^) of mLMF on Ctrl, ORM2 and LPS treatments was illustrated in fluorescent staining and (**M**) quantitative analysis. Sample sizes: n=3–4 per group. CD36, cluster of differentiation 36; FFAs, free fatty acids; ITPR2, inositol 1,4,5-trisphosphate receptor type 2; LPS, lipopolysaccharides; mLMF, mouse liver macrophages; ORM2, orosomucoid 2; SA-β-Gal, senescence-associated beta-galactosidase; TIM4, T-cell/transmembrane immunoglobulin and mucin domain containing 4; YG, yellow green fluorescence. One-way analysis of variance followed by Tukey’s multiple comparison tests were performed. *p<0.05 as indicated or as compared with controls.

### ORM2 reprogrammes liver macrophage functions through ITPR2/CALM-dependent calcium pathway

Considering the broad effects of ORM2 on macrophage transcriptome and secretome, we aimed at identifying the underlying intracellular signalling pathway in macrophages, which may represent an attractive target for pharmacological intervention. It had been recently demonstrated that ORM2 binds to inositol 1,4,5-trisphosphate receptor type 2 (ITPR2) to activate calcium signalling pathways and enhance metabolism capacities in hepatocytes.^20^ Multiplex immunofluorescence showed that ITPR2 is broadly expressed in hepatocytes, cholangiocytes and macrophages in normal liver (figure 7A). Single cell-resolved image analyses revealed that liver macrophages showing markers of functional scavenging abilities, that is, potent expression of CD16 and CD163, were also expressing higher levels of ITPR2 (figure 7B and C). This data also shows that in normal liver, ITPR2 expression is mostly concentrated on liver macrophages located in parenchymal areas (assumed to be KCs), while during disease ITPR2 expression expands towards the portal areas, potentially reflecting freshly recruited macrophage activation. Furthermore, single-cell/single-nuclei data sets from human MASH, PSC and cirrhotic livers revealed that expressions of *ITPR2*, *CALM1* and *CALM2* were upregulated in macrophage populations (MASH or PSC vs healthy), but not in monocyte populations (figure 7D and E). However, no significant changes in expression of *ITPR2*, *CALM1* and *CALM2* were found in cirrhotic livers (vs healthy) (figure 7F). Intriguingly, we found that ORM2 and LPS (used as a positive control) significantly enhance cytosol calcium levels in mLMFs isolated from WT mouse livers (figure 8A). Furthermore, gene expressions and protein levels of CALM1 and 2 were upregulated on ORM2 treatment in mLMF (vs Ctrl) (figure 8B,D). 

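*Calm2* (Fig. 8B; chromosome 17, 87433412 to 87446935) was 12.48 ± 0.55 (SD, n = 5) in Ctrl and 13.38 ± 0.47 (SD, n = 4) on ORM2, and all 4 ORM2 libraries lay above the Ctrl mean. Its log2 fold change was 0.91 (standard error 0.40, adjusted p = 0.476 from limma). *Calm3* (chromosome 7, 16915379 to 16924114) was 11.20 ± 0.52 in Ctrl and 11.99 ± 0.50 on ORM2, a log2 fold change of 0.79 (standard error 0.39, adjusted p = 0.488). *Calm4* was not analysed here. The exact two-sided permutation p was 0.0397 for *Calm2* and 0.0556 for *Calm3*, or 0.103 for each when adjusted over the 13 genes tested this way. These changes exceed the median change of all genes, 0.54, by less than their standard errors. After median-ratio scaling the log2 fold changes were 0.33 and 0.22 (adjusted p of 0.396 and 0.572), and the exact p was 0.0476 and 0.0952 (adjusted 0.165 and 0.206). On the deposited values both passed the adjusted threshold without ORM2 replicate 5, with log2 fold changes of 1.13 (adjusted p = 0.00839) and 1.04 (adjusted p = 0.0111), against 0.92 for the median of all genes. After scaling neither did without any library (lowest adjusted p 0.180, for *Calm2*). A hand-written list of 33 calcium signalling genes had 27 higher on ORM2 with a median log2 fold change of 0.42 on the deposited values, where camera ranked it below other genes (adjusted p = 0.564). After scaling 8 were higher, with a median of −0.16 (camera adjusted p = 0.0493, downward; fry adjusted p = 0.0166). With single libraries left out after scaling, the camera adjusted p lay between 0.0554 and 0.112, so each of the 9 libraries was needed for that call. Adjusted over the list alone, 1 gene was lower as deposited and 2 after scaling, against 0 and 1 over all genes tested.

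**Figure D4:**
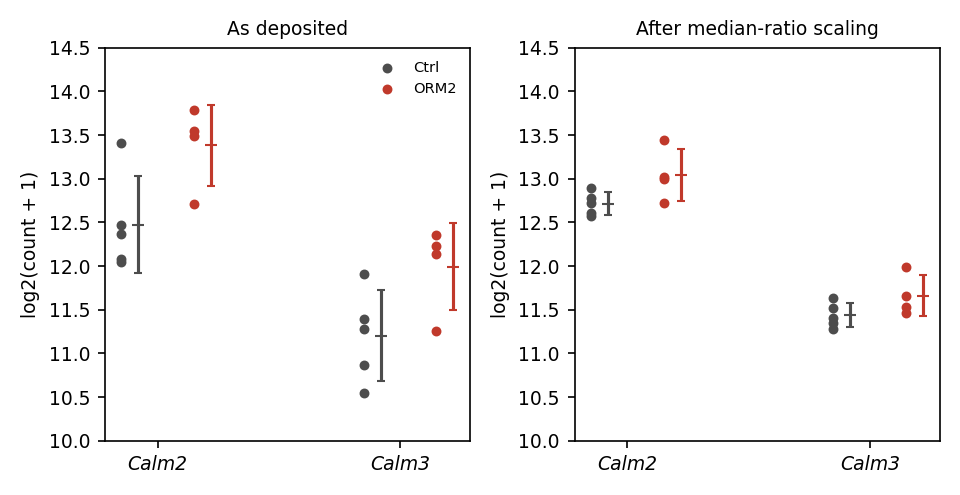
Log2(count + 1) of *Calm2* and *Calm3* in each library (points) with the mean ± SD of 5 Ctrl and 4 ORM2 libraries, on the deposited values and after median-ratio scaling. The means are higher on ORM2 by 0.91 and 0.79 as deposited and by 0.33 and 0.22 after scaling.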

To demonstrate the involvement of ITPR2 in mLMF calcium-dependent signalling pathways, we first validated that an siRNA-mediated knock-down of *Itpr2* effectively suppressed protein levels and gene expression of ITPR2 in mLMFs (figure 8E–G). Notably, siCtrl also increased ITPR2 expression, a phenomenon likely due to the effects of Lipofectamine on intracellular processes.^49^ Next, we evidenced that gene expression and protein levels of CALM1 and 2 were suppressed on *Itpr2* silencing in mLMF (vs siCtrl) (figure 8H–J). Besides, *Itpr2* silencing suppressed cytosol calcium transport in mLMF (vs siCtrl) (figure 8K). Importantly, ORM2-enhanced phagocytosis (YG beads^+^ and TIM4^+^) and lipid intake (BODIPY^+^) were compromised in mLMFs after *Itpr2* silencing (figure 8L–Q). In line, ORM2-induced mLMF SA-β-GAL signal was not affected, and apoptosis (Apopxin^+^) was reduced on *Itpr2* silencing (online supplemental figure S10A–D). The gene expression of *Itpr2*, *Timd4*, *Cd36* and *Tgfb1* was suppressed in mLMF while the gene expression of *Il10* was increased after *Itpr2* silencing. The expression of most of the assessed genes was not significantly altered by ORM2 treatment in combination with *Itpr2* silencing except *Il1b* and *Tgfb1* (online supplemental figure S10E). In addition, results from multicellular coculture experiments using Od-mBECs, LMFs and HSCs demonstrated that BEC-derived ORM2 enhanced CALM1/2/3 levels in LMFs and fibrogenesis potential in HSCs (online supplemental figure S11A–C). Taken together, cholangiocyte-derived ORM2 upregulates LMF calcium intake and reprogrammes LMF functions towards a distinctive phagocytic and pro-inflammatory phenotype through the ITPR2/CALM axis.

**Figure 7:**
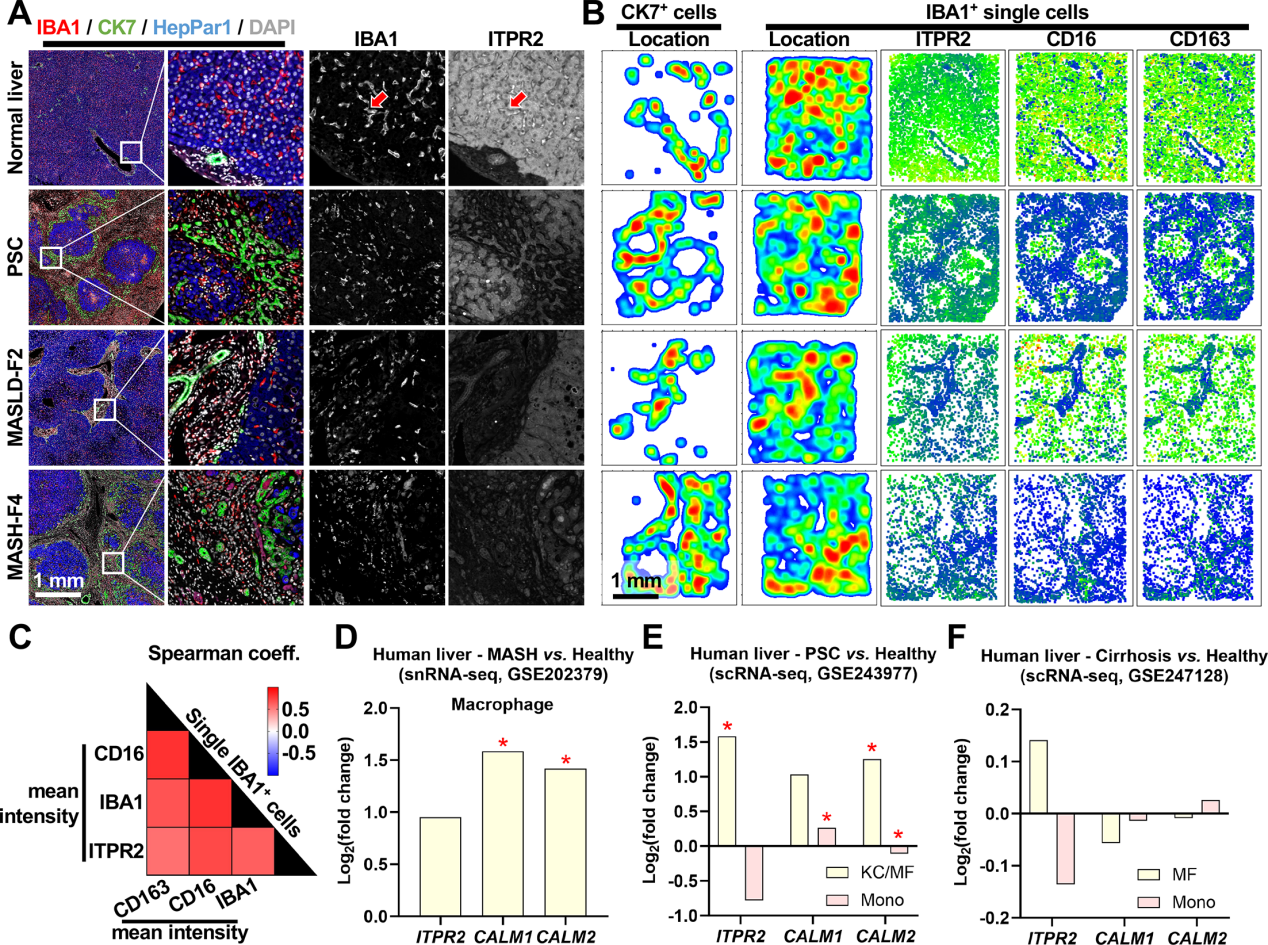
Multiplex immunofluorescence and single-cell transcriptomics reveal heterogeneous ITPR2 expression in liver macrophages during liver diseases. (**A**) Multiplex immunofluorescence was applied to identify hepatocytes (HepPar1^+^), cholangiocytes (CK7^+^) and macrophages (IBA1^+^), together with ITPR2 expression in human normal, PSC, MASLD-F2 and MASH-F4 liver samples. Red arrows point toward ITPR2-expressing macrophages. (**B**) Large scan multiplex immunofluorescence images shown in (**A**) were used for CK7^+^ and IBA1^+^ cell distribution analysis (heatmaps), and singular IBA1^+^ cell relative staining intensities for ITPR2, CD16 and CD163 (dot plots, green: high staining intensity, blue: low staining intensity). (**C**) Spearman’s correlation was used to evaluate the correlation between single cell immunostaining intensities of the indicated proteins in IBA1^+^ cells present in the images shown in panels A and B. All markers showed significant correlations. Differential gene expressions were investigated in the indicated data sets for ITPR2, CALM1 and CALM2 in monocyte and macrophage populations in human (**D**) MASH, (**E**) PSC and (**F**) liver cirrhosis (all vs healthy). F2/4, fibrosis stage 2/4; KC, Kupffer cells; ITPR2, inositol 1,4,5-trisphosphate receptor type 2; MASH, metabolic dysfunction-associated steatohepatitis; MASLD, metabolic dysfunction-associated steatotic liver disease; MF, macrophages; Mono: monocytes; PSC, primary sclerosing cholangitis; sc/snRNA-seq, single cell/single nuclei RNA sequencing. (**D**–**F**) Unpaired Student’s t-tests were used. *Represents p<0.05.

**Figure 8:**
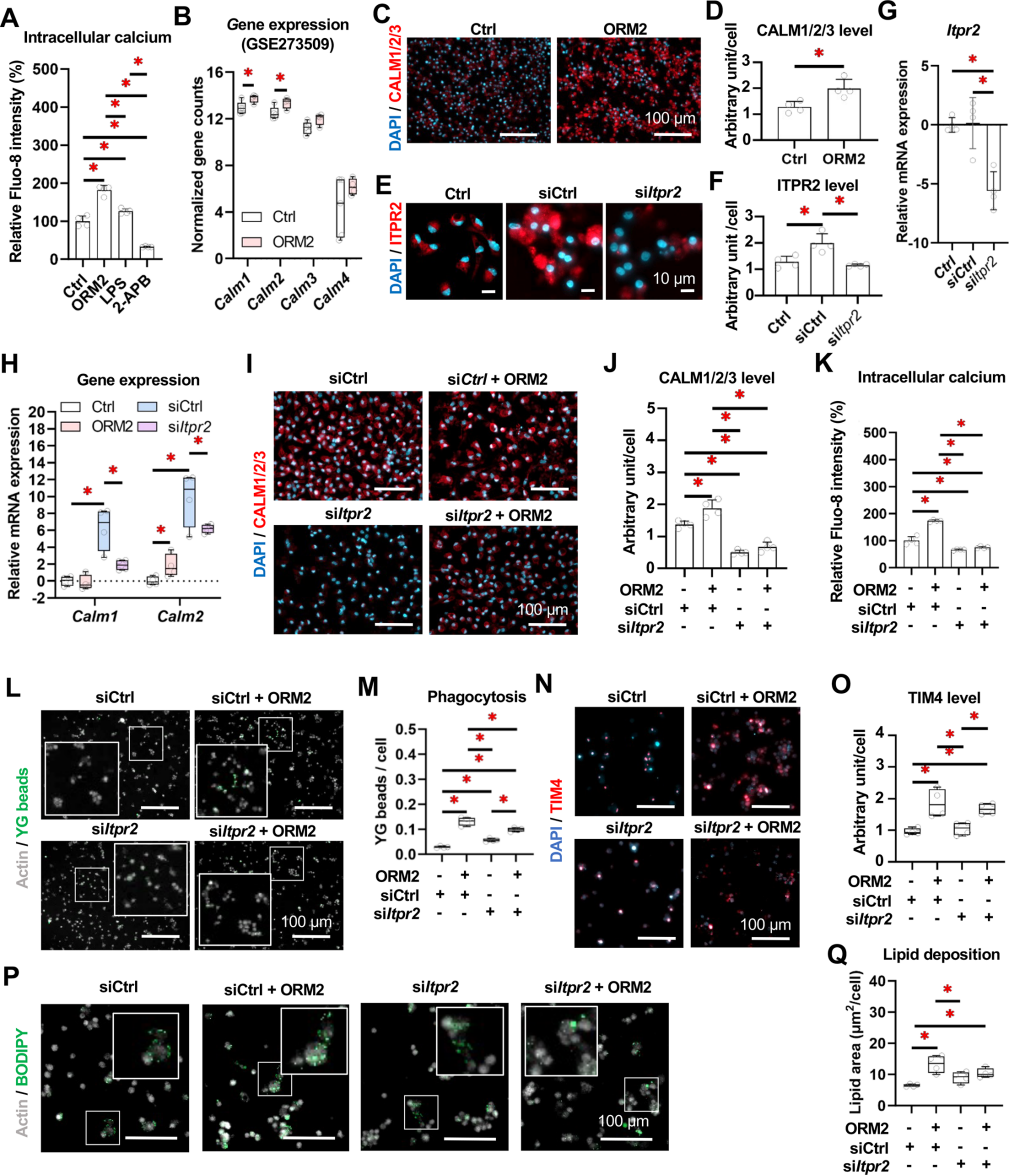
ORM2 alters macrophage functions via ITPR2/CALMs-dependent calcium pathway. (**A**) Intracellular calcium levels of mLMF on Ctrl, ORM2, LPS and 2-APB treatments were measured. (**B**) Gene expression of *Calm1/2/3/4* in mLMF was illustrated from bulk RNA sequencing analysis (ORM2-treated vs Ctrl). (**C**) Protein expression of CALM1/2/3 in mLMF was illustrated in fluorescent staining and (**D**) quantitative analyses (ORM2-treated vs Ctrl). (**E**) Protein expression of ITPR2 in mLMF on Ctrl, siCtrl and si*Itpr2* transfection was illustrated in fluorescent staining and (**F**) quantitative analyses. (**G**) Gene expression of *Itpr2* in mLMF on Ctrl, siCtrl and si*Itpr2* transfection was measured. (**H**) Gene expression of *Calm1* and *Calm2* in mLMF on Ctrl, siCtrl and si*Itpr2* transfection was measured. (**I**) Protein expression of CALM1/2/3/4 in mLMF on Ctrl, siCtrl and si*Itpr2* transfection was illustrated in fluorescent staining and (**J**) quantitative analyses. (**K**) Intracellular calcium levels of mLMF on Ctrl, siCtrl and si*Itpr2* transfection were measured. (**L**) Phagocytosis/bead capture (YG^+^) of mLMF on siCtrl, siCtrl+ORM2, si*Itpr2* and si*Itpr2*+ORM2 was illustrated in fluorescent staining and (**M**) quantitative analysis. (**N**) Protein expression of TIM4 in mLMF on siCtrl, siCtrl+ORM2, si*Itpr2* and si*Itpr2*+ORM2 was illustrated in fluorescent staining and (**O**) quantitative analysis. (**P**) Lipid deposition of mLMF on siCtrl, siCtrl+ORM2, si*Itpr2* and si*Itpr2*+ORM2 was illustrated in fluorescent staining and (**Q**) quantitative analysis. Sample sizes: n=3–4 per group. 2-APB, 2-aminoethoxydiphenyl borate; CALM, calmodulin; ITPR2, inositol 1,4,5-trisphosphate receptor 2; LPS, lipopolysaccharides; mLMF, mouse liver macrophages; ORM2, orosomucoid 2; TIM4, T-cell/transmembrane immunoglobulin and mucin domain containing 4; YG, yellow green fluorescence. One-way analysis of variance followed by Tukey’s multiple comparison tests were performed. *p<0.05 as indicated or as compared with controls.

### ORM2-activated liver macrophages signal back to suppress biliary cell proliferation and may promote fibrogenesis

Since BEC-macrophage spatial co-localisation is a typical observation in the biliary niche, and to identify the implications of ORM2 on BEC and hepatocyte macrophage crosstalk, we silenced *Orm2* in mouse primary hepatocytes and in Od-mBECs to obtain BEC and hepatocyte conditioned media (CM) to which mLMFs and mBMDM were exposed. Gene expressions of *Cyp2e1* and *Mrc1* were upregulated while the gene expression of *Nos2* and *Il1b* were downregulated in mLMFs cultured with CM from mHepaC-si*Orm2* (vs mHepaC-Ctrl) (online supplemental figure S12A). Moreover, gene expression of *Mrc1* was upregulated while gene expression of *Cd36*, *Nos2* and *Il1b* were downregulated in mLMFs cultured with CM from Od-mBEC-si*Orm2* (vs Od-mBEC-Ctrl) (online supplemental figure S12B). In contrast, we observed few significant changes in gene expression in mBMDMs (online supplemental figure S12C,D). In line with the previous data, these results implied that ORM2 promotes a singular activation phenotype of mLMFs, despite some differences between BEC-derived and hepatocyte-derived CM likely due to unidentified co-secreted factors. This data suggests that mLMF are the main responders to BEC-derived ORM2 during ductular reaction.

As we evidenced substantial effects of epithelial cell-derived ORM2 on mLMF, we next sought to dissect the macrophage-mediated effects (after their ORM2-induced adaptation) on BECs. Thus, CM was harvested from ORM2-stimulated mLMF and applied on *Mdr2*^−/−^ Od-mBECs. First, cell proliferation in Od-mBECs was significantly suppressed by ORM2-treated mLMF CM (vs control, ORM2 and untreated mLMF CM) (figure 9A). In line, untreated mLMF CM (vs control medium) and ORM2-treated mLMF CM (vs mLMF-Ctrl CM) significantly suppressed the fraction of proliferative (Ki67^+^) Od-mBECs (figure 9B,C). Second, ORM2-treated mLMF CM significantly promoted cell apoptosis (Apopxin^+^) (vs mLMF-Ctrl) (figure 9B,C). Third, both mLMF-ORM2 CM and mBMDM-ORM2 CM significantly increased *Orm2* expression in Od-mBECs (vs mLMF/mBMDM-Ctrl) (figure 9D and 13A). Accordingly, mLMF-ORM2 CM increased ORM2 protein production (vs mLMF-Ctrl) in WT mouse primary cholangiocytes (figure 9E,F). Altogether, this data suggests the direct cellular crosstalk between macrophages and BECs, on the one hand increasing local inflammation and on the other hand, serving as a negative feedback loop for ductular cell expansion.

**Figure 9:**
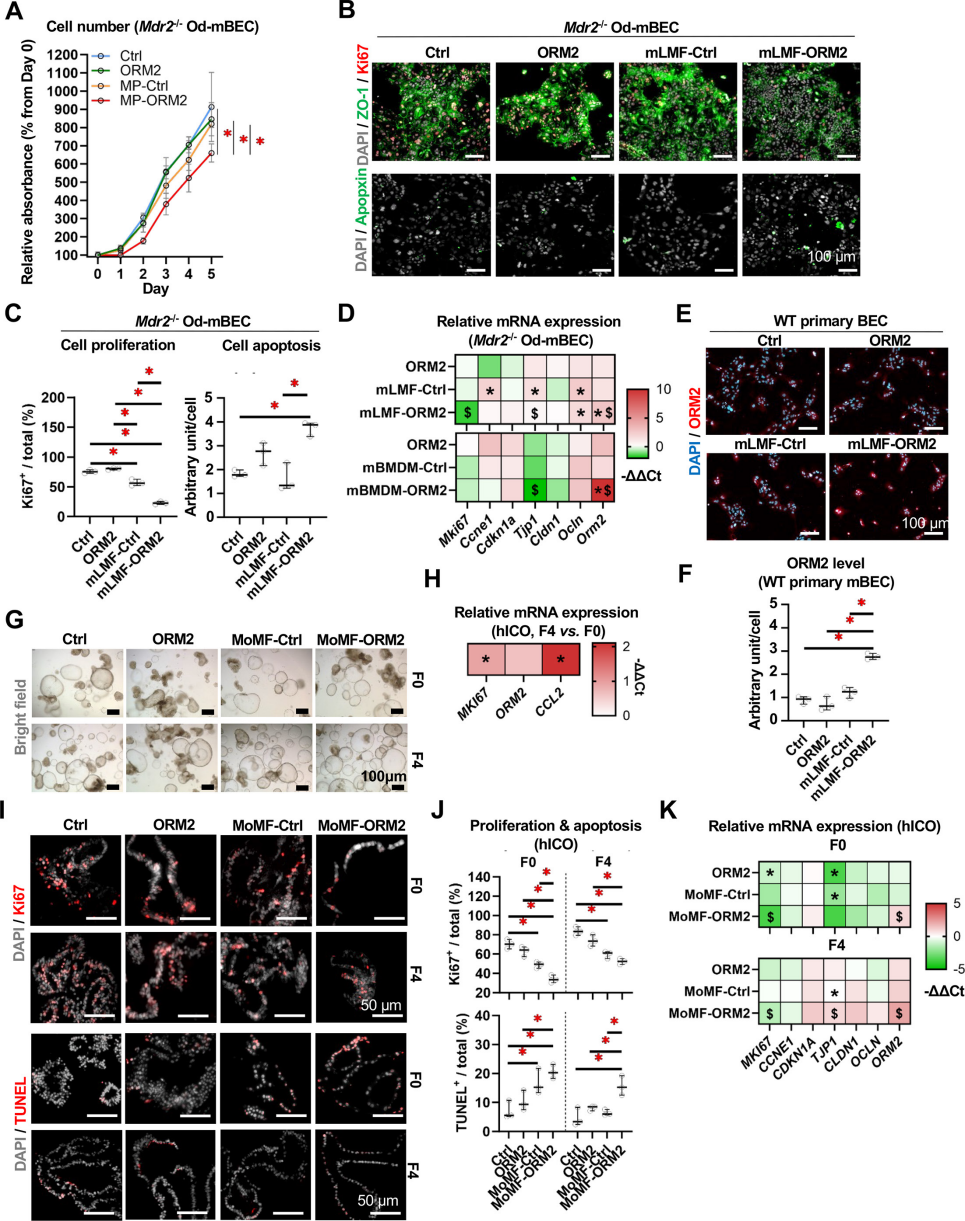
ORM2-activated liver macrophages suppress biliary cell repair. (**A**) 5-day kinetics of *Mdr2*^−/−^ Od-mBEC numbers on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were measured. (**B**) Cell proliferation (Ki67^+^) and apoptosis (Apopxin^+^) in *Mdr2*^−/−^ Od-mBECs on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF was investigated by fluorescent staining and (**C**) quantitative analyses. (**D**) Gene expressions of *Mki67*, *Ccne1*, *Cdkn1a*, *Tjp1*, *Cldn1*, *Ocln* and *Orm2* in *Mdr2*^−/−^ Od-mBECs on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were measured. (**E**) Protein expression of ORM2 in mouse primary BECs on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF was illustrated in fluorescent staining and (**F**) quantitative analyses. Patient (liver fibrosis stage 0 and 4)-derived hICOs (one line per disease condition) were obtained and cultivated. (**G**) Morphology of patient (liver fibrosis stage 0 and 4)-derived hICOs on Ctrl, ORM2, CM from Ctrl human MoMF and ORM2-treated human MoMF was illustrated. (**H**) Gene expressions of *MKI67*, *ORM2* and *CCL2* in patient (liver fibrosis stage 0 and 4)-derived hICOs were measured (F4 vs F0). (**I**) Cell proliferation (Ki67^+^) and apoptosis (TUNEL^+^) in patient (liver fibrosis stage 0 and 4)-derived hICOs on Ctrl, ORM2, CM from Ctrl human MoMF and ORM2-treated human MoMF was illustrated in fluorescent staining and (**J**) quantitative analyses. (**K**) Gene expressions of *MKI67*, *CCNE1*, *CDKN1A*, *TJP1*, *CLDN1*, *OCLN* and *ORM2* in patient (liver fibrosis stage 0 and 4)-derived hICOs on Ctrl, ORM2, CM from Ctrl human MoMF and ORM2-treated human MoMF were measured (vs Ctrl). Sample sizes: n=3 (technical replicates) per group. CM, conditioned medium; F0/4, fibrosis stage 0/4; hICO, human intrahepatic cholangiocyte organoids; mBEC, mouse biliary epithelial cell; mLMF, mouse liver macrophages (-derived conditioned medium); MoMF, monocyte-derived macrophages (-derived conditioned medium); Od, organoid-derived; ORM2, orosomucoid 2; TUNEL, Terminal Deoxynucleotidyl Transferase-Mediated dUTP Nick End Labelling; WT, wild type. One-way analysis of variance followed by Tukey’s multiple comparison tests were performed. ‘*’represents statistical significance in comparison between MoMF-Ctrl versus Ctrl. ‘$’ represents significant differences between MoMF-ORM2 versus MoMF-Ctrl. p<0.05 as indicated or as compared with controls.

To corroborate the translational relevance of our findings above, we analysed established hICO cultures derived from either healthy (F0) or cirrhotic (F4) livers. Bright-field microscopy did not reveal potent changes in the morphology of the hICOs (figure 9G). In basal conditions, F4 hICOs tended to express higher levels of *MKI67*, *ORM2* and *CCL2* than F0 hICOs, suggesting a more reactive phenotype for the cells isolated from a diseased liver as observed in mouse intrahepatic cholangiocyte organoids (mICOs) (figure 9H and 13B). Similarly to the experiments performed using mouse cells, CM was harvested from ORM2-treated hMoMF and applied to hICOs. Yet, untreated hMoMF CM significantly suppressed cell proliferation (Ki67^+^) in F0 and F4 hICOs while promoting cell apoptosis (Terminal Deoxynucleotidyl Transferase-Mediated dUTP Nick End Labelling (TUNEL)^+^) only in F0 hICOs (vs Ctrl). Moreover, ORM2-treated hMoMF CM further suppressed cell proliferation (Ki67^+^) in F0 hICOs and promoted cell apoptosis (TUNEL^+^) in F4 hICOs (figure 9I–J). Simultaneously, ORM2-treated hMoMF CM significantly downregulate *MKI67* gene expression but upregulate *ORM2* gene expression in both F0 and F4 hICOs (figure 9K and 13C).

To further elucidate crosstalk pathways in this complex cellular niche, we investigated the influence of ORM2-activated LMFs on HSCs and hepatocytes. mLMF-ORM2 CM significantly enhanced the gene expression levels of *Col1a1*, *Tgfb1* and *Pdgfrb* but not *Acta2* in HSCs (figure 10A). Interestingly, the mLMF-Ctrl CM tends to favour HSC activation as evidenced by an increased area occupied by pre-labelled (F-actin^+^) HSCs in culture, an effect that appeared more pronounced when using mLMF-ORM2 CM (vs mLMF-Ctrl) (figure 10B–C). Additionally, mLMF-ORM2 CM treatment for 24 hours demonstrated a non-significant trend towards increased type I collagen immunostaining in those cultures (figure 10B–C). Nonetheless, we did not detect a potent increase in alpha-SMA or desmin immunostaining, although that staining allowed us to validate HSC identity (figure 10D,E). Overall, this data points toward a potential fibrogenic activation of HSC that needs further validation in functional studies. Next, we showed that *Orm2* gene and protein expressions were increased in hepatocytes exposed to ORM2 alone or to mLMF-ORM2 CM (ORM2 vs Ctrl and mLMF-ORM2 vs mLMF-Ctrl) (figure 10A and F–G, online supplemental figure S13D). This data supports the results from multicellular biochip experiments and provides evidence of intricate direct and indirect effects of ORM2 in shaping the biology of the ductular reaction in liver injury. Taken together, our results indicate a bidirectional paracrine ORM2-mediated crosstalk between LMFs and BECs but also to hepatocytes and HSCs, thereby affecting the fate of ductular reaction and, consequently, liver disease progression at a multicellular level.

**Figure 10:**
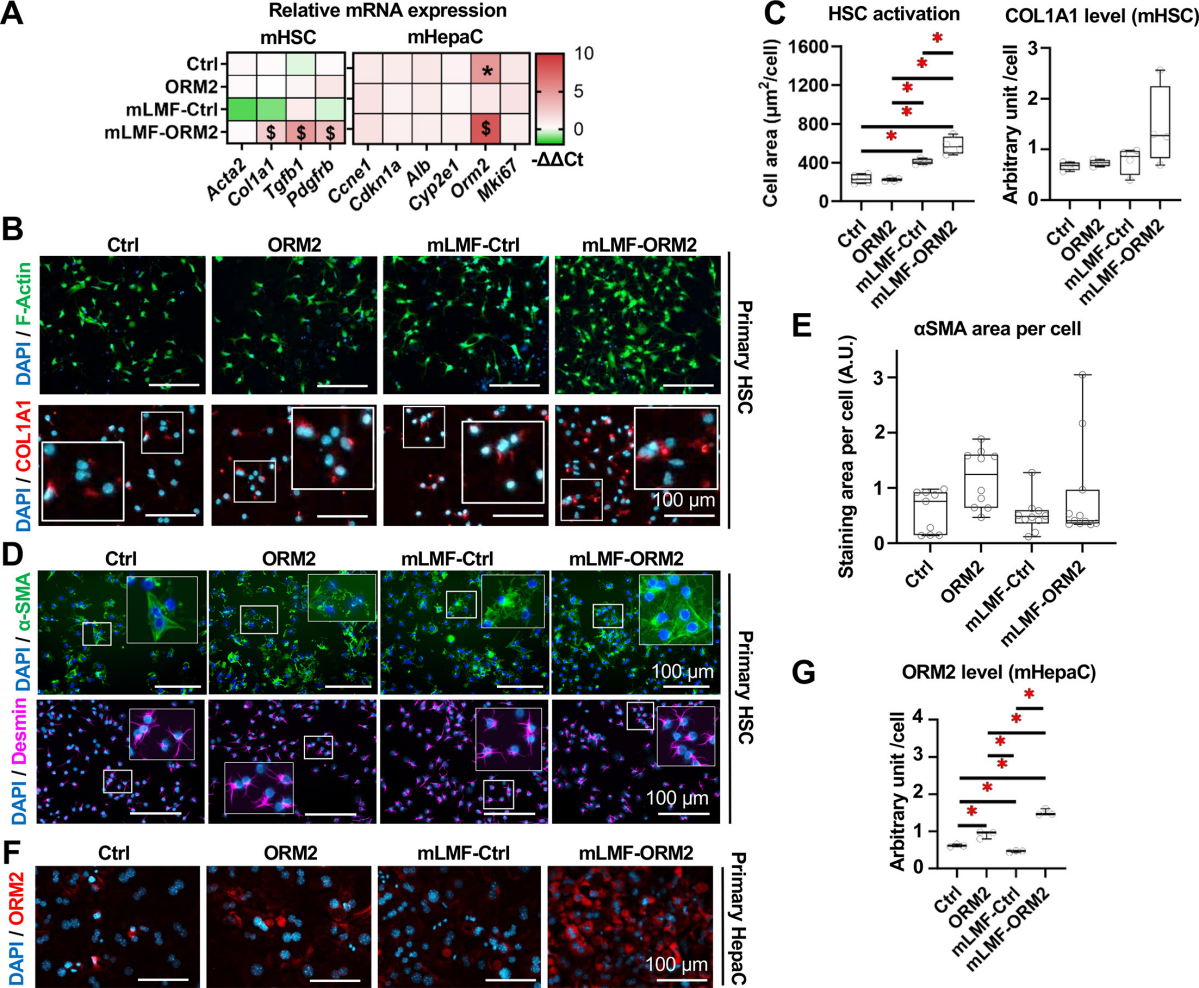
ORM2-activated liver macrophages may promote fibrogenesis in HSCs and ORM2 production in hepatocytes. (**A**) Gene expression of *Acta2*, *Col1a1*, *Tgfb1* and *Pdgfrb* in mouse HSCs and *Ccne1*, *Cdkn1a*, *Alb*, *Cyp2e1*, *Orm2* and *Mki67* in mouse hepatocytes on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were measured. (**B**) Cell accumulation (F-Actin^+^) and collagen production (COL1A1^+^) in mouse HSCs (cultivated in non-collagen-coated plates) on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were illustrated by fluorescent staining and (**C**) quantitative analyses. (**D**) Cell identification (Desmin^+^) and activation (α-SMA^+^) in mouse HSCs (cultivated in collagen-coated plates) on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were illustrated in fluorescent staining and (**E**) quantitative analyses. (**F**) Protein expression of ORM2 in mouse hepatocytes on Ctrl, ORM2, CM from Ctrl mLMF and ORM2-treated mLMF were illustrated in fluorescent staining and (**G**) quantitative analyses. Sample sizes: (**A, C, E and G**) n=4 per group. CM, conditioned medium; COL1A1, collagen type I alpha 1 chain; (m)HepaC, (mouse) hepatocyte; (m)HSC, (mouse) hepatic stellate cell; (m)LMF, (mouse) liver macrophages (-derived conditioned medium); mRNA, messenger RNA; ORM2, orosomucoid 2; α-SMA, alpha smooth muscle actin. One-way analysis of variance followed by Tukey’s multiple comparison tests were performed. ‘*’ represents statistical significance in comparison between mLMF-Ctrl versus Ctrl. ‘$’ represents statistical significance in comparison (mLMF-ORM2 vs mLMF-Ctrl). p<0.05 as indicated or as compared with controls.

## Discussion

The biliary niche, or liver portal area, is intensively remodelled during liver disease progression.^2^ These changes include local infiltration of macrophages, fibrogenesis and ductular cell accumulation. Cholangiocyte/BEC-derived ductular cells, formerly regarded as bystanders or mere markers of disease progression, are increasingly valued as active contributors to both physiological and pathogenic processes.^2 50^ Emerging studies have elucidated the remarkable secretory repertoire of BECs, not only in the healthy tissue but also on injuries.^4^ Indeed, injured BECs may progress to apoptosis and cell arrest or obtain proliferative capacities (characteristic of the ductular reaction), which are associated with diverse secretory profiles actively shaping their microenvironment.^4^ Besides representing a largely underexplored area, these phenomena and the present manuscript also illustrate the need for better characterisation and categorisation of the ‘ductular cell’ and ‘BEC’ family, potentially by taking example from the recent progress made in immune cell phenotypic characterisation.

Alongside, bile duct-associated monocyte/macrophage populations are attracting growing attention.^7 51^ Traditional views must be revised to acknowledge that monocytes/macrophages play fundamental roles in not only hepatocyte-associated but also BEC-associated immunological mechanisms.^52 53^ Our study demonstrated that a novel cholangiokine, the acute phase response protein ORM2, can influence the microenvironment of the biliary niche by reprogramming liver macrophages during liver injury. Noticeably, only a few studies have investigated the potential impact of ORM2 on liver disease. A recent study reported that ORM2 directly binds to ITPR2 (a key receptor of the calcium pathway), in turn engaging a calcium-dependent signalling pathway and affecting lipid metabolism processes in hepatocytes.^20^ Here, we report on new ORM2 functions that result from the activation of BEC on ductular reaction and primarily affect liver macrophages. It has been known that calcium pathways regulate fundamental biological processes in cells, including metabolism, secretion profile and cell growth.^54 55^ Expectedly, calcium pathways and the regulation of the intracellular calcium fluxes are crucial in macrophage activation.^56^,^58^ In line, our study identified and characterised for the first time the calcium-mediated liver macrophage polarisation through the ORM2-ITPR2 axis, most notably by enhancing liver macrophage scavenging functions and inflammation-related cytokine release. This BEC-driven macrophage phenotype alteration may open novel research perspectives, particularly since emerging studies have outlined that macrophage phenotypes are significantly altered by metabolic reprogramming, which can be induced by diverse interventions and cytokines.^59^,^62^ Macrophage metabolism (especially lipid metabolism) stands as an essential cellular process that supports membrane biosynthesis and energy storage.^63^,^65^

Moreover, our data suggest that the cellular source rather than the sole presence of ORM2 drives its pathogenic or protective effects when expressed by reactive BECs or hepatocytes, respectively. Intriguingly, despite a high gene expression in basal conditions, *Orm2* silencing in hepatocytes appears to have modest influences on the surrounding microenvironment, in contrast to *Orm2* silencing in reactive BECs. This may be related to unidentified molecular partners co-secreted by ORM2-producing cells, or post-translational modification of ORM2 in different cell types. An alternative explanation is that ORM2 may be stored in resting, healthy hepatocytes and released during inflammation. This may, in turn, potentiate the activation of liver macrophages and reactive BECs and favour disease-promoting inflammation and fibrogenesis. As hepatocytes represent the cells expressing the highest levels of ORM2 gene and protein in the liver, genetic interventions of ORM2 in mouse livers remain challenging particularly for the study of local changes occurring in the biliary niche that are considered as hallmarks of liver diseases. Based on our in-house tailored LoC system,^23^ which we adapted to the present study by introducing BECs, we aimed at modelling the portal multicellular microenvironment for cell-targeted molecular interventions. We are confident this approach will help future studies to unravel previously unrecognised events taking place in the biliary niche and affecting the whole organ, potentially driving new discoveries for understanding orphan cholangiopathies like PSC. Noteworthy, the challenges in acquiring primary human liver cells prompted us to extensively rely on mouse primary cell-based systems, although we were able to validate some key findings in human ICOs and hMoMFs. Differentiated human induced pluripotent stem cells have been suggested as valuable tools for in vitro human liver studies, which exert certain advantages over cell lines, yet the functional relevance of such approaches for the study of the biliary niche remains to be evaluated.^66 67^

In summary, this study demonstrated that on biliary injury, cholangiocyte-derived ORM2 participates in shaping an inflammatory and also, potentially, a fibrogenic biliary niche, serving as a previously unrecognised disease-promoting mechanism. Thus, our study identified novel paracrine signalling pathways between biliary cells and macrophages within the pathogenic ductular reaction, which may provide new targets for intervening with pathogenic responses, while preserving regenerative capacities of an injured liver.

## Supplementary material

10.1136/gutjnl-2024-334425 online supplemental file 1

10.1136/gutjnl-2024-334425 online supplemental file 2

## Data Availability

Data are available in a public, open access repository. Data are available upon reasonable request.

# Supplementary material for: Reactive cholangiocyte-derived ORM2 drives a pathogenic modulation of the injured biliary niche through macrophage reprogramming
**Source:** Gut. 2025 Apr 8;74(10):e334425. doi: 10.1136/gutjnl-2024-334425
**Supplement:** online supplemental file 1

**Supplementary data**

**List of contents**

- **Materials**
- **Methods**
- **Supplementary Figures and Legends**
- **Supplementary Tables**

**Materials**

1. Cell line and organoid-derived (Od) cells

THP-1 (ATCC TIB-202) was purchased from the American Type Culture Collection (Virginia, USA). The purity, contamination, mycoplasma screen and genetic features were assessed and validated by the provider. Further phenotypic characterizations along the course of the project validated cell identity. Cholangiocyte organoids were generated from mouse (wild-type and *Mdr2*^-/-^)-derived primary intrahepatic cholangiocytes (EpCAM^+^). The organoid cultivation method was obtained from the literature [1]. Then, Od-cholangiocytes were obtained by dissociating organoid in domes, and then plated single cells on collagen-coated petri dishes. All animal procedures were approved by LaGeSo Berlin, Germany (Approval numbers: G0243-19, T-CH0028/24 and TCH-020-22).

2. Equipment/supplies

The equipment and supplies that were used in this study are listed below.

| **List of equipment and supplies** |  |  |
| --- | --- | --- |
| **Description** | **Manufacturer** | **Catalog No.** |
| 70-μm strainer | Corning | 352350 |
| 8-well cell culture chamber | Sarstedt | 94.6170.802 |
| AccuSpin 1R Centrifuge: Refrigerated | Thermo Fisher | 4168 |
| Bottle-top filter | Corning | 431161 |
| Bio-Rad Protein Assay Dye Reagent Concentrate | Bio-Rad | 5000006 |
| Falcon tubes - 15 mL | Corning | 352095 |
| Falcon tubes - 50 mL | Corning | 352070 |
| IV catheter | JELCO | 22G IV |
| InkJet Plus Microscope Slides | Thermo Fisher | 12-550-109 |
| Microfluidic biochips | Dynamic42 GmbH | BC002 |
| MS columns | Miltenyi | 130-042-201 |
| Nitrocellulose Membrane | Bio-Rad | 1620146 |
| Perfusion pump and tubing | Ismatec REGLO digital | MS-CA-4/12–100 |
| Protein gel, 12 well, 20 µl | Bio-Rad | 4568125 |
| QuadroMACS Separator | Miltenyi | 130-091-051 |
| Sterican® Standard Cannulas | B Braun | 4657519 |
| Sterile filter for syringe, 0.22 μm | Millipore | SLGP033RB |
| Sterile Petri dishes, 100 mm and 10 mm | Corning | 70165 |
| Sterile Petri dishes, 12-, 24- and 96-well | Costar | 2531 |
| Sterile pipettes - 10 mL | Thermo Fisher | 170356N |
| Sterile pipettes - 25 mL | Thermo Fisher | 170357N |
| Sterile pipettes - 5 mL | Thermo Fisher | 170366N |
| Syringes - 20 mL | BD | 300296 |
| Syringes - 5 mL | BD | 309050 |
| Trans-Blot Turbo Transfer System | Bio-Rad | - |

3. Chemicals and proteins

Chemicals and proteins that were used in this study are listed below.

| **List of chemicals and proteins** |  |  |
| --- | --- | --- |
| **Description** | **Manufacturer** | **Catalog No.** |
| 2-APB | Sigma-Aldrich | 100065 |
| Albumin from bovine serum, BSA | Sigma-Aldrich | A9430 |
| Biliatresone, BT | Axon Medchem | AXON 2867 |
| Blotting Grade Blocker Non-Fat Dry Milk | Bio-Rad | 1706404XTU |
| Calcium chloride dihydrate, CaCl_2_·2H_2_O | Sigma-Aldrich | C7902 |
| Chenodeoxycholic acid, CDCA | Thermo Fisher | C9377 |
| Collagenase type 4 | CellSystems | LS004186 |
| D-(+)-Glucose | Sigma-Aldrich | G8270 |
| DNase I | Roche | 10104159001 |
| EDTA | Sigma-Aldrich | E9884 |
| EGTA | Sigma-Aldrich | E4378 |
| HEPES | Sigma-Aldrich | H4034 |
| Magnesium chloride hexahydrate, MgCl_2_·6H_2_O | Sigma-Aldrich | 930970 |
| Magnesium sulfate heptahydrate, MgSO_4_·7H_2_O | Sigma-Aldrich | 230391 |
| Methanol | Sigma-Aldrich | 34860 |
| Nycodenz | Accurate Chemical | 1002424 |
| Oleic acid, OA | Sigma-Aldrich | O1008 |
| Palmitic acid, PA | Sigma-Aldrich | P0500 |
| Paracetamol, APAP | Sigma-Aldrich | BP371 |
| Paraformaldehyde, PFA | Sigma-Aldrich | 158127 |
| Pierce Protease and Phosphatase Inhibitor Mini Tablets, EDTA- free | Thermo fisher | A32961 |
| Phorbol 12-myristate 13-acetate, PMA | Sigma-Aldrich | P8139 |
| Potassium chloride, KCl | Sigma-Aldrich | P9333 |
| Potassium phosphate monobasic, KH_2_PO_4_ | Sigma-Aldrich | 60229 |
| Protease | Sigma-Aldrich | P5147 |
| Sodium bicarbonate, NaHCO3 | Sigma-Aldrich | S5761 |
| Sodium chloride, NaCl | Sigma-Aldrich | S3014 |
| Sodium Phosphate monobasic monohydrate, NaH2PO4·H2O | Thermo Fisher | S369 |
| Sodium phosphate, Na2HPO4 | Sigma-Aldrich | S9763 |
| Human recombinant ORM2 | Bio-mol | 156190.5 |
| Mouse recombinant ORM2 | BIZOL | LS-G14265-50 |

4. Solutions

4.1. Solutions (pre-made)

Commercialized solutions that were used in this study are listed below**.**

| **List of solutions** |  |  |
| --- | --- | --- |
| **Description** | **Manufacturer** | **Catalog No.** |
| Acetic acid solution, CH3CO2H | Sigma-Aldrich | 45754 |
| BD Pharm Lyse™ Lysing Buffer (10×) | BD | 555899 |
| Citrate buffer antigen retrieval | Thermo Fisher | AP-9003-500 |
| Collagen I, rat tail | Thermo Fisher | A1048301 |
| Cultrex Organoid Harvesting Solution | Bio-Techne GmbH | 3700-100-01 |
| Dulbecco's phosphate-buffered saline, DPBS | Gibco | 14190144 |
| ECL Substrate | Bio-Rad | MABN92 |
| Ethanol solution 70 % | Thermo Fisher | 15542393 |
| Fetal bovine serum, FBS | Gibco | A4736201 |
| Hanks' Balanced Salt Solution, HBSS | Gibco | 24020117 |
| Image-iT FX signal enhancer | Thermo Fisher | I36933 |
| Isoflurane | CP-pharma | 798-932 |
| Lipofectamine™ RNAiMAX | Thermo Fisher | 13778100 |
| Lipopolysaccharide (LPS) Solution (500X) | Sigma-Aldrich | 00-4976-93 |
| Lysing buffer (10×) | BioLegend | 420301 |
| Normal goat serum, NGS (10%) | Thermo Fisher | 50062Z |
| PBS-10× | Life Technologies | 10010-23 |
| Percoll-100% | Sigma-Aldrich | P1644 |
| Phosphate-buffered saline, PBS | Gibco | 70011044 |
| Primary hepatocyte maintenance supplements | Gibco | CM4000 |
| RIPA-Lysepuffer, 10x | Sigma-Aldrich | 20-188 |
| 10x Tris Buffered Saline (TBS) | Bio-Rad | 1706435 |
| Tris-EDTA buffer-10×, pH9.0 | Novus Biologicals | NB900-62085 |
| Triton X-100 solution | Sigma-Aldrich | 93443 |
| Tween-20 | Roth | 9127.1 |
| Universal SYBR Green Fast qPCR Mix | ABclonal | RK21203 |
| VectaMount AQ aqueous mounting medium | Vector | H-5501 |
| William’s E medium | Gibco | W1878-500ML |

4.2. Solutions (home-made)

Protocols for preparing the solutions or buffers used in this study are described below.

1. EGTA buffer: Prepare the solution by dissolving the components of the recipe given below in 1 L of ddH_2_O. Adjust the pH to 7.4 and filter the solution through a 0.2-μm bottle-top filter. The constituted solution can be stored at 4°C for up to 6 months.

**Composition of the EGTA buffer.**

| **Reagent** | **Final concentration (mg/L)** |
| --- | --- |
| NaCl | 8,000 |
| KCl | 400 |
| NaH_2_PO_4_·H_2_O | 88.17 |
| Na_2_HPO_4_ | 120.45 |
| HEPES | 2,380 |
| NaHCO_3_ | 350 |
| EGTA | 190 |
| D-(+)-Glucose | 900 |

1. Enzyme buffer: Prepare the solution by dissolving the components of the recipe given below in 1 L of ddH_2_O. Adjust the pH to 7.4 and filter the solution through a 0.2-μm bottle-top filter. The ready-to-use solution can be stored at 4°C for up to 6 months.

**Composition of the liver digestion buffer**

| **Reagent** | **Final concentration (mg/L)** |
| --- | --- |
| NaCl | 8,000 |
| KCl | 400 |
| NaH_2_PO_4_·H_2_O | 88.17 |
| Na_2_HPO_4_ | 120.45 |
| HEPES | 2,380 |
| NaHCO_3_ | 350 |
| CaCl_2_·2H_2_O | 560 |

1. GBSS/A buffer: Prepare the solution by dissolving the components of the recipe given below in 1 L of ddH_2_O. Adjust the pH to 7.4 and filter the solution through a 0.2-μm bottle-top filter. The constituted solution can be stored at 4°C for up to 6 months.

**Composition of the GBSS/A buffer**

| **Reagent** | **Final concentration (mg/L)** |
| --- | --- |
| KCl | 370 |
| MgCl_2_·6H_2_O | 210 |
| MgSO_4_·7H_2_O | 70 |
| Na_2_HPO_4_ | 59.6 |
| KH_2_PO_4_ | 30 |
| Glucose | 991 |
| NaHCO_3_ | 227 |
| CaCl_2_·2H_2_O | 225 |

1. GBSS/B buffer: Add 8 g/L NaCl into 1 L of GBSS/A buffer as described above to make GBSS/B buffer. Adjust the pH to 7.35 – 7.4 and filter the solution through a 0.2-μm bottle-top filter. The constituted solution can be stored at 4°C for up to 6 months.
2. Digestion buffers: Prepare the solution by dissolving the components of the recipe given below. The buffers need to be freshly made for each experiment. Filter the buffer with a 0.22-μm filter before use.
   1. Digestion buffer I: Dissolve 4.4 U collagenase type 4 in 50 mL enzyme buffer.
   2. Digestion buffer II: Dissolve 4.4U collagenase type 4, 40 µg DNase I and 4.5 mg pronase in 50 mL enzyme buffer.
3. DNase I solution: Dissolve 100 mg in 100 mL PBS to make 1 mg/mL solution.
4. Percoll-50% solution: Dissolve 10.8 mL Percoll-100% and 1.2 mL 10X-PBS in 14.5 mL 1×-PBS to make Percoll-50% solution. Mix it thoroughly.
5. Nycodenz solution: Dissolve 4.94 g nycodenz in 15ml GBSS/A buffer and filter it through a 0.22-μm filter. Adjust the solution volume to 17ml. Optional: Add phenol red to indicate gradient layers.
6. Magnetic-activated cell sorting (MACS) buffer: Dissolve 250 μg BSA and 37.2 μg EDTA in 50 mL DPBS. Filter it through a 0.22-μm filter. The constituted solution can be stored at 4°C for up to 2 weeks.
7. Collagen-coating buffer: Dissolve 660 µL collagen-I in 50 mL DPBS containing 0.12% acetic acid. Filter it through a 0.22-μm filter.
8. Blocking buffer: 5% normal goat serum and 0.3% Triton-X in DPBS.
9. Antibody buffer: 1% BSA and 0.3% Triton X in DPBS.
10. FFA solution: Dissolve PA or OA in DPBS containing 1% BSA - the ratios of PA and OA in the FFA mixture can be adjusted for different purposes. The final working FFA concentration is 30 mM.
11. Blocking buffer: Respectively dilute NGS and TritonX-100 into the DPBS to make 5% NGS and 0.3% Triton X-100 as final concentrations.
12. Antibody buffer: Respectively dilute BSA and TritonX-100 into the DPBS to make 1% BSA and 0.3% Triton X-100 as final concentrations.

**Methods**

1. Primary cell isolation and cultivation

1.1. Mouse liver perfusion and cell isolation

Livers collected from wild-type (WT) or Mdr2^-/-^ mice were perfused and digested. Primary hepatocytes, bilary epithelial cells (BECs), hepatic stellate cells (HSCs), Kupffer cells (KCs) and liver endothelial sinusoidal cells (LSECs) were isolated using centrifugation and MACS. Circulating immune cells (CICs) were isolated from fresh mouse or human blood. Detailed protocols have been described in our publication [2].

1.2. Mouse monocyte-derived macrophage (MoMF) isolation and differentiation

Femurs with muscle and fascia completely removed were collected from sacrificed mice and rinsed in cold DPBS buffer. Remove both ends of the femurs and flush out the bone marrow with cell culture medium (William’s E medium + 10% FBS + 1% penicillin/streptomycin). Cell suspensions were seeded in petri dishes after going through a 70-μm cell strainer. Bone marrow cells were treated with 20 ng/mL macrophage colony-stimulating factor (M-CSF) for 7 to 10 days to generate macrophage-like phenotypes.

1.3. Mouse cholangiocyte organoid culture and dissociation

WT and Mdr2^-/-^ mouse intrahepatic cholangiocytes were isolated using the MACS approach with mouse EpCAM beads. Cholangiocyte organoids were cultivated following the well-established protocol [3]. Organoids were dissociated into single cells. Then, cells were seeded in collagen-coated plates with regular cell culture medium and incubated at 37℃ 5% CO^2^. Mouse cholangiocyte organoids were dissociated by adding cultrex organoid harvesting solution (Bio-Techne GmbH, Germany) in to the matrigel. After 30 min incubation on ice, organoids were dissociated to single cell suspension and ready to be seeded on collagen-coated petri dishes or biochips.

2. Cell treatment

2.1. THP-1 cell activation

Cells were treated with 50 ng/mL PMA for 2 days to achieve immature macrophages (unpolarized). The activation status was assessed by morphological and attaching features.

2.2. Cell injury induction

Mouse primary cholangiocytes and hepatocytes were treated with 2 µg/mL biliatresone, 1 mM CDCA, 25 mM APAP or 300 µM free fatty acids (FFAs, oleic acid:palmitic acid = 1:1) for 24 hours.

2.3. Macrophage stimulation

THP-1 derived macrophages, human MoMFs (from healthy lab volunteers), mouse MOMFs and mouse liver macrophages were respectively treated with 1 μg/mL ORM2 (or 100 ng/mL LPS) for 24 hours. 75 μM 2-APB was introduced to mouse primary liver macrophages to suppress intracellular calcium concentration.

3. Biliary -niche-on-a-chip (BoC) and Liver-on-a-chip (LoC) experiments

1) Sterilize the surface and inner cavities of the biochip by pipetting in 70% ethanol and incubating for 40 min.

2) Wash the cavities 3 times with DPBS buffer.

3) Pipette 500 mL collagen coating buffer in each cavity and incubate for 15 min.

4) Wash the cavities 3 times with DPBS buffer. Fill each cavity with 500 μL medium. Block connections between the cavities with plugs.

5) Cell seeding and intervention strategies:

a) On Day 1, seed 300,000 organoid-derived cholangiocytes in the upper cavity.

b) On Day 2, silence Orm2 expression of cholangiocytes in the BoC (following the methods in Section 3.2.4).

c) On Day 3, seed 300,000 LSECs and 100,000 liver macrophages in the lower cavity. Incubate overnight at 37°C, 5% CO_2_.

d) On Day 4, flip back the chip. Seed 200,000 HSCs in the upper cavity. Incubate at 37°C, 5% CO2 for 48 hours (until Day 6).

6) Bio-chip perfusion strategies (on Day 6):

a) Connect the tubing to each lower cavity. Add 1 mL medium containing 100,000 CICs into each reservoir.

b) Start perfusion through the pumping channels at 50 µL / min.

c) Transfer chip-pump assemblies into the incubator. Incubate at 37°C, 5% CO2 for 30 min (from 30 min to 48 hours depending on the experimental needs).

CAUTION: Bubbles should be avoided during cell seeding into the biochip, medium changing and CIC perfusion.

7) Sampling strategies:

a) Apply live cell dye on cells and observe under microscope.

b) Harvest the perfusion medium and centrifuge at 4°C, 400 × g for 10 min. Collect CICs in the cell pellets. Keep the supernatant for further analyses.

c) Cut off membranes to harvest resident cells for RNA extraction, or for immunohistochemistry (IHC) detection after fixation with 4% PFA.

LoC exprimental strategies have been described in our publication [2].

4. Tissue staining

Sequential multiplex immunohistochemistry (mIHC) was performed as previously described [4-6]. The antibody elution buffer was prepared by mixing 675 μL distilled water, 125 μL 0.5 M Tris-HCl pH 6.8, 200 μL 10% (w/v) sodium dodecyl sulfate, and 8 μL 2-mercaptoethanol. The list of antibodies is provided in Supplementary Table 1. Image analysis was performed with an in-house optimized image processing pipeline and software tools [4]. The antibody elution buffer was prepared by mixing 675 μL distilled water, 125 μL 0.5 M Tris-HCl pH 6.8, 200 μL 10% (w/v) sodium dodecyl sulfate, and 8 μL 2-mercaptoethanol. The list of antibodies is provided in Supplementary Table 1.

5. Live cell staining

Viable adherent cells in petri dishes or chamber slides were stained with diverse live cell dyes or kits for different purposes: (1) Cells were stained with Hoechst 33342 to indicate the nucleus. (2) Cells were stained with BODIPY dye to illustrate intracellular lipid droplets. (3) Cells were stained with a CellMask plasma membrane stain kit to depict the cell membrane. (4) Cells were stained with an Apoptosis/ Necrosis Assay Kit to assess cell apoptosis, cell death and viability. Stained live cells can be immediately observed and traced under a fluorescent microscope. The list of antibodies is provided in Supplementary Table 1.

6. Immunocytochemistry (ICC)

1) Fixation buffer preparation: Dissolve 2 g paraformaldehyde (PFA) in 50 mL 1×-PBS. Put in a water bath (70 – 98 ℃) for 40 min. Store at 4 ℃ for 2 weeks.

2) Cell fixation: Wash cells with PBS. Pre-warm 2% PFA at “37 ℃ and overlay them on each well (or re-suspend cell pellet). Incubate at room temperature for 15 min under a hood. Rinse cells with PBS before staining.

3) IHC staining: Block in blocking buffer (PBS + 5% normal goat serum + 0.3% Triton-X) for 50 min at room temperature. Without washing, apply primary antibodies diluted (1:200) in antibody buffer (PBS + 1% BSA + 0.3% Triton-X). Incubate with primary antibodies at room temperature for 4h or overnight. Rinse 3 times with PBS. Apply secondary antibodies diluted (around 1:1000) in antibody buffer (PBS + 1% BSA + 0.3% Triton-X). Incubate with secondary antibodies for 30 min at room temperature. Rinse 3 times in PBS. Apply DAPI solution in PBS, incubate at room temperature for 10 min. Rinse slides 3 times in PBS.

4) For cellular senescence detection: Cells are fixed in 2% PFA for 10 min, and then processed using a Senescence detection kit, following the manufacturers’ instructions. Stained cells can be observed under a fluorescent microscope.

The list of antibodies is provided in Supplementary Table 1.

7. Microscopy and western blot image processing and analysis

Images derived from western blot, immunohistochemistry and immunocytochemistry were processed and analyzed using Image J 1.53q (NIH, USA). Multiplex immunofluorescence images were analyzed as previously described [2, 4, 6]. Briefly, large scan tiled raw .CZI files acquired from a ZEISS Observer7 microscope were stitched using a shading reference control image. Images were then exported as .TIF, registered using the DAPI signal to allow for consecutive days of imaging alignment. Images displayed in the main and supplementary figures have been subjected to background subtraction using a rolling ball algorithm, except for ORM2 and ITPR2 images. CellSeg [7, 8] and Ilastik v1.3.2 [9] were used for nuclei and cell segmentation, respectively. Imaging cytometry was performed in CellProfiler v4.2.5 [10]. For staining intensity measurements, single channel raw images (without background subtraction) were used. Relative ORM2 staining visuals were generated by applying the default phase LUT to the raw grayscale fluorescence images in FIJI.

8. Bioinformatics - transcriptomic datasets analysis

Bulk RNA sequencing analysis was performed by the genomics platform from Berliner Institut für Medizinische Systembiologie des Max Delbrück Center (MDC-BIMSB). To extract meaningful biological insights from the raw sequencing data, we used a suite of R packages tailored for different stages of the analysis pipeline. The initial quality control and preprocessing steps were performed using the ‘BiocParallel (version 1.40.0)’ and ‘ShortRead (version 1.64.0)’ packages, which allow for efficient parallel processing and effective handling of raw sequence reads. Subsequent alignment and quantification of transcript abundance was performed using the ‘edgeR (4.4.2)’ packages, facilitating differential expression analysis and identification of significantly modulated genes[11]. Functional enrichment analysis was performed using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases [12, 13]. Cell type enrichment analysis was performed using the ‘Xcell (version 2.0)’ package [14]. Secreted factors were identified accoding to the Human Protein Atlas database [15]. Published datasets were obtained from the Gene Expression Omnibus (GEO) database (<https://www.ncbi.nlm.nih.gov/gds>). Published bulk or single-cell/single-nuclei datasets were obtained from GepLiver [16] and GEO database [17-30]. The secretome dataset was obtained from Human Protein Atlas (https://www.proteinatlas.org/).

9. Flow cytometry for immune cell characterization

Human and mouse macrophages were collected and cells were centrifuged at 400 x g for 5 minutes. The cells were then incubated with a fixable viability dye (Zombie NIR™ Fixable Viability Kit; Biolegend, USA) at a 1:5000 dilution for 10 minutes at 4°C, followed by an incubation with fluorochrome-conjugated antibodies (Supplementary Table 1) in blocking buffer (PBS + 2% BSA + 2% normal mouse/rat/rabbit/human serum) for 20 minutes at 4°C. Cells were fixed with PBS containing 1% formalin for 10 minutes at 4°C. Finally, the cells were resuspended in 200 µL PBS and 10 µL counting beads (106 beads / mL) were added to each sample. Multispectral flow cytometry was performed using the Cytek® Aurora.

10. Cytokine and transaminase measurements

Supernatant samples were collected from cell culture and centrifuged at 1000 x g for 10 minutes at 4°C. The resulting supernatant samples were stored at -80°C until analysis. Aspartate aminotransferase (AST) and alanine transaminase (ALT) levels were measured by Labor Berlin – Charité Vivantes GmbH, Berlin, Germany, using standard procedures. Cytokine levels were measured using the LEGENDplex mouse inflammation panel (Biolegend, USA) according to the manufacturer’s manuals (Supplementary Table 1). BD FACSCanto™ Ⅱ set up in the PE and APC channels was used to perform the measurements according to the manufacturer’s manuals.

11. RNA isolation and RT-qPCR measurements

Total RNA samples were extracted from the cells using the RNeasy Kit (Qiagen, Germany) according to the manufacturer’s instructions. Quantitative real-time PCR was carried out using the Applied Biosystems Real-Time PCR System (ThermoFisher, USA) and SYBR RT-PCR kits (Roche, Switzerland). The -ΔΔCycle threshold (Ct) analysis method was used to assess relative mRNA expression normalized to *18S*. Primer sequences are listed in Supplementary Table 2.

12. Gene expression interference assay

Mouse primary liver macrophages and cholangiocytes (primary and organoid-derived) were seeded 12 – 24 hours before gene expression interference assay in a serum-reduced cell culture medium (William’s E medium + 1% fetal bovine serum + 1% penicillin/streptomycin). The mixture of 10 pmol small-interfering RNA (siRNA) (target or control) and 1 μL Lipofectamine™ RNAiMAX reagent was made for every 100 μL of serum-free William’s E medium, and incubated at room temperature for 30 min. Then, the siRNA mixture was introduced to the cells and replaced with regular cell culture medium after 4 – 6 hours of incubation at 37℃, 5% CO_2_. More technical details can be found in the manufacturer’s instructions (Thermo Fisher, U.S.A.).

13. Cellular calcium measurement

Fluo-8 Calcium Flux Assay Kit (ab112129) was purchased from Abcam. Cultivated mouse liver macrophages were stained by the Fluo-8 fluorescent dye. The fluorescence intensity was measured by a microplate reader (ThermoFisher, USA) to assess intracellular calcium mobilization in cells. The experiments were conducted following manufacturer’s instruction.

14. Western blot for protein quantification

For protein extraction, cells were lysed in RIPA lysis buffer and centrifuged at 15,000 × g for 10 min. Supernatant from cell lysate was transferred to a new tube and protein concentration was determined using Bradford protein assay. The protein extract was mixed with the Laemmli buffer for SDS-PAGE gel electrophoresis, then transferred onto nitrocellulose membrane. Membranes were blocked with 5% non-fat dry milk for 1 h at room temperature and incubated with the specific first antibodies overnight at 4°C. After horseradish peroxidase-conjugated secondary antibody (1:5000) incubation or after HRP-conjugated β-Actin incubation chemiluminescent signals were detected by ChemiDoc MP Imaging System (BIO-RAD) after exposure to enhanced chemiluminescence substrate (Clarity Western ECL Substrate, BIO-RAD). Signal intensity was quantified using Image J software. Antibody against CD36 (1:1000) was purchased from Cell Signaling Technology and antibody against β-actin (1:25000) was purchased from Abcam. Protein levels were normalized to the level of β-actin.

**Supplementary references**

1. Tysoe, O.C., A.W. Justin, T. Brevini, S.E. Chen, K.T. Mahbubani, A.K. Frank, H. Zedira, E. Melum, K. Saeb-Parsy, A.E. Markaki, L. Vallier, and F. Sampaziotis, *Isolation and propagation of primary human cholangiocyte organoids for the generation of bioengineered biliary tissue.* Nat Protoc, 2019. **14**(6): p. 1884-1925.

2. Liu, H., G. Yin, M.S. Kohlhepp, F. Schumacher, J. Hundertmark, M.I.A. Hassan, F. Heymann, T. Puengel, B. Kleuser, A.S. Mosig, F. Tacke, and A. Guillot, *Dissecting Acute Drug-Induced Hepatotoxicity and Therapeutic Responses of Steatotic Liver Disease Using Primary Mouse Liver and Blood Cells in a Liver-On-A-Chip Model.* Adv Sci (Weinh), 2024. **11**(30): p. e2403516.

3. Broutier, L., A. Andersson-Rolf, C.J. Hindley, S.F. Boj, H. Clevers, B.K. Koo, and M. Huch, *Culture and establishment of self-renewing human and mouse adult liver and pancreas 3D organoids and their genetic manipulation.* Nat Protoc, 2016. **11**(9): p. 1724-43.

4. Guillot, A., M.S. Kohlhepp, A. Bruneau, F. Heymann, and F. Tacke, *Deciphering the Immune Microenvironment on A Single Archival Formalin-Fixed Paraffin-Embedded Tissue Section by An Immediately Implementable Multiplex Fluorescence Immunostaining Protocol.* Cancers (Basel), 2020. **12**(9).

5. Guillot, A., M.S. Kohlhepp, and F. Tacke, *Multiplex Immunostaining to Spatially Resolve the Cellular Landscape in Human and Mouse Livers.* Methods Mol Biol, 2023. **2669**: p. 245-255.

6. Guillot, A., M. Winkler, M. Silva Afonso, A. Aggarwal, D. Lopez, H. Berger, M.S. Kohlhepp, H. Liu, B. Ozdirik, J. Eschrich, J. Ma, M. Peiseler, F. Heymann, S. Pendem, S. Mahadevan, B. Gao, L. Diehl, R. Gupta, and F. Tacke, *Mapping the hepatic immune landscape identifies monocytic macrophages as key drivers of steatohepatitis and cholangiopathy progression.* Hepatology, 2023. **78**(1): p. 150-166.

7. Lee, M.Y., J.S. Bedia, S.S. Bhate, G.L. Barlow, D. Phillips, W.J. Fantl, G.P. Nolan, and C.M. Schurch, *CellSeg: a robust, pre-trained nucleus segmentation and pixel quantification software for highly multiplexed fluorescence images.* BMC Bioinformatics, 2022. **23**(1): p. 46.

8. Sternberg, *Biomedical Image Processing.* Computer, 1983. **16**(1): p. 22-34.

9. Berg, S., D. Kutra, T. Kroeger, C.N. Straehle, B.X. Kausler, C. Haubold, M. Schiegg, J. Ales, T. Beier, M. Rudy, K. Eren, J.I. Cervantes, B. Xu, F. Beuttenmueller, A. Wolny, C. Zhang, U. Koethe, F.A. Hamprecht, and A. Kreshuk, *ilastik: interactive machine learning for (bio)image analysis.* Nat Methods, 2019. **16**(12): p. 1226-1232.

10. Stirling, D.R., M.J. Swain-Bowden, A.M. Lucas, A.E. Carpenter, B.A. Cimini, and A. Goodman, *CellProfiler 4: improvements in speed, utility and usability.* BMC Bioinformatics, 2021. **22**(1): p. 433.

11. Robinson, M.D., D.J. McCarthy, and G.K. Smyth, *edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.* Bioinformatics, 2010. **26**(1): p. 139-40.

12. Gene Ontology, C., *Gene Ontology Consortium: going forward.* Nucleic Acids Res, 2015. **43**(Database issue): p. D1049-56.

13. Kanehisa, M. and S. Goto, *KEGG: kyoto encyclopedia of genes and genomes.* Nucleic Acids Res, 2000. **28**(1): p. 27-30.

14. Aran, D., Z. Hu, and A.J. Butte, *xCell: digitally portraying the tissue cellular heterogeneity landscape.* Genome Biol, 2017. **18**(1): p. 220.

15. Thul, P.J. and C. Lindskog, *The human protein atlas: A spatial map of the human proteome.* Protein Sci, 2018. **27**(1): p. 233-244.

16. Li, Z., H. Zhang, Q. Li, W. Feng, X. Jia, R. Zhou, Y. Huang, Y. Li, Z. Hu, X. Hu, X. Zhu, and S. Huang, *GepLiver: an integrative liver expression atlas spanning developmental stages and liver disease phases.* Sci Data, 2023. **10**(1): p. 376.

17. Guillot, A., L. Guerri, D. Feng, S.J. Kim, Y.A. Ahmed, J. Paloczi, Y. He, K. Schuebel, S. Dai, F. Liu, P. Pacher, T. Kisseleva, X. Qin, D. Goldman, F. Tacke, and B. Gao, *Bile acid-activated macrophages promote biliary epithelial cell proliferation through integrin alphavbeta6 upregulation following liver injury.* J Clin Invest, 2021. **131**(9).

18. Kennedy, L., G. Carpino, T. Owen, L. Ceci, D. Kundu, V. Meadows, K. Kyritsi, A. Franchitto, P. Onori, A. Isidan, W. Zhang, B. Ekser, D. Alvaro, E. Gaudio, M.E. Gershwin, H. Francis, S. Glaser, and G. Alpini, *Secretin alleviates biliary and liver injury during late-stage primary biliary cholangitis via restoration of secretory processes.* J Hepatol, 2023. **78**(1): p. 99-113.

19. Yildiz, E., G. El Alam, A. Perino, A. Jalil, P.D. Denechaud, K. Huber, L. Fajas, J. Auwerx, G. Sorrentino, and K. Schoonjans, *Hepatic lipid overload triggers biliary epithelial cell activation via E2Fs.* Elife, 2023. **12**.

20. Xu, Y.F., Y. Yao, M. Ma, S.H. Yang, P. Jiang, J. Wang, K. Tsuneyama, C. Wang, X. Liu, L. Li, and Z.X. Lian, *The Proinflammatory Cytokines IL-18, IL-21, and IFN-gamma Differentially Regulate Liver Inflammation and Anti-Mitochondrial Antibody Level in a Murine Model of Primary Biliary Cholangitis.* J Immunol Res, 2022. **2022**: p. 7111445.

21. Wang, H., B.P. Vohra, Y. Zhang, and R.O. Heuckeroth, *Transcriptional profiling after bile duct ligation identifies PAI-1 as a contributor to cholestatic injury in mice.* Hepatology, 2005. **42**(5): p. 1099-108.

22. Paillet, J., C. Plantureux, S. Levesque, J. Le Naour, G. Stoll, A. Sauvat, P. Caudana, J. Tosello Boari, N. Bloy, S. Lachkar, I. Martins, P. Opolon, A. Checcoli, A. Delaune, N. Robil, P. de la Grange, J. Hamroune, F. Letourneur, G. Autret, P.S.C. Leung, M.E. Gershwin, J.S. Zhu, M.J. Kurth, B. Lekbaby, J. Augustin, Y. Kim, S. Gujar, C. Coulouarn, L. Fouassier, L. Zitvogel, E. Piaggio, C. Housset, P. Soussan, M.C. Maiuri, G. Kroemer, and J.G. Pol, *Autoimmunity affecting the biliary tract fuels the immunosurveillance of cholangiocarcinoma.* J Exp Med, 2021. **218**(10).

23. Lei, L., A. Bruneau, H. El Mourabit, J. Guegan, T. Folseraas, S. Lemoinne, T.H. Karlsen, B. Hoareau, R. Morichon, E. Gonzalez-Sanchez, C. Goumard, V. Ratziu, P. Charbord, J. Gautheron, F. Tacke, T. Jaffredo, A. Cadoret, and C. Housset, *Portal fibroblasts with mesenchymal stem cell features form a reservoir of proliferative myofibroblasts in liver fibrosis.* Hepatology, 2022. **76**(5): p. 1360-1375.

24. Frades, I., E. Andreasson, J.M. Mato, E. Alexandersson, R. Matthiesen, and M.L. Martinez-Chantar, *Integrative genomic signatures of hepatocellular carcinoma derived from nonalcoholic Fatty liver disease.* PLoS One, 2015. **10**(5): p. e0124544.

25. Chen, Y.M., C.F. Lian, Q.W. Sun, T.T. Wang, Y.Y. Liu, J. Ye, L.L. Gao, Y.F. Yang, S.N. Liu, Z.F. Shen, and Y.L. Liu, *Ramulus Mori (Sangzhi) Alkaloids Alleviate High-Fat Diet-Induced Obesity and Nonalcoholic Fatty Liver Disease in Mice.* Antioxidants (Basel), 2022. **11**(5).

26. Ahrens, M., O. Ammerpohl, W. von Schonfels, J. Kolarova, S. Bens, T. Itzel, A. Teufel, A. Herrmann, M. Brosch, H. Hinrichsen, W. Erhart, J. Egberts, B. Sipos, S. Schreiber, R. Hasler, F. Stickel, T. Becker, M. Krawczak, C. Rocken, R. Siebert, C. Schafmayer, and J. Hampe, *DNA methylation analysis in nonalcoholic fatty liver disease suggests distinct disease-specific and remodeling signatures after bariatric surgery.* Cell Metab, 2013. **18**(2): p. 296-302.

27. Andrews, T.S., D. Nakib, C.T. Perciani, X.Z. Ma, L. Liu, E. Winter, D. Camat, S.W. Chung, P. Lumanto, J. Manuel, S. Mangroo, B. Hansen, B. Arpinder, C. Thoeni, B. Sayed, J. Feld, A. Gehring, A. Gulamhusein, G.M. Hirschfield, A. Ricciuto, G.D. Bader, I.D. McGilvray, and S. MacParland, *Single-cell, single-nucleus, and spatial transcriptomics characterization of the immunological landscape in the healthy and PSC human liver.* J Hepatol, 2024. **80**(5): p. 730-743.

28. Pinyol, R., S. Torrecilla, H. Wang, C. Montironi, M. Pique-Gili, M. Torres-Martin, L. Wei-Qiang, C.E. Willoughby, P. Ramadori, C. Andreu-Oller, P. Taik, Y.A. Lee, A. Moeini, J. Peix, S. Faure-Dupuy, T. Riedl, S. Schuehle, C.P. Oliveira, V.A. Alves, P. Boffetta, A. Lachenmayer, S. Roessler, B. Minguez, P. Schirmacher, J.F. Dufour, S.N. Thung, H.L. Reeves, F.J. Carrilho, C. Chang, A.V. Uzilov, M. Heikenwalder, A. Sanyal, S.L. Friedman, D. Sia, and J.M. Llovet, *Molecular characterisation of hepatocellular carcinoma in patients with non-alcoholic steatohepatitis.* J Hepatol, 2021. **75**(4): p. 865-878.

29. Murphy, S.K., H. Yang, C.A. Moylan, H. Pang, A. Dellinger, M.F. Abdelmalek, M.E. Garrett, A. Ashley-Koch, A. Suzuki, H.L. Tillmann, M.A. Hauser, and A.M. Diehl, *Relationship between methylome and transcriptome in patients with nonalcoholic fatty liver disease.* Gastroenterology, 2013. **145**(5): p. 1076-87.

30. Moylan, C.A., H. Pang, A. Dellinger, A. Suzuki, M.E. Garrett, C.D. Guy, S.K. Murphy, A.E. Ashley-Koch, S.S. Choi, G.A. Michelotti, D.D. Hampton, Y. Chen, H.L. Tillmann, M.A. Hauser, M.F. Abdelmalek, and A.M. Diehl, *Hepatic gene expression profiles differentiate presymptomatic patients with mild versus severe nonalcoholic fatty liver disease.* Hepatology, 2014. **59**(2): p. 471-82.

**Supplementary Figures and Legends**

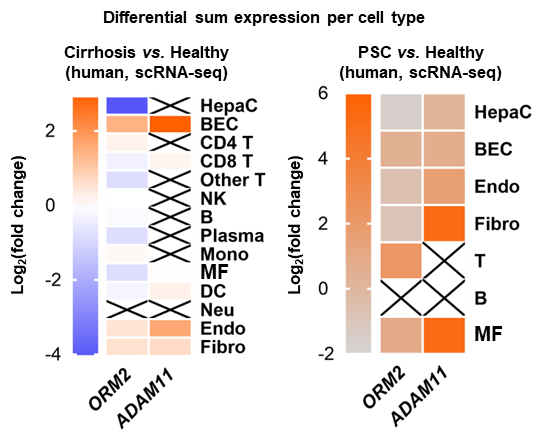

**Figure S1.** Gene expression of *ORM2* and *ADAM11* in human liver cells. Sum (total) gene expression of *ORM2* and *ADAM11* in diverse liver cells from healthy donors and patients with liver cirrhosis and PSC were illustrated in heatmaps. scRNA-seq data was obtained from GepLiver database and GEO datasets (ID: GSE247128 and GSE243977). X’ in the block represents undetectable data. Abbreviations: B: B lymphocytes; BEC: biliary epithelial cells; DC: dendritic cells; Endo: endothelial cells; Fibro: fibroblasts; HepaC: hepatocytes; MASLD: metabolic dysfunction-associated steatotic liver disease; Mono: monocytes; MF: macrophages; Neu: neutrophils; NK: natural killer cells; Plasma: plasma cells; PSC: primary sclerosing cholangitis; T: T lymphocytes.

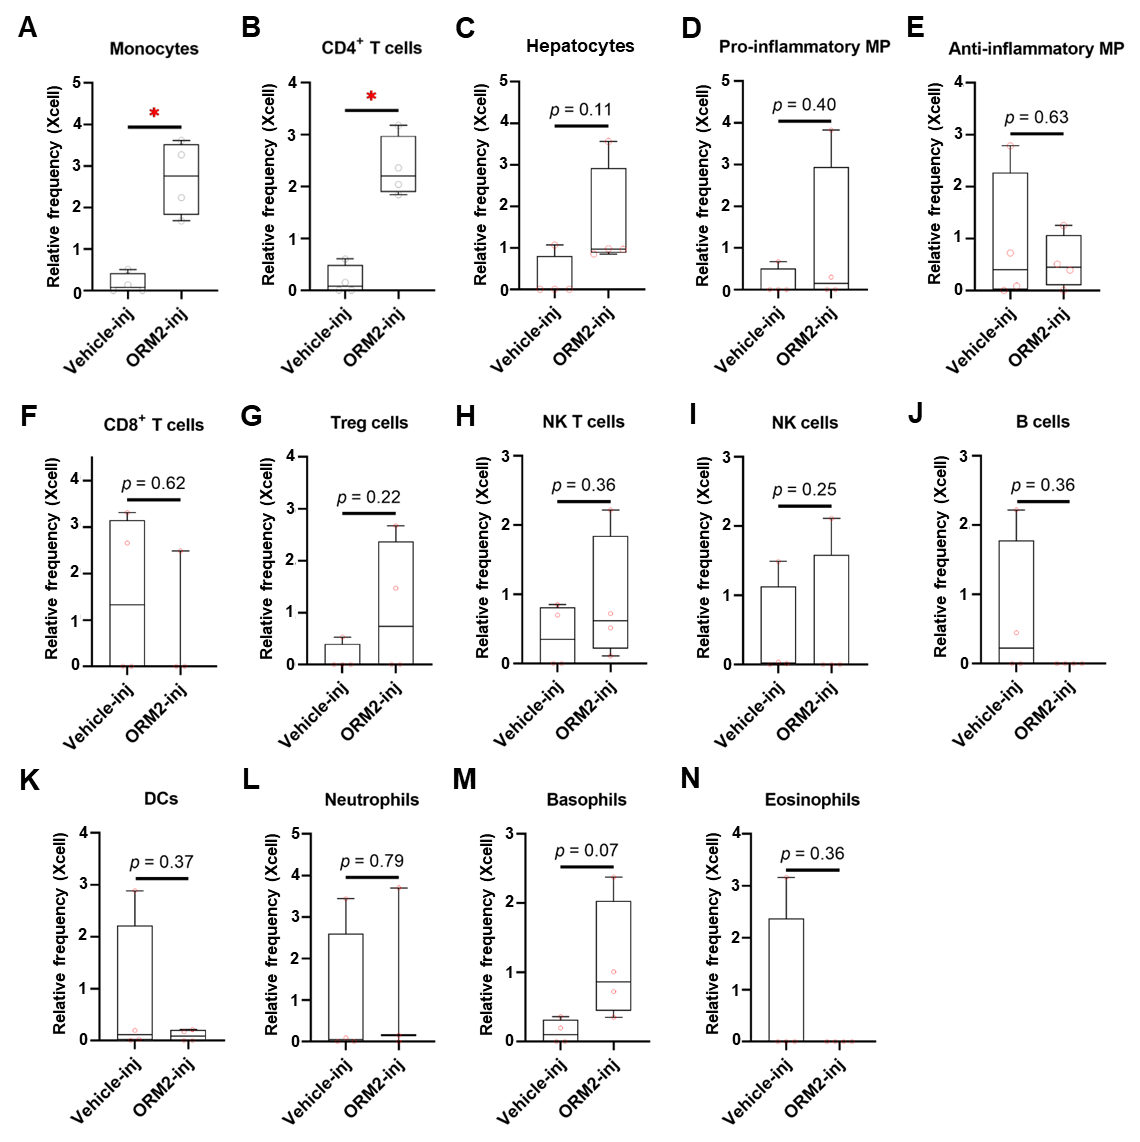

**Figure S2.** The frequency of monocytes and CD4^+^ T cells in mouse livers was increased after ORM2 injection. The bulk RNA-seq data (accession no. GSE186024) generated from healthy WT mouse livers administered with ORM2 was retrieved from the GEO database. Cell frequencies of **(A)** monocytes, **(B)** CD4^+^ T cells, **(C)** hepatocytes, **(D)** pro-inflammatory MP, **(E)** anti-inflammatory MP, **(F)** CD8^+^ T cells, **(G)** Treg cells, **(H)** NK T cells, **(I)** NK cells, **(J)** B cells, **(K)** DCs, **(L)** neutrophils, **(M)** basophils and **(N)** eosinophils in mouse liver were predicted utilizing the Xcell algorithm. Abbreviations: GEO: Gene Expression Omnibus database; NK: natural killer; DC: dendritic cell; Inj: injection; WT: wild type. Unpaired student’s t-tests were performed. **p*<0.05 as indicated or as compared to controls.

.

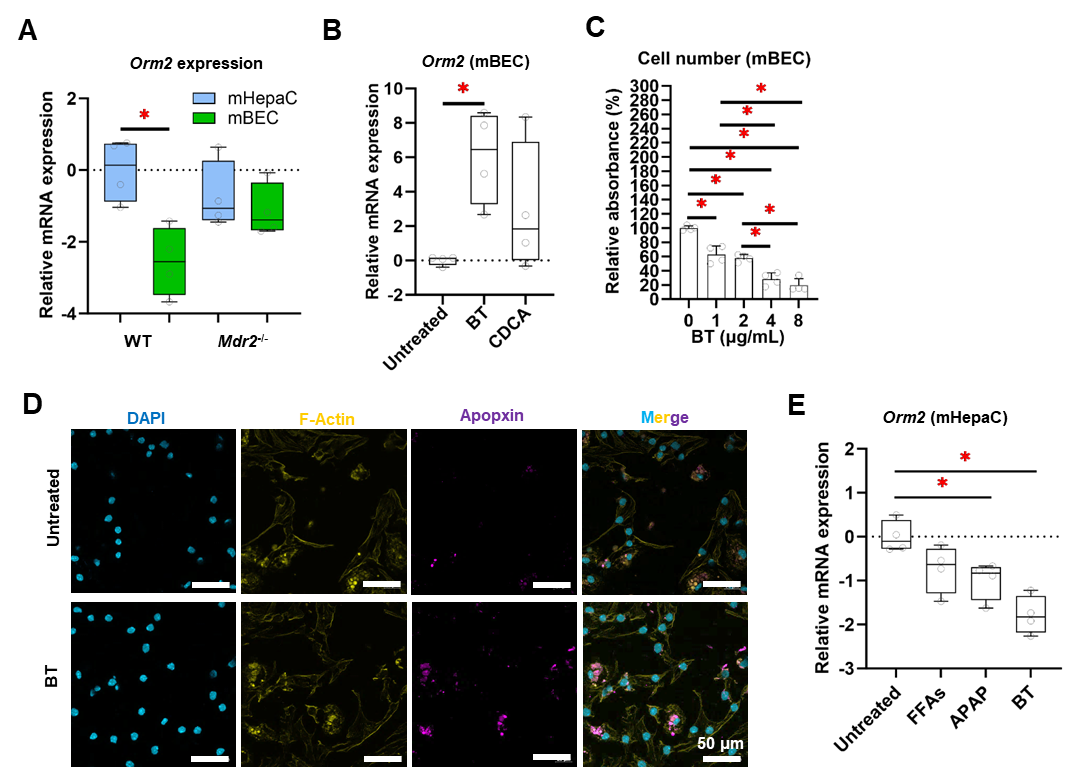

**Figure S3.** *Orm2* expression detected in injured mouse hepatocytes and BECs. **(A)** Gene expression of *Orm2* in WT and *Mdr2*^-/-^ mouse hepatocytes and BECs was measured. **(B)** Gene expression of *Orm2* in mBECs treated with BT or CDCA. **(C)** Cell numbers (relative absorbance) of WT mouse primary BECs treated by BT (0, 1, 2, 4 and 8 μg/mL) for 24 h were elucidated. **(D)** Cell apoptosis (Apopxin^+^) of WT mouse primary BECs was evaluated (BT *vs.* Untreated). **(E)** Gene expression of *Orm2* in mHepaCs treated with FFAs, APAP or BT. Abbreviations: (m)BEC: (mouse) biliary epithelial cell; BT: biliatresone; (m)HepaC: (mouse) hepatocyte; FFAs: free fatty acids; APAP: acetaminophen; WT: wild type. One-way ANOVA followed by Tukey’s multiple comparison test **(B, C and E)** and unpaired student’s t-tests **(B)** were performed. Sample sizes: n = 4 per group. Abbreviations: APAP: acetaminophen; (m)BEC: (mouse) biliary epithelial cell; BT: biliatresone; CDCA: chenodeoxycholic acid; FFAs: free fatty acids; (m)HepaC: (mouse) hepatocyte; HFD: high-fat diet. **p*<0.05 as indicated or as compared to controls.

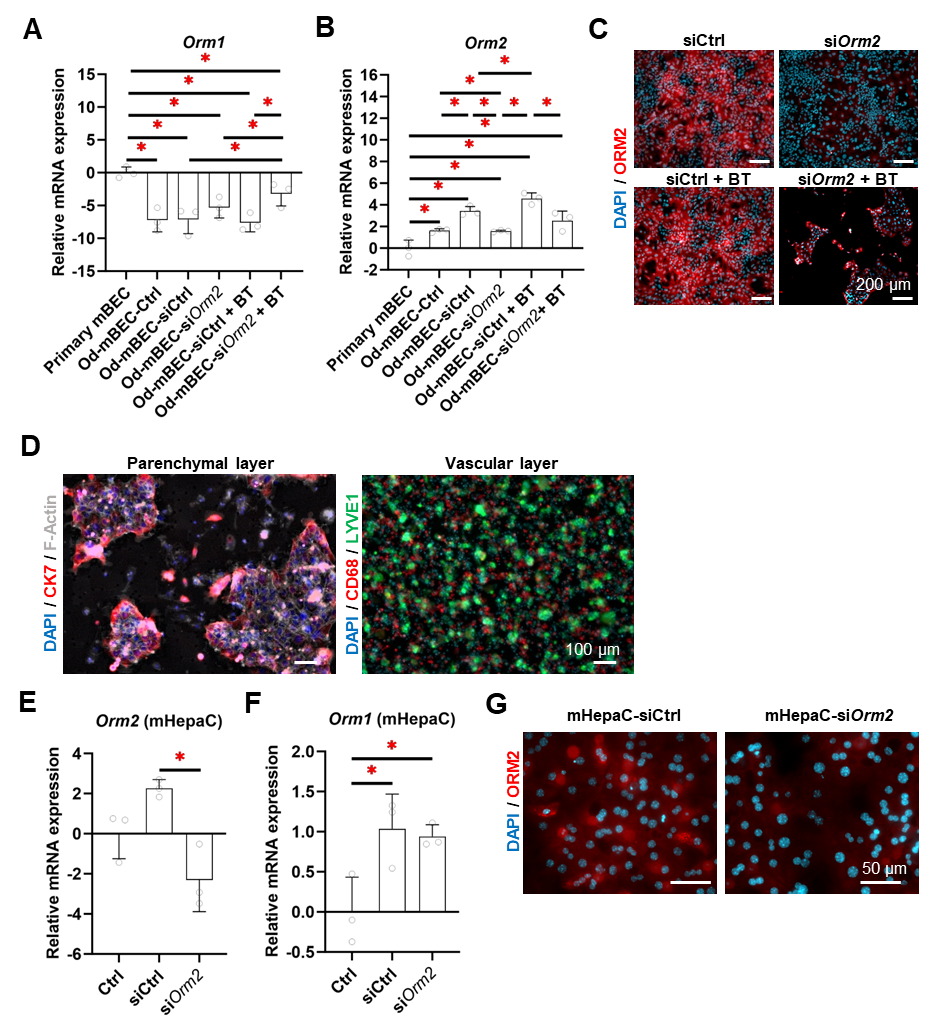

**Figure S4.** *Orm2* expression interference in Od-BECs and HepaCs. Gene expression of **(A)** *Orm1* and **(B)** *Orm2* in WT primary and *Mdr2*^-/-^ mouse Od-BECs upon siCtrl and si*Orm2* along with BT treatment. **(C)** Protein expression of ORM2 in *Mdr2*^-/-^ mouse Od-BECs upon siCtrl and si*Orm2* along with BT treatment was illustrated in fluorescent staining. **(D)** *Mdr2*^-/-^ mouse Od-BECs (CK7^+^F-Actin^+^) and WT mouse primary HSCs (CK7^-^F-Actin^+^) from the parenchymal layer as well as WT mouse KCs (CD68^+^) and LSECs (LYVE1^+^) from the vascular layer were illustrated in fluorescent staining. Gene expression of **(E)** *Orm1* and **(F)** *Orm2* in WT primary hepatocytes upon siCtrl and si*Orm2*. **(G)** Protein expression of ORM2 in WT primary hepatocytes upon siCtrl and si*Orm2* was illustrated in fluorescent staining. Sample sizes: n = 4 per group. Abbreviations: BoC: biliary niche-on-a-chip; Od-(m)BEC: organoid-derived (mouse) biliary epithelial cell; BT: biliatresone; CK7: cytokeratin 7; CD68: cluster of differentiation 68; LoC: liver-on-a-chip; (m)HepaC: (mouse) hepatocytes; WT: wild type. One-way ANOVA followed by Tukey’s multiple comparison tests was performed. **p*<0.05 as indicated or as compared to controls.

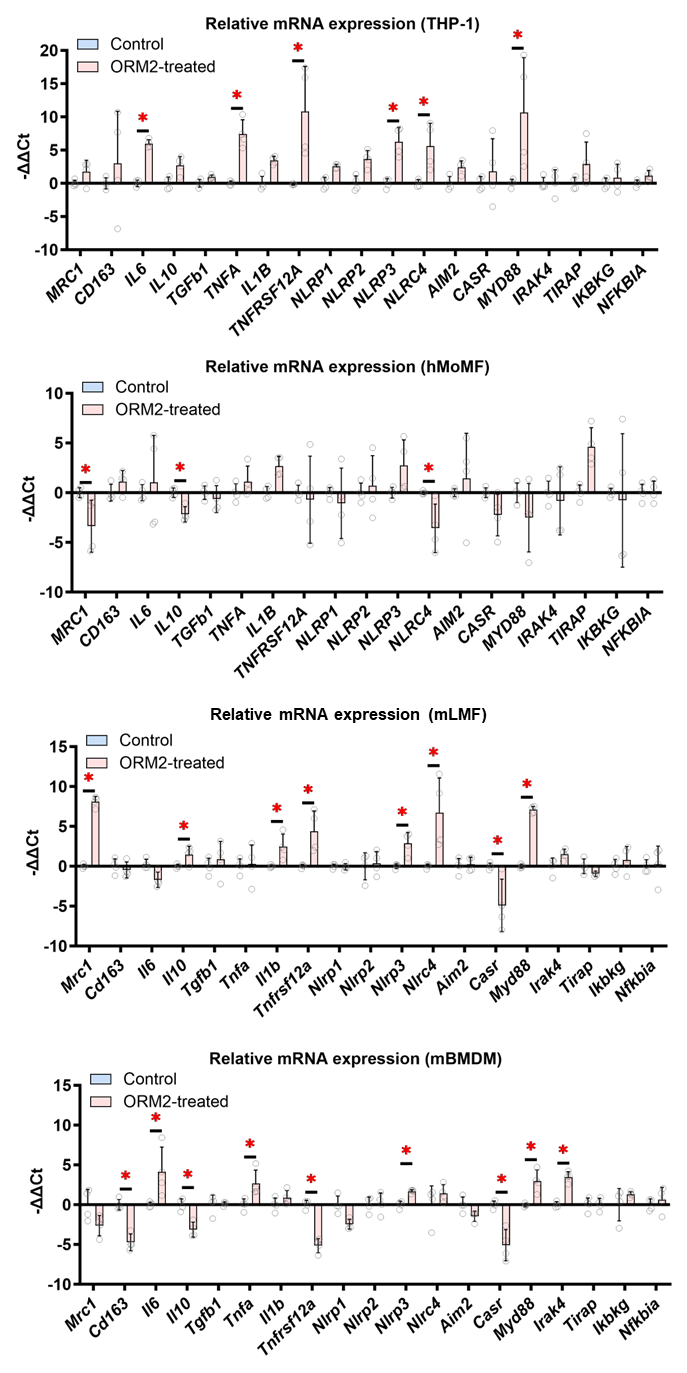

**Figure S5.** Gene expression of macrophage phenotype-associated markers in human and mouse macrophages treated by ORM2 was measured by qRT-PCR method. Unpaired t-tests were performed. Sample sizes: n = 4 per group. Abbreviations: hMoMF: human monocyte-derived macrophages; mBMDM: mouse bone marrow-derived macrophages; mLMF: mouse liver macrophages. **p*<0.05 as indicated or as compared to controls.

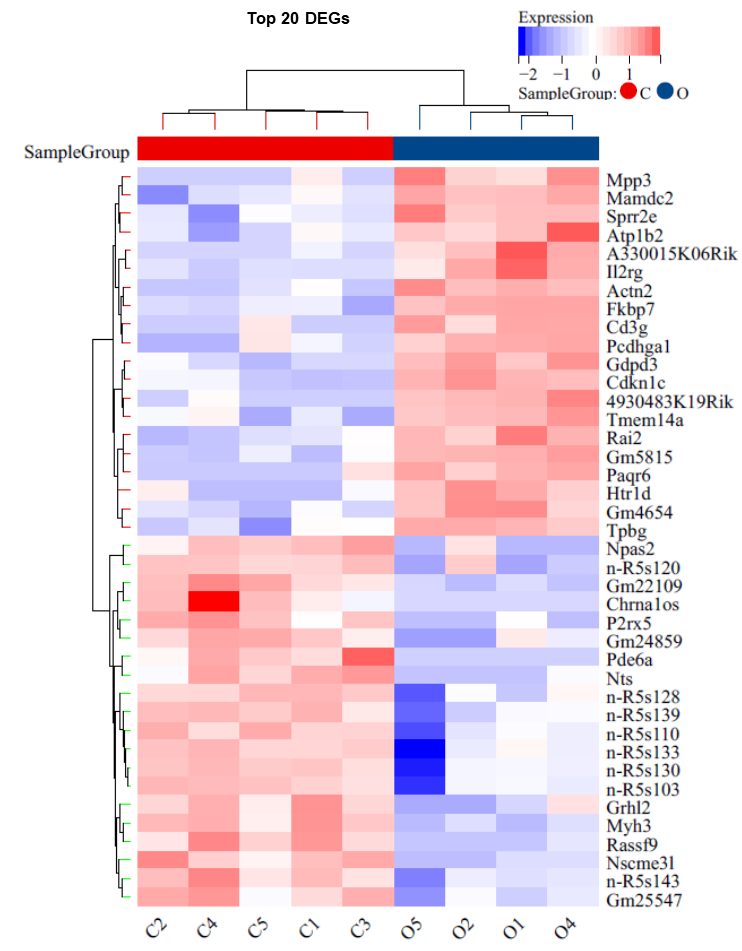

**Figure S6.** Top-20 significantly up- and down-regulated DEGs (*p* < 0.05) generated from bulk RNA-seq data were illustrated in a heatmap [ORM2-treated (n = 5) *vs.* Ctrl (n = 4)].

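The 40 genes drawn as the leading changes are all in the file, which holds 4 ORM2 and 5 Ctrl libraries. The 20 genes drawn as higher had log2 fold changes from 2.02 (*Il2rg*) to 4.63 (*Actn2*) on the deposited values and from 1.45 to 4.20 after median-ratio scaling. The 20 drawn as lower ran from −4.19 (*P2rx5*) to −1.82 (*n-R5s139*) and from −4.58 to −2.40. An unadjusted p under 0.05 with a change above 1.5-fold was reached by 39 of the 40 as deposited, all but *Gm25547*, and by 40 after scaling. By limma's adjusted p, *n-R5s130* and *n-R5s103* passed as deposited and 8 genes after scaling, all of them lower. *Actn2* (chromosome 13, 12269426 to 12340760) was 0.66 ± 1.02 (SD, n = 5) in Ctrl and 5.30 ± 0.65 (SD, n = 4) on ORM2 (standard error of the change 1.13, adjusted p = 0.214 from limma). The 5S gene *n-R5s139* (chromosome 8, 123604948 to 123605066) was 9.50 ± 0.35 in Ctrl and 7.68 ± 0.94 on ORM2 (standard error of the change 0.50, adjusted p = 0.253), and after scaling its log2 fold change of −2.40 had an adjusted p of 0.000395 (at most 0.00357 with a library left out). As deposited, 32 of the 40 passed without ORM2 replicate 5, *Actn2* (adjusted p = 0.0111) and *n-R5s139* (adjusted p = 0.00873) among them. None passed without Ctrl replicate 2, 4 or 5, and between 2 and 4 did without any other single library. After scaling, between 4 and 8 passed with single libraries left out, and 8 did without ORM2 replicate 5. In the deposited fit without that library the median of all genes differed by 0.92.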

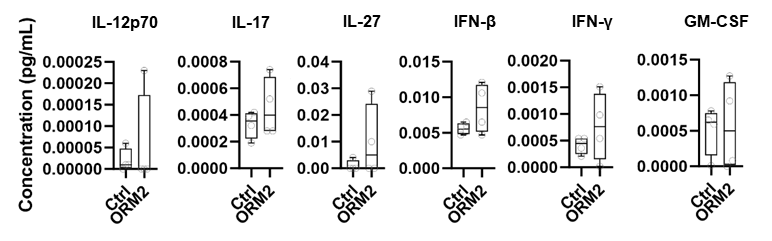

**Figure S7.** Concentrations of IL-12p70, IL-17, IL-27, IFN-β, IFN-γ and GM-CSF in mouse liver macrophage culture were measured. Sample sizes: n = 4 per group. Unpaired t-tests were performed.

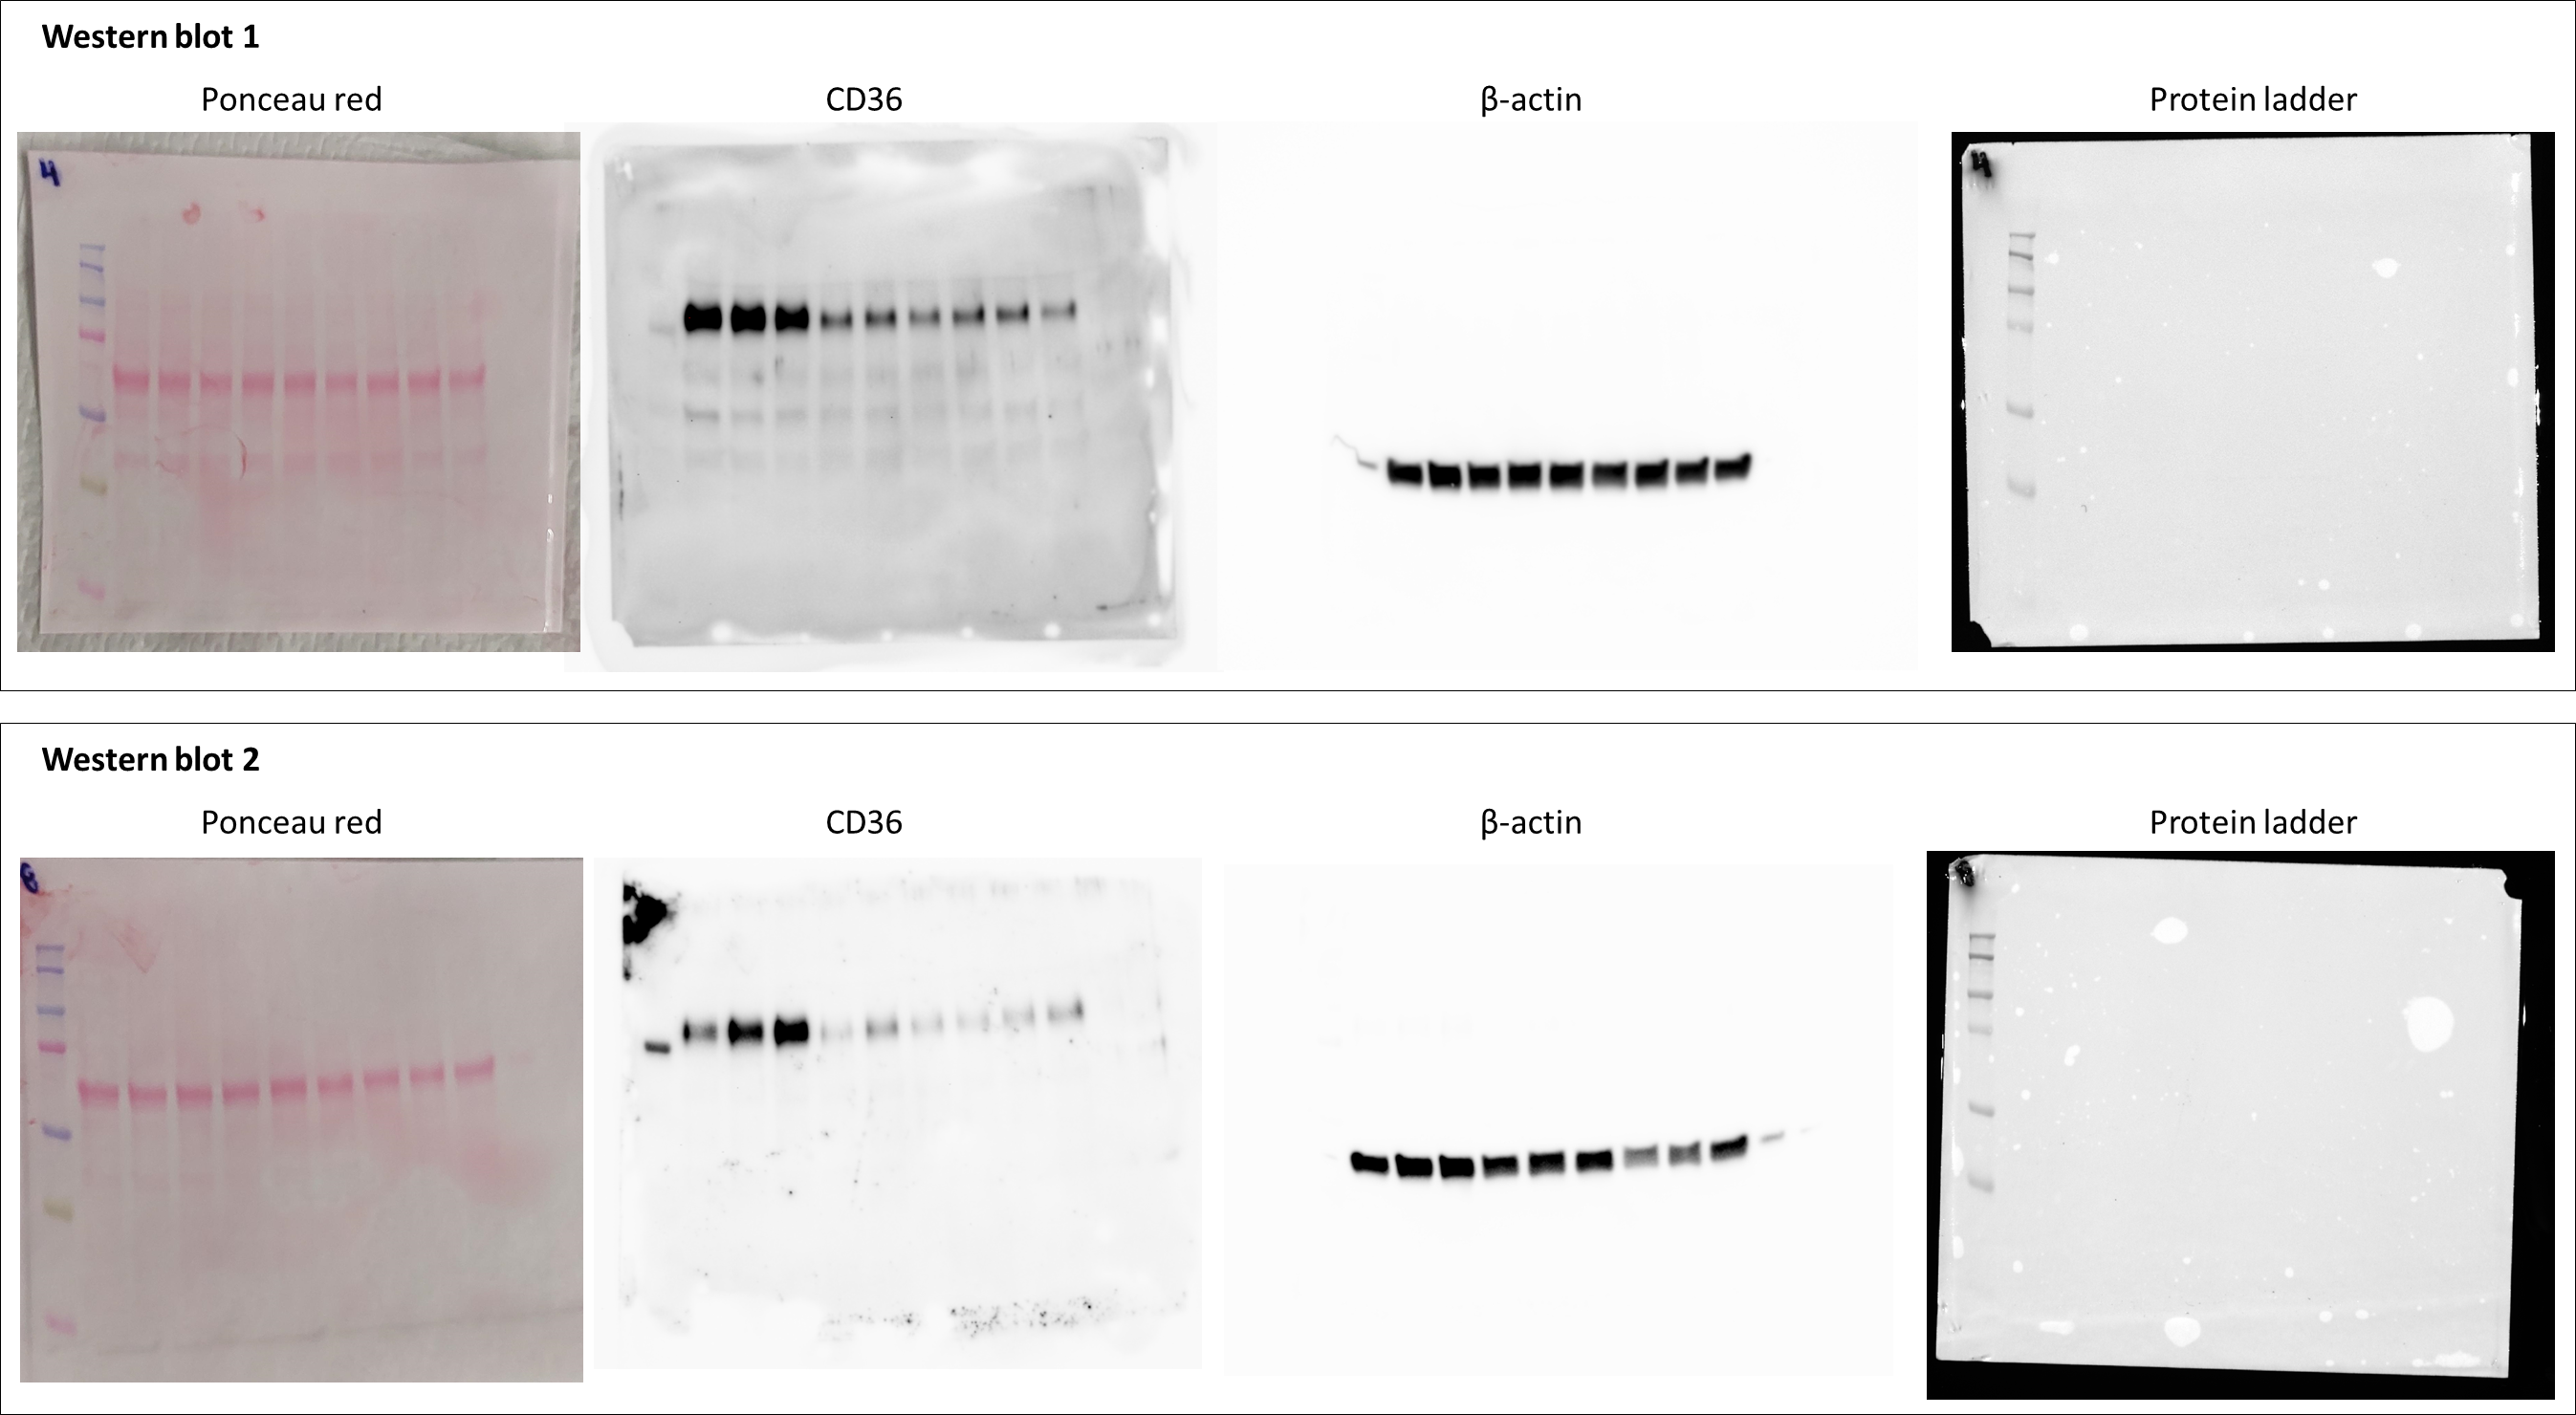

**Figure S8.** Raw whole membrane images from the Western blot experiments. The ponceau red protein labelling, raw bands of CD36 and β-actin, and protein weight indicators from the indicated membranes/experiments were displayed.

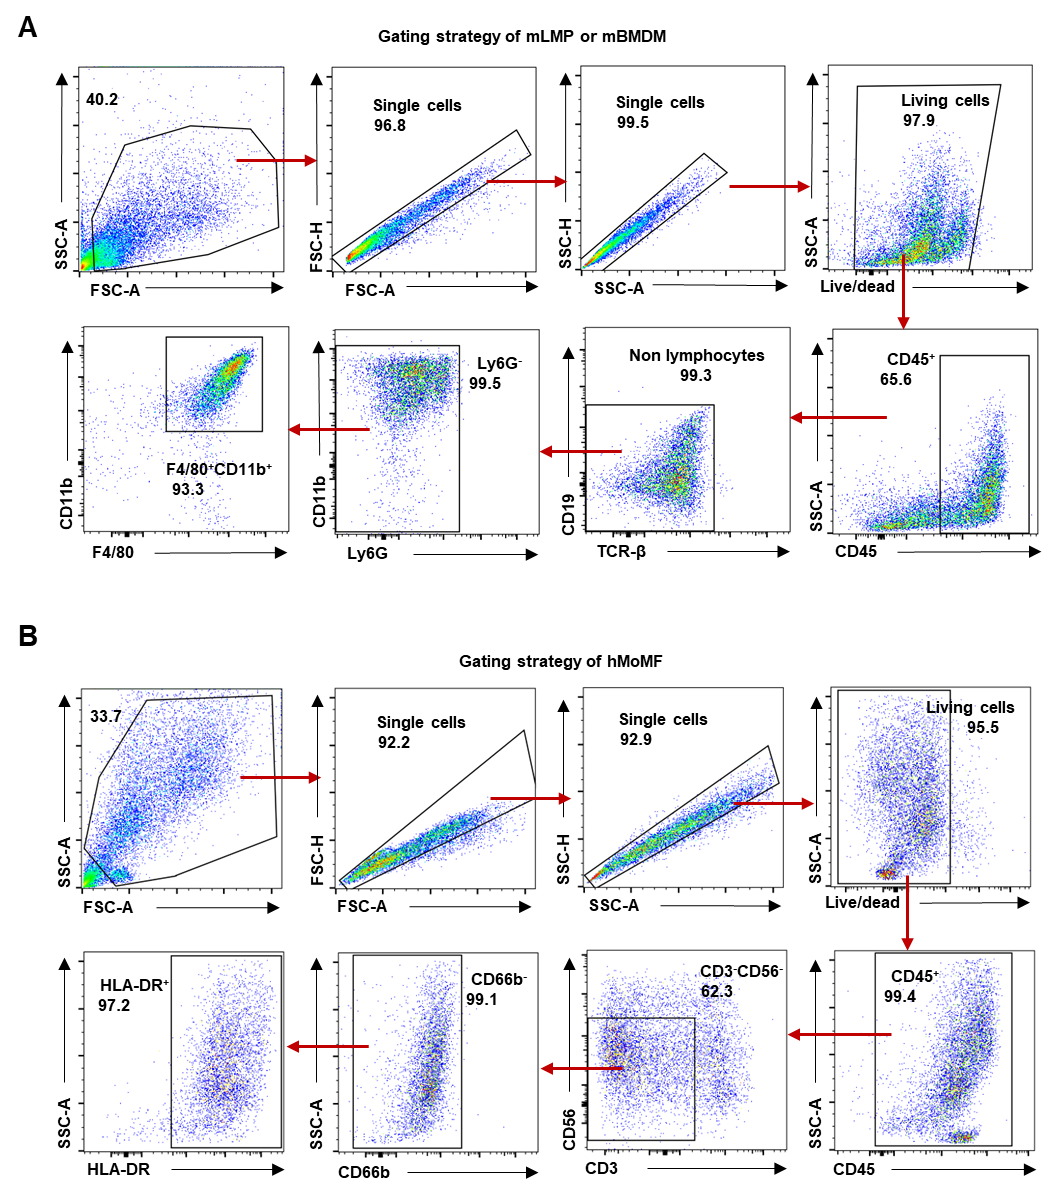

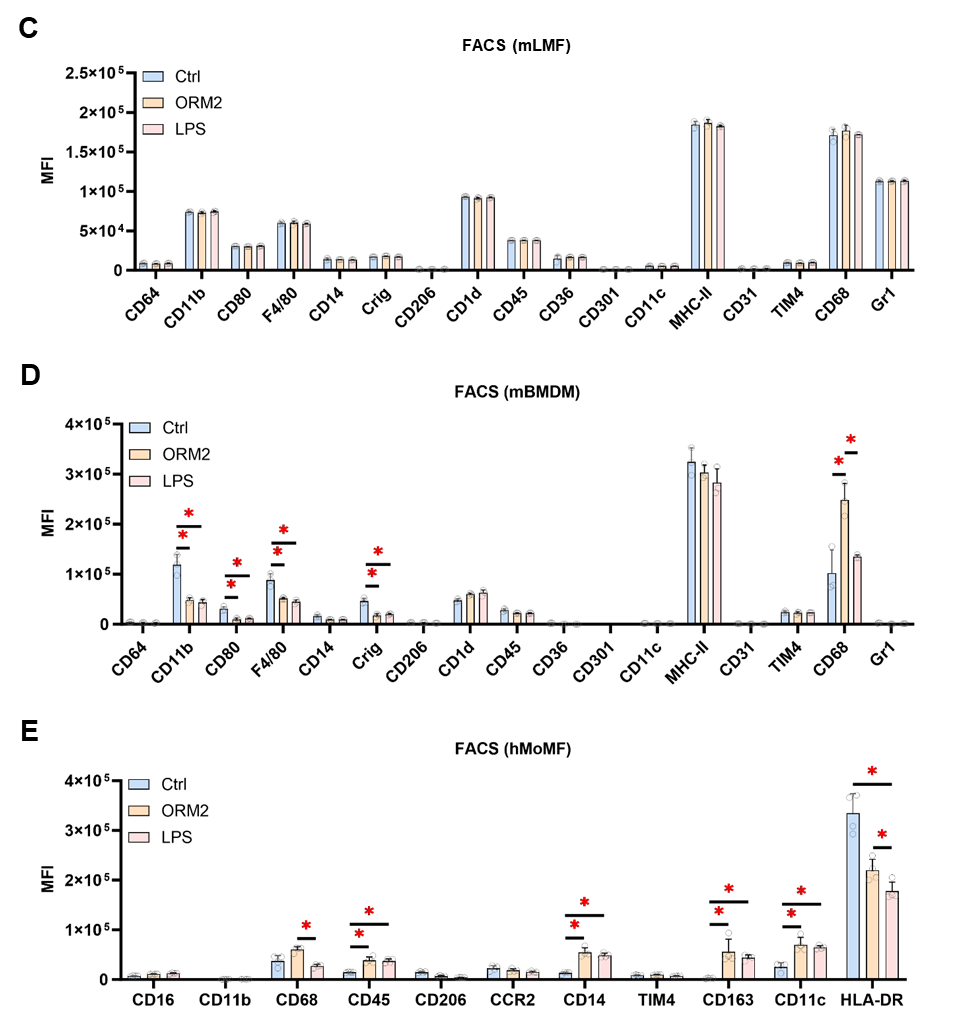

**Figure S9.** Flow cytometry characterized cell phenotypes of mouse liver macrophages, bone marrow-derived macrophages and human monocyte-derived macrophages. Gating strategies of flow cytometry characterization on **(A)** human and **(B)** mouse cells. MFI of diverse macrophage markers in **(C)** mouse liver macrophages, **(D)** bone marrow-derived macrophages and **(E)** human monocyte-derived macrophages. Sample sizes: n = 4 per group. Abbreviations: mLMF: mouse liver macrophages; mBMDM: mouse bone marrow-derived macrophages; hMoMF: human monocyte-derived macrophages. One-way ANOVA followed by Tukey’s multiple comparison tests were performed. **p*<0.05 as indicated or as compared to controls.

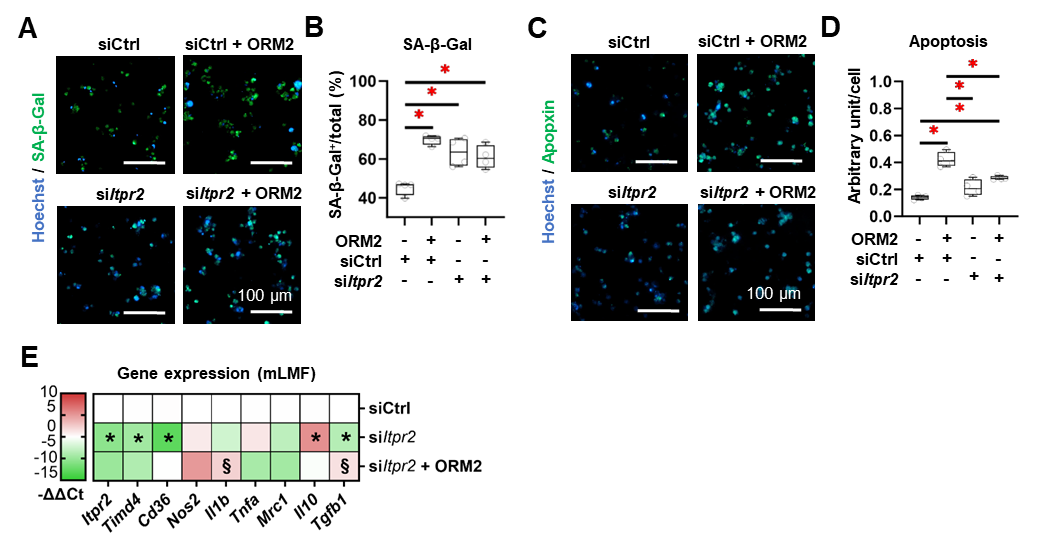

**Figure S10.** ITPR2 suppression ameliorates ORM2-induced cell stress in mouse liver macrophages. **(A)** DNA damage (SA-β-Gal^+^) of mLMF upon siCtrl and si*Itpr2* along with ORM2 treatment was illustrated in fluorescent staining and **(B)** quantitative analysis. **(C)** Cell apoptosis (Apopxin+) of mLMF upon siCtrl and si*Itpr2* along with ORM2 treatment was illustrated in fluorescent staining and **(D)** quantitative analysis. **(E)** Gene expression of *Itpr2*, *Timd4*, *Cd36*, *Nos2*, *Il1b*, *Tnfa*, *Mrc1*, *Il10* and *Tgfb1* in mLMF upon siCtrl and si*Itpr2* along with ORM2 treatment was measured. Sample sizes: n = 4 per group. Abbreviations: mLMF: mouse liver macrophages; SA-β-Gal: Senescence-associated beta-galactosidase. One-way ANOVA followed by Tukey’s multiple comparison tests were performed. ‘*’ represents statistical significance in comparison between si*Itpr2* *vs.* siCtrl. ‘§’ represents statistical significance between si*Itpr2* + ORM2 *vs.* si*Itpr2*. **p*<0.05 as indicated or as compared to controls.

.

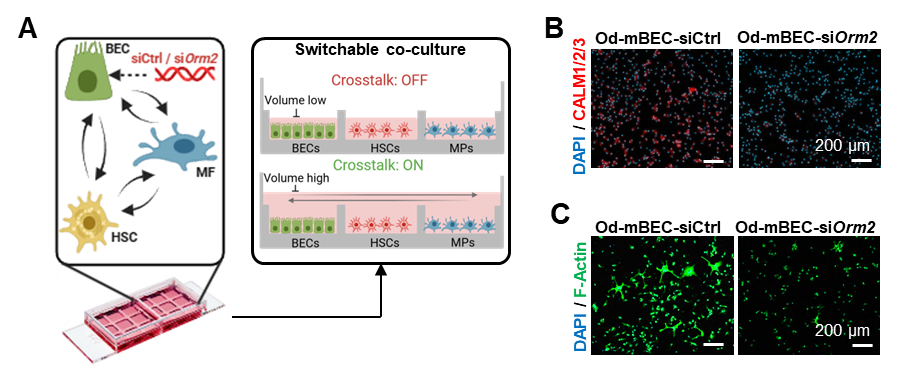

**Figure S11.** Cholangiocyte-derived ORM2 enhances CALM1/2/3 expression in liver macrophages and HSC cytoplasm expansion. **(A)** The scheme of experimental strategy in the co-culture chamber system is illustrated. Mouse primary BECs (transfected with siCtrl or si*Orm2*), MP and HSCs were cultivated in separated chambers. Later, the elevation of culture medium allowed for signal interaction (e.g., cytokines, chemicals) among chambers. **(B)** Protein expression of CALM1/2/3 in WT mouse liver macrophages and **(C)** expansion (F-Actin^+^) of HSCs were investigated by fluorescent staining. Sample sizes: n = 3 per group. Abbreviations: mBEC: mouse biliary epithelial cell; MF: macrophage; HSC: hepatic stellate cell; Od: organoid-derived; WT: wild type.

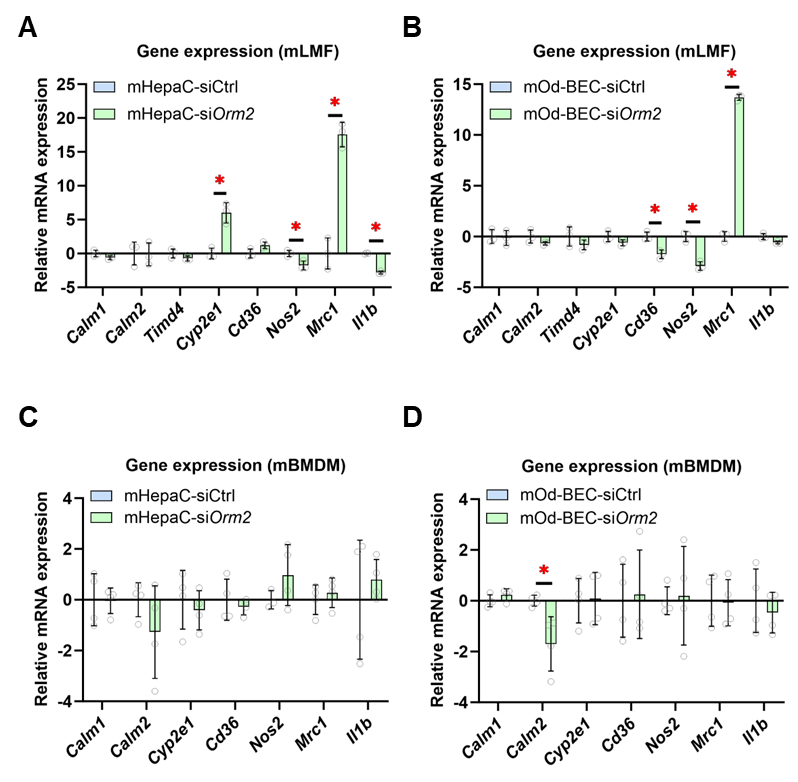

**Figure S12.** Influences of hepatocyte- and Od-BEC-derived ORM2 on mouse liver macrophages and bone marrow derived macrophages. Expression of *Calm1*, *Calm2*, *Timd4*, *Cyp2e1*, *Cd36*, *Nos2*, *Mrc1* and *Il1b* in mLMF treated with conditioned medium from siCtrl or si*Orm2* transfected **(A)** mHepaC and **(B)** mBEC. Expression of *Calm1*, *Calm2*, *Cyp2e1*, *Cd36*, *Nos2*, *Mrc1* and *Il1b* in mBMDM treated with conditioned medium from siCtrl or si*Orm2* transfected **(C)** mHepaC and **(D)** mBEC. Sample sizes: n = 4 per group. Abbreviations: Od: organoid-derived; (m)HepaC: (mouse) hepatocytes (-derived conditioned medium); m(BEC): (mouse) biliary epithelial cells (-derived conditioned medium); mLMF: mouse liver macrophages. mBMDM: bone marrow derived macrophages. Unpaired t-tests were performed. **p*<0.05 as indicated or as compared to controls.

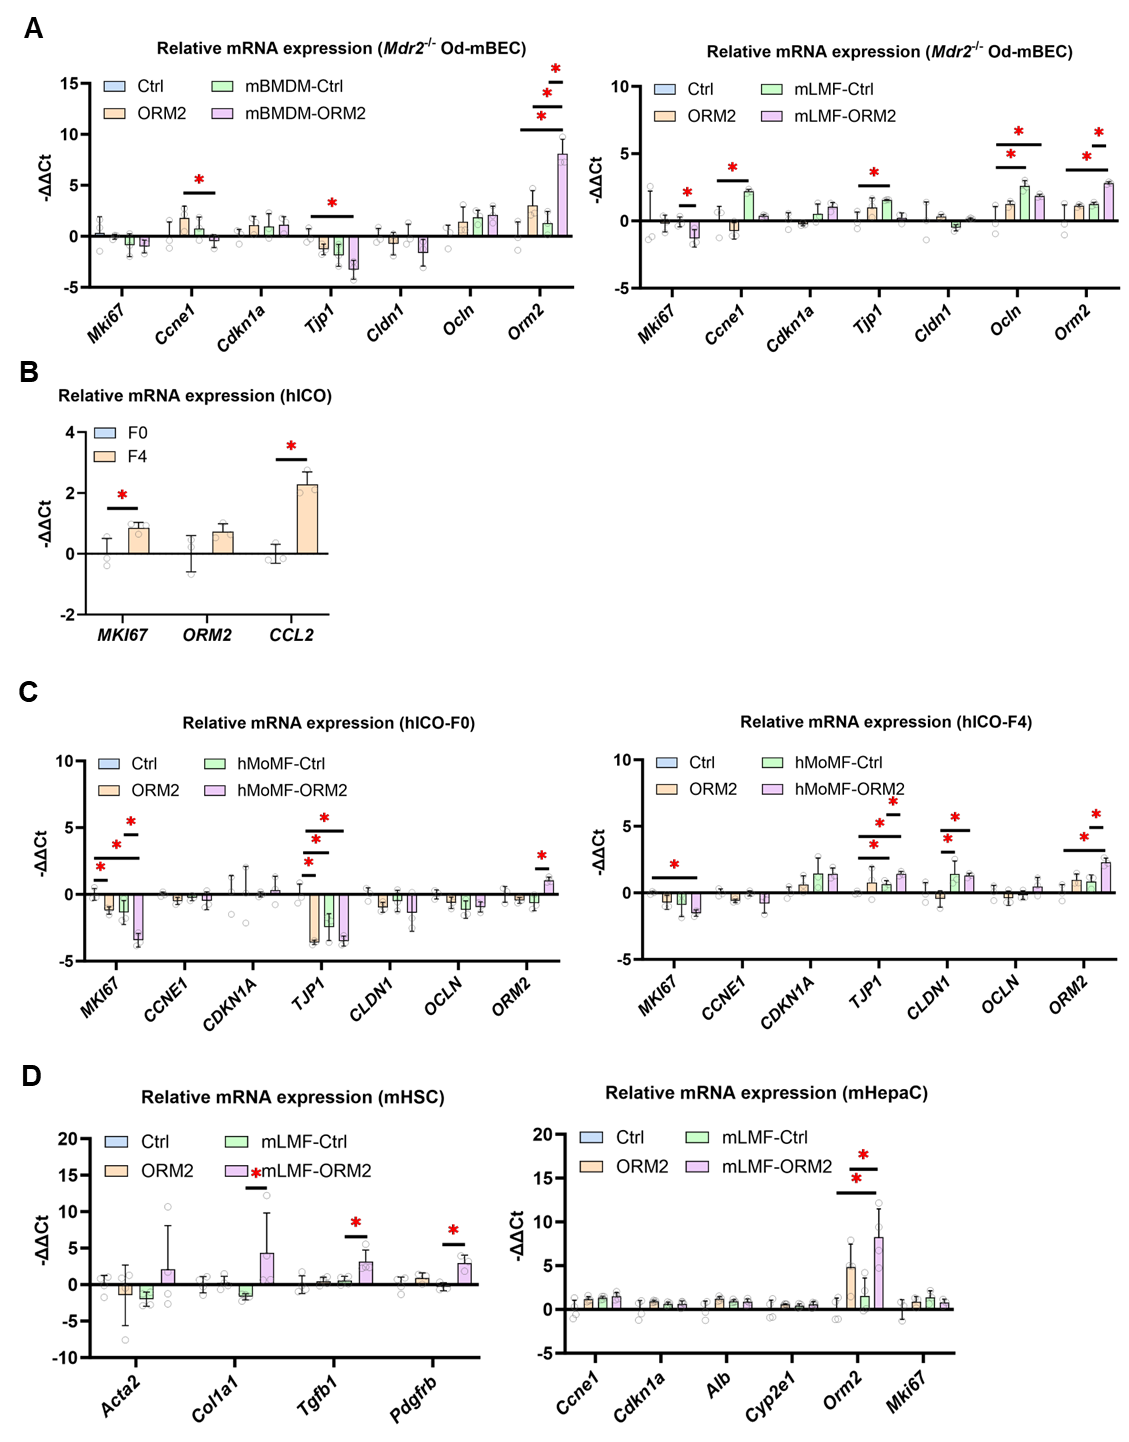

**Figure. S13**. Data points for gene expression in diverse cell experiments. **(A)** Gene expression of *Mki67, Ccne1, Cdkm1a, Tjp1, Cldn1, Ocln* and *Orm2* in *Mdr2*^-/-^ Od-mBECs upon ORM2, mLMF-Ctrl or mLMF-ORM2 treatment. **(B)** Gene expression of *MKI67, ORM2* and *CCL2* in hICOs (F4 vs. F2). **(C)** Gene expression of *MKI67, CCNE1, CDKN1A, TJP1, CLDN1, OCLN* and *ORM2* in hICOs upon ORM2, hMoMF-Ctrl or hMoMF-ORM2 treatment. **(D)** Gene expression of *Acta2*, *Col1a1*, *Tgfb1* and *Pdgfrb* in mHSCs and *Ccne1*, *Cdkn1a*, *Alb*, *Cyp2e1*, *Orm2* and *Mki67* in mHepaCs upon ORM2, mLMF-Ctrl or mLMF-ORM2 treatment. Sample sizes: n = 4 (technical replicates) per group. Abbreviations: hICO(-F0/F4): human intrahepatic cholangiocyte organoids (-Fibrosis stage 1/4); Od: organoid-derived; hMoMF: human monocyte-derived macrophages; mHepaC: mouse hepatocytes; mBEC: mouse biliary epithelial cells; mBMDM: mouse bone marrow-derived macrophages (-derived conditioned medium); mLMF: mouse liver macrophages (-derived conditioned medium). One-way ANOVA followed by Tukey’s multiple comparison tests were performed. **p*<0.05 as indicated or as compared to controls.

**Supplementary Tables**

**Supplementary Table 1. Antibodies/magnetic beads/LEGENDplex beads**

| **Primary antibodies for IHC/ICC/Western blot** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Name** | **Manufacturer** | **Catalog No.** | **Antibody clone** | **Clone** | **Host species** |
| HRP Anti-beta Actin | Abcam | ab49900 | Monoclonal | AC-15 | Mouse |
| Anti-alpha SMA | Abcam | ab124964 | Monoclonal | ERP5368 | Rabbit |
| Anti-CYP450-2E1 | Abcam | ab28146 | Polyclonal | - | Rabbit |
| Anti-Cytokeratin-19 | DSHB | TROMA-III | Monoclonal | RIgG2a | Rat |
| Anti-CD68 | Abcam | ab237968 | Monoclonal | FA-11 | Rat |
| Anti-Desmin | Abcam | Ab15200 | Polyclonal |  | Rabbit |
| Anti-LYVE1 | Abcam | ab14917 | Polyclonal | - | Rabbit |
| Anti-Collagen-I | Abcam | ab270993 | Monoclonal | EPR24331-53 | Rabbit |
| Anti-CD3 | Abcam | ab16669 | Monoclonal | SP7 | Rabbit |
| Anti-CD45R (B220) | BioLegend | 103202 | Monoclonal | RA3-6B2 | Rat |
| Anti-CLEC4F | R&D | MAB2784 | Monoclonal | 370901 | Rat |
| Anti-Cytokeratin-7 | Agilent | M701829-2 | Monoclonal | OV-TL 12/30 | Mouse |
| Anti-Cytokeratin-7 | Abcam | ab181598 | Monoclonal | EPR17078 | Rabbit |
| Anti-IBA1 | VWR | 100369-764 | Polyclonal | - | Rabbit |
| Anti-MPO | Abcam | ab208670 | Monoclonal | EPR20257 | Rabbit |
| Anti-PCNA | Abcam | ab29 | Monoclonal | PC10 | Mouse |
| Anti-PDGF-Rβ | Abcam | ab32570 | Monoclonal | Y92 | Rabbit |
| Anti-ORM2 | Thermofisher | PA5-119322 | Polyclonal | - | Rabbit |
| Anti-ITPR2 | ABclonal | A19320 | Polyclonal | - | Rabbit |
| Anti-ITPR2 | NOVUS | NB100-2466 | Polyclonal |  | Goat |
| Anti-CALM1/2/3 | ABclonal | A1185 | Polyclonal | - | Rabbit |
| Anti-CD36 | Cell Signaling Technology | 28109 | Monoclonal | E8B7S | Rabbit |
| Anti-TIM4 | Abcam | ab47637 | Polyclonal | - | Rabbit |
| Anti-Ki67 | Abcam | ab16667 | Monoclonal | SP6 | Rabbit |

| **Secondary antibodies** | | | |
| --- | --- | --- | --- |
| **Name** | **Manufacturer** | **Catalog No.** | **Host species** |
| Mouse IgG, Alexa Fluor 555 | Cell Signaling | 4409S | Goat |
| Mouse IgG, Alexa Fluor 647 | Cell Signaling | 4410S | Goat |
| Rabbit IgG, Alexa Fluor 647 | Cell Signaling | 4414S | Goat |
| Rabbit IgG, Alexa Fluor 750 | ThermoFisher | A-21039 | Goat |
| Rat IgG, Alexa Fluor 488 | Cell Signaling | 4416S | Goat |
| Rat IgG, Alexa Fluor 647 | Cell Signaling | 4418S | Goat |
| Peroxidase AffiniPure™ Goat Anti-Rabbit IgG (H+L) | Jackson immuno research | 111-035-003 | Goat |

| **Name** | **Manufacturer** | **Catalog No.** | **Clone** | **Host species** |
| --- | --- | --- | --- | --- |
| CD11b Monoclonal Antibody (M1/70), eFluor™ 450 | Invitrogen | 48-0112-82 | M1/70 | Rat |
| Brilliant Violet 421™ anti-mouse CD4 Antibody | BioLegend | 100437 | GK1.5 | Rat |
| Brilliant Violet 711™ anti-mouse CD8a Antibody | BioLegend | 100747 | 53-6.7 | Rat |
| FITC anti-mouse Ly-6G Antibody | BioLegend | 127605 | 1A8 | Rat |
| CD45 Monoclonal Antibody (30-F11), Alexa Fluor™ 532 | Invitrogen | 58-0451-82 | 30-F11 | Rat |
| PE anti-mouse CD115 (CSF-1R) Antibody | BioLegend | 165003 | W19330C | Rat |
| PE/Cyanine5 anti-mouse CD19 Antibody | BioLegend | 115509 | 6D5 | Rat |
| PE/Cyanine7 anti-mouse TCR β chain Antibody | BioLegend | 109221 | H57-597 | Rat |
| Alexa Fluor® 647 anti-mouse F4/80 Antibody | BioLegend | 123122 | BM8 | Rat |
| Alexa Fluor® 700 anti-mouse CD11c Antibody | BioLegend | 117319 | N418 | Rat |
| APC/Cyanine7 anti-mouse NK-1.1 Antibody | BioLegend | 108723 | PK136 | Rat |
| APC/Fire™ 810 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody | BioLegend | 108469 | RB6-8C5 | Rat |
| PE/Fire™ 810 anti-mouse I-A/I-E Antibody | BioLegend | 107667 | M5/114.15.2 | Rat |
| APC anti-mouse CD192 (CCR2) Antibody | BioLegend | 150627 | SA203G11 | Rat |
| PE Anti-HLA DR + DP + DQ antibody | Abcam | ab23901 | WR18 | Mouse |
| Brilliant Violet 421™ anti-mouse CD64 (FcγRI) Antibody | BioLegend | 139309 | X54-5/7.1 | Mouse |
| Brilliant Violet 605™ anti-mouse CD80 Antibody | BioLegend | 104729 | 16-10A1 | Armenian Hamster |
| Brilliant Violet 650™ anti-mouse F4/80 Antibody | BioLegend | 123149 | BM8 | Rat |
| Brilliant Violet 605™ anti-mouse CX3CR1 Antibody | BioLegend | 149027 | SA011F11 | Mouse |
| BV711 Rat Anti-Mouse CD14 | BD | 740692 | rmC5-3 | Rat |
| BV750 Rat Anti-Mouse CRIg | BD | 749500 | 17C9 | Rat |
| Brilliant Violet 785™ anti-mouse CD206 (MMR) Antibody | BioLegend | 141729 | C068C2 | Rat |
| FITC anti-mouse CD1d (CD1.1, Ly-38) Antibody | BioLegend | 123507 | CD1.1, Ly-38 | Rat |
| PerCP/Cyanine5.5 anti-mouse CD11c Antibody | BioLegend | 117327 | N418 | Armenian Hamster |
| Brilliant Violet 421™ anti-mouse CD64 (FcγRI) Antibody | Biolegend | 139309 | X54-5/7.1 | Mouse |
| PE/Dazzle™ 594 anti-mouse CD301 (MGL1/MGL2) Antibody | BioLegend | 145714 | LOM-14 | Rat |
| PE/Cyanine7 anti-mouse Tim-4 Antibody | BioLegend | 130010 | RMT4-54 | Rat |
| APC anti-mouse CD163 Antibody | BioLegend | 155306 | S15049I | Rat |
| Alexa Fluor® 700 anti-mouse Ly-6G Antibody | BioLegend | 127622 | 1A8 | Rat |
| APC/Cyanine7 anti-mouse CD68 Antibody | BioLegend | 137023 | FA-11 | Rat |
| APC/Fire™ 810 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody | BioLegend | 108470 | RB6-8C5 | Rat |
| PE/Dazzle™ 594 anti-human CD192 (CCR2) Antibody | BioLegend | 357221 | K036C2 | Mouse |
| Brilliant Violet 785™ anti-human CD68 Antibody | BioLegend | 333826 | Y1/82A | Mouse |
| Brilliant Violet 570™ anti-human HLA-DR Antibody | BioLegend | 307638 | L243 | Mouse |
| V500 Mouse Anti-Human CD16 | BD | 561394 | 3G8 | Mouse |
| Alexa Fluor® 700 anti-human CD11c Antibody | BioLegend | 337220 | Bu15 | Mouse |
| CD45 Monoclonal Antibody (HI30), Alexa Fluor™ 532 | eBioscience | 58-0459-42 | HI30 | Mouse |
| CD206 (MMR) Monoclonal Antibody (19.2), PE | eBioscience | 12-2069-41 | 19.2 | Mouse |
| BV711 Rat Anti-CD11b | BD | 563168 | M1/70 | Rat |
| CD163 Monoclonal Antibody (MAC 2-158), Alexa Fluor™ 647 | eBioscience | 51-1637-42 | MAC 2-158 | Mouse |
| PerCP/Cyanine5.5 anti-human CD14 Antibody | BioLegend | 301824 | M5E2 | Mouse |
| PE/Cyanine7 anti-human Tim-4 Antibody | BioLegend | 354005 | 9F4 | Mouse |

| **Magnetic beads** | | |
| --- | --- | --- |
| **Name** | **Manufacturer** | **Catalog No.** |
| Mouse anti-F4/80 Microbeads | Milteny | 5210707948 |
| Mouse anti-CD146 Microbeads | Milteny | 5190725032 |
| Mouse anti-CD326 (EpCAM) Microbeads | Milteny | 70285065-00 |
| **LEGENDplex beads** | | |
| **Target** | **Manufacturer** | **Beads ID** |
| IL-23 | BioLegend | A4 |
| IL-1α | BioLegend | A5 |
| IFN-γ | BioLegend | A6 |
| TNF-α | BioLegend | A7 |
| MCP-1 | BioLegend | A8 |
| IL-12p70 | BioLegend | A10 |
| IL-1β | BioLegend | B2 |
| IL-10 | BioLegend | B3 |
| IL-6 | BioLegend | B4 |
| IL-27 | BioLegend | B5 |
| IL-17A | BioLegend | B6 |
| IFN-β | BioLegend | B7 |
| GM-CSF | BioLegend | B9 |

**Supplementary Table 2. Primer sequences used for gene expression analyses**

**Primer sequences for mouse cell analyses**

# Supplementary material for: Reactive cholangiocyte-derived ORM2 drives a pathogenic modulation of the injured biliary niche through macrophage reprogramming
**Source:** Gut. 2025 Apr 8;74(10):e334425. doi: 10.1136/gutjnl-2024-334425
**Supplement:** online supplemental file 2

## Slide 1
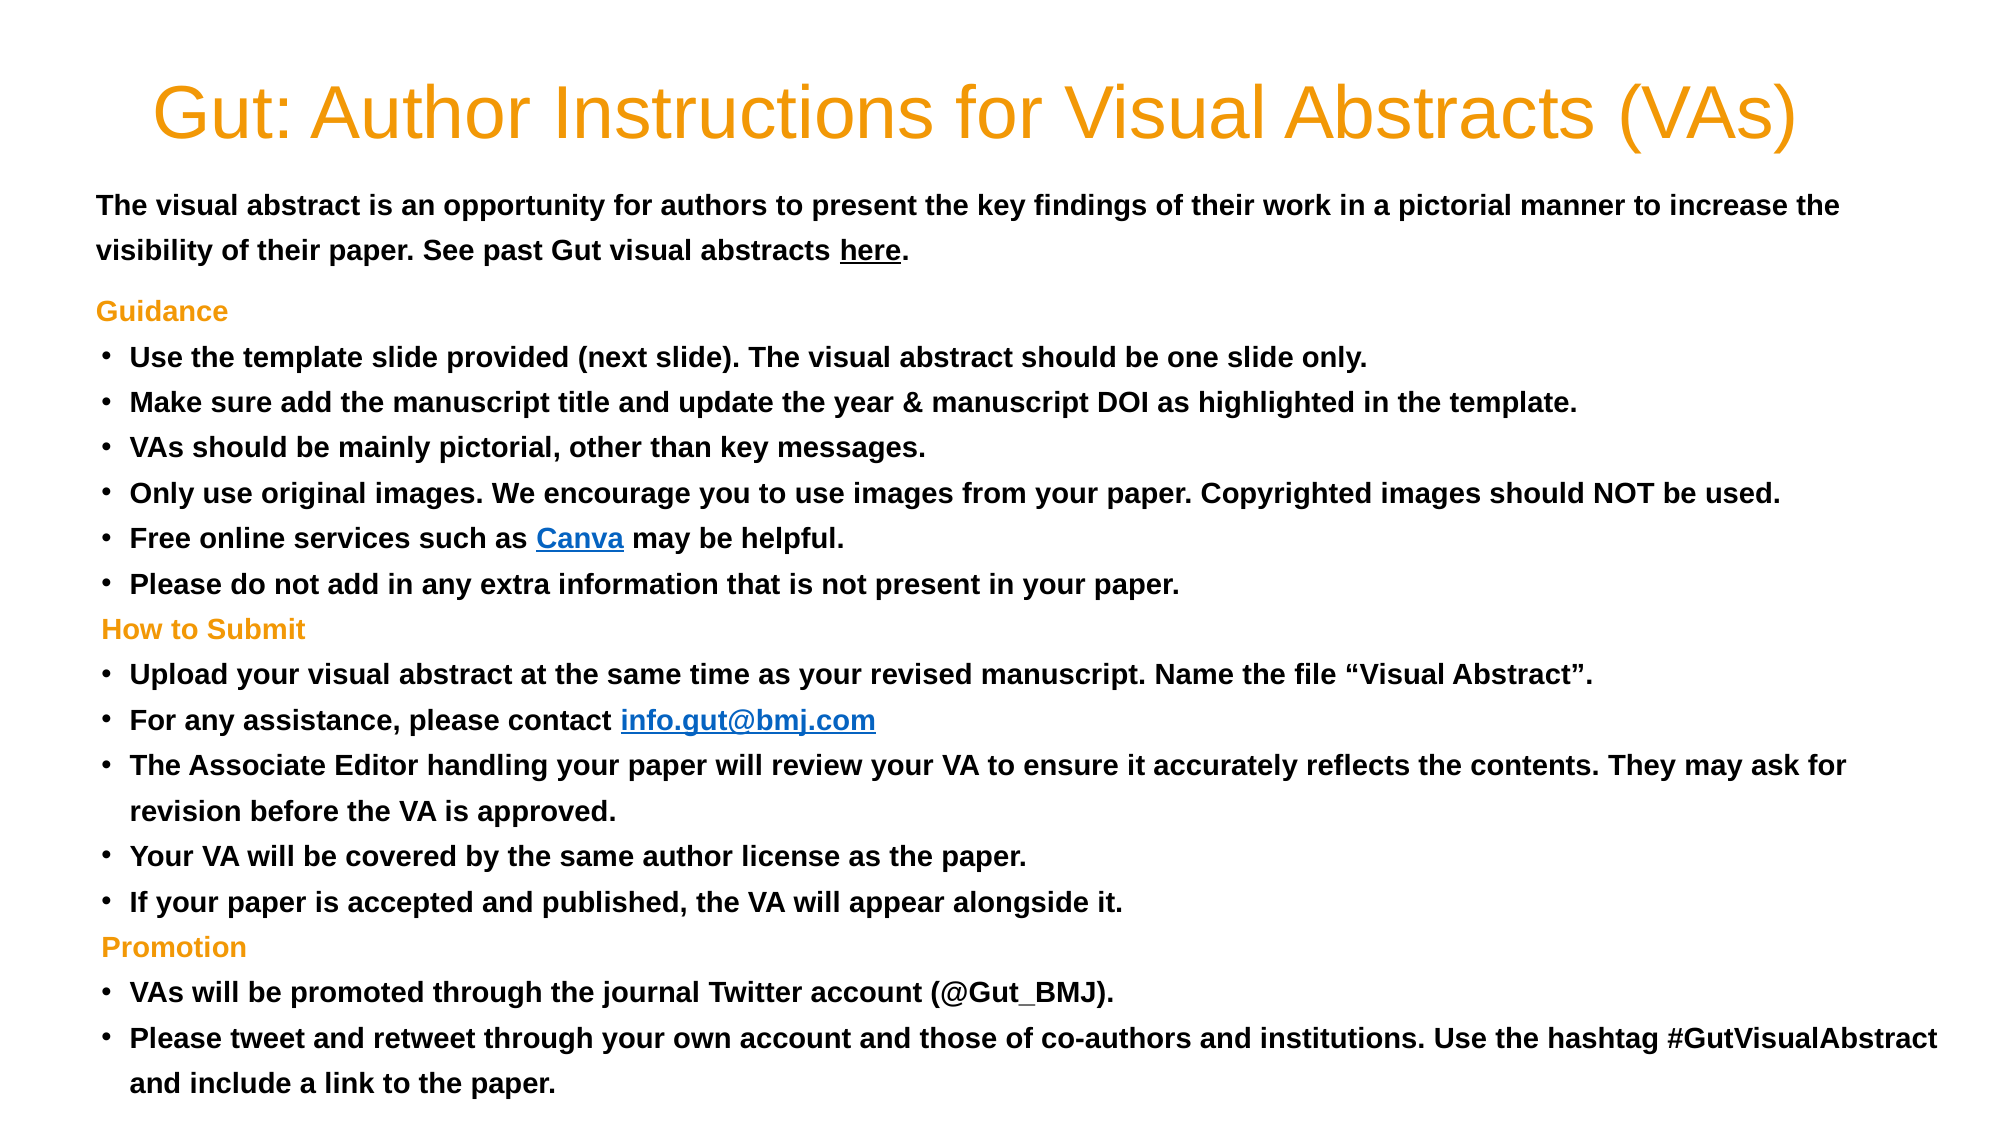

# Gut: Author Instructions for Visual Abstracts (VAs)
The visual abstract is an opportunity for authors to present the key findings of their work in a pictorial manner to increase the visibility of their paper. See past Gut visual abstracts here.
Guidance
Use the template slide provided (next slide). The visual abstract should be one slide only.
Make sure add the manuscript title and update the year & manuscript DOI as highlighted in the template.
VAs should be mainly pictorial, other than key messages.
Only use original images. We encourage you to use images from your paper. Copyrighted images should NOT be used.
Free online services such as Canva may be helpful.
Please do not add in any extra information that is not present in your paper.
How to Submit
Upload your visual abstract at the same time as your revised manuscript. Name the file “Visual Abstract”.
For any assistance, please contact 
The Associate Editor handling your paper will review your VA to ensure it accurately reflects the contents. They may ask for revision before the VA is approved.
Your VA will be covered by the same author license as the paper.
If your paper is accepted and published, the VA will appear alongside it.
Promotion
VAs will be promoted through the journal Twitter account (@Gut_BMJ).
Please tweet and retweet through your own account and those of co-authors and institutions. Use the hashtag #GutVisualAbstract and include a link to the paper.

## Slide 2
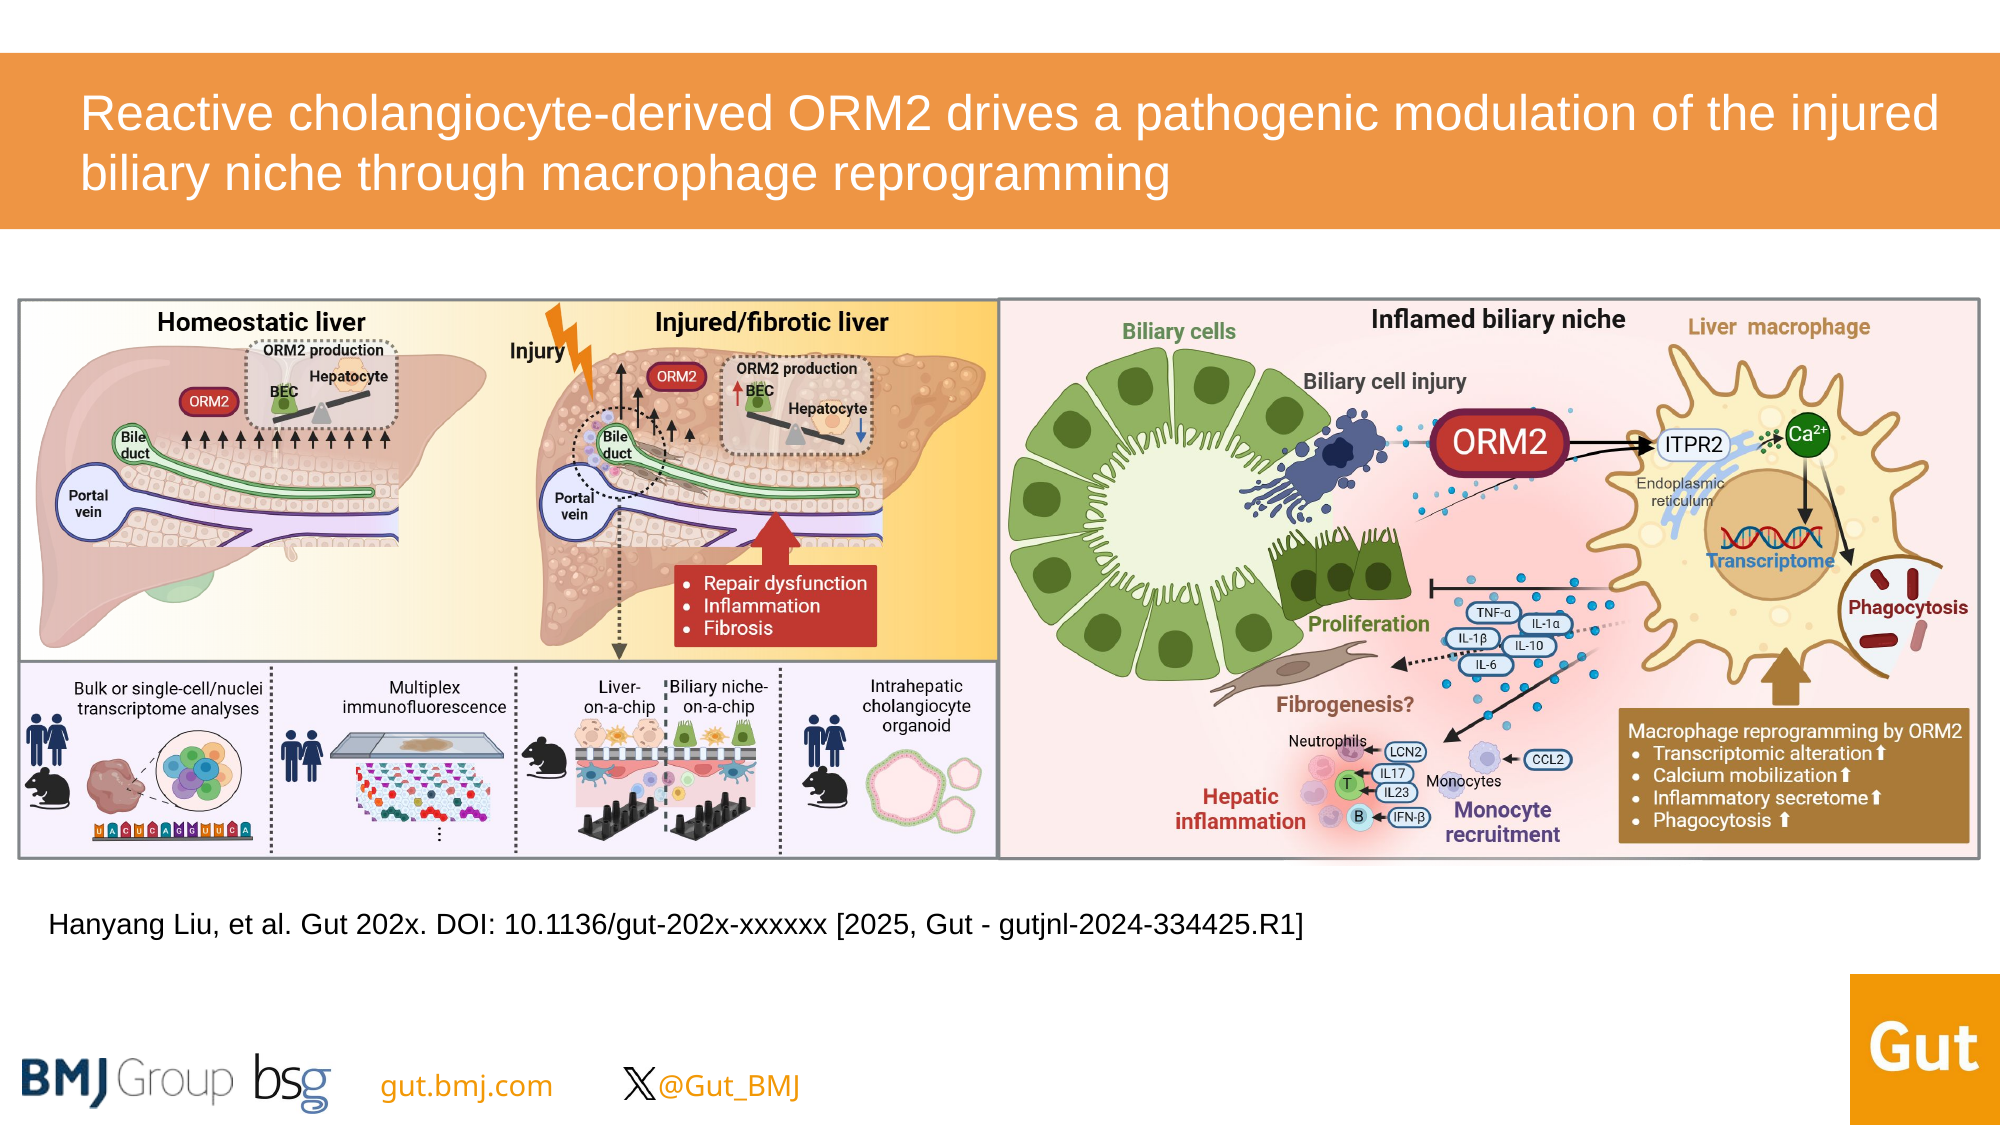

Reactive cholangiocyte-derived ORM2 drives a pathogenic modulation of the injured biliary niche through macrophage reprogramming
Hanyang Liu, et al. Gut 202x. DOI: 10.1136/gut-202x-xxxxxx [2025, Gut - gutjnl-2024-334425.R1]
gut.bmj.com
@Gut_BMJ

How the deposited data were processed for this re-analysis (not part of the article)

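RNA of F4/80-positive mouse liver macrophages of wild-type C57BL/6J mice was sequenced after 24 h with ORM2 at 1 µg/mL (4 libraries) or without treatment (5 libraries, Ctrl). The labels name both a stranded mRNA kit and a low-input total RNA protocol. The authors name ShortRead and BiocParallel for quality control and edgeR for alignment and quantification; a separate aligner, the genome build, annotation, gene filter and the step that made the deposited values are not given in the sources used here. The deposited values are log2 values that the authors made by adding 1 to the count of each gene and taking log2, with no scaling for library size although the table is named normalized. This was tested on the values: 153351 of 153495 give a whole number once returned to the linear scale and less 1, and each library's whole numbers sum to another total. The margin was 0.01, or wider for large counts to allow for the digits kept, so that the largest counts could not fail. The 17 genes with other values look like averages of genes that share a symbol. Genes are listed by symbol in capitals. Coordinates and classes were taken from GENCODE mouse release 21 (GRCm38), in which 16425 of the 17055 symbols (96.3%) are found; 16804 (98.5%) are RefSeq symbols.

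All 9 libraries were used. The groups were compared with limma 3.58.1 (linear model, moderated variances with a trend on mean level) in R 4.3.3 with statmod 1.5.0, on the deposited values and again after median-ratio scaling. The filter, above 0 in at least 4 libraries, removed no gene. Adjusted p values are Benjamini-Hochberg over the 17055 genes. A second rule took genes with an unadjusted p under 0.05 and a change above 1.5-fold, as Fig. 4B draws it. Exact two-sided permutation tests of the difference of group means over the 126 splits of the libraries were adjusted over the 13 genes of Fig. 5B and 8B. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for tables, tests of the libraries and figures.

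The 22 gene lists were written from general knowledge: IL-17, TNF, Jak-STAT, cGMP-PKG, cAMP, PI3K-Akt and calcium signalling, ion transport, genes induced by LPS, IL-4 and type I interferon, ribosomal protein and housekeeping genes, and markers of hepatocytes, cholangiocytes, stellate cells, endothelial cells, T and NK cells, B cells, neutrophils, monocytes and Kupffer cells. They were tested with camera (preset correlation 0.01) and with fry. The genes named were fixed by a rule. It takes every gene the paper names from these libraries, whose directions in the figures had been seen; of these, the genes of Fig. 4D, 5B and 8B and those labelled in Fig. 4B and 5A are given singly, except 2 genes that are not reported here. It also takes the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 whose groups do not overlap, and the genes the paper measured in mLMF by qPCR or protein. A few further genes of Fig. 4E and Figure S6 are given as the ends of ranges or as the genes past a threshold, chosen after their values were seen. The tests, the main alternatives, the lists and this rule were fixed before the data were examined.

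Library totals ran from 21995327 to 59316795 counts. On simulated counts with these library sizes and 200 of 17055 genes changed 4-fold, limma recovered 164 (82%) after median-ratio scaling and 93 (46.5%) on unscaled values; with equal sizes it recovered 160 (80%). With no gene changed, the unscaled simulation still gave 1042 genes higher and 65 lower by the rule of Fig. 4B, and the scaled one 271 and 274. Genes with a few counts have libraries at 0, which limits the precision of their fold changes.

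The alternatives were other scalings, filters, pseudocounts of 0.1 and 10, variance models, array weights, a replicate block, each library left out in turn, other fold thresholds and other list tests. Of the 119 genes named by the paper, 8 (*Calm4*, *Tnf*, *Ifng*, *Il4*, *Il13*, *Ccl22*, *Il17a* and *Il27*) were not analysed here. Nor were Gene Ontology and KEGG terms, the published LPS and IL-4 data sets, the receptor data of Fig. 5D and the other experiments of the paper. Random draws used fixed seeds (5 for thinning, 7 for splits, 11 for the simulation).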

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

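All tests of explanations in this part were chosen only after the results were seen. Of 60 groups of 4 or 5 libraries examined for a library far from the others (14 for measures of the libraries, 46 for 23 genes), 5 passed the critical gap, where chance gives about 3, so single cases carry little weight.

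Ctrl replicate 4 had a total of 50.1 in units of 1e+06 counts, against 22.0 to 29.9 in the other Ctrl libraries. On the deposited scale *Mrc1* was 11.16 in this library and 9.76 to 9.96 in the other Ctrl libraries. Library size left in the deposited values and a higher RNA content of ORM2-treated cells cannot be told apart as reasons for the excess of genes higher on ORM2. After every library was thinned to the lowest total, 32.7% of the called genes were higher (301 higher and 620 lower), against 94.0% as deposited, but equal totals recentre all genes (median −0.09), so this holds whatever made the totals unequal. The totals overlap (exact two-sided permutation p of 0.0952), and no spike-in was analysed here.

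ORM2 replicate 5 had 2505 genes at 0, against 253 to 552 in the other ORM2 libraries, and its 10 most counted genes held 41.2% of its counts, against 27.1% to 29.1%. *Tgfb1* was 8.92 in it on the deposited scale and 10.90 to 11.05 in the others. Several explanations were excluded as the whole cause. After all libraries were thinned to the same total it still had 2573 genes at 0 (473 to 1088 in the others), which argues against depth. Thinning without mitochondrial counts left 2505 (at most 1092 elsewhere), and thinning without each library's 10 most counted genes left 2529 (at most 1097 elsewhere). In the third of genes that a length bias would spare it had 2.27 times as many genes at 0 as the highest other library, and 2.34 times for GC content. RNA of other liver cells in place of macrophage RNA would raise their markers together, but only 3 of 7 such lists had a median above 0 here, relative to the mean of the other libraries after scaling (B cells 2.32, T and NK cells 0.70, endothelial cells 0.33), hepatocytes (−0.17), cholangiocytes, stellate cells and neutrophils were lower, and the Kupffer cell list was higher here (0.79) than in any other library. RNA of B cells alone was not tested. A control library with the wrong label is argued against by the 146 genes called without it after scaling, for 84.2% of which it lies on the ORM2 side of the midpoint. A smaller number of distinct RNA molecules behind the reads and a culture that expresses fewer genes cannot be told apart: both would leave fewer genes with 1 to 5 counts after thinning (836 here, 1071 to 1259 in the other libraries), and the counts do not show how many molecules were read. A biological difference of this culture was not tested.

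Of the 28 genes higher on ORM2 by adjusted p after median-ratio scaling, 25 are not named in the paper's figures, and of the 63 lower genes 55 are not. For the scaled counts the splits argue against chance but do not exclude it. Only 1 of 100 splits of the libraries, the real one, gave as many genes by adjusted p, and 1 of 100 by the rule of Fig. 4B. The other splits gave at most 4 and 814 genes, against 91 and 961. With 100 splits no stronger result is possible. The calls may also not be independent, since 34 of the lower genes belong to short RNA classes. On the deposited values the real split stood out less: 7 of 100 splits gave as many genes by adjusted p and 15 of 100 by the rule of Fig. 4B. The split of the 4 deepest libraries against the other 5 gave 11127 genes by adjusted p on the deposited values and 0 after scaling (409 by the unadjusted rule). The effect of ORM2 stays among the open explanations for the scaled calls, together with chance and an untested difference between cultures.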

How the results depend on the processing

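Total-count scaling, voom on the recovered counts with median-ratio factors, and the alternatives that combine median-ratio scaling with a library left out, a block, array weights or another list test were chosen after seeing the data; the others were planned. The planned edgeR and DESeq2 tests were not run: the values are on a log2 scale, and although 99.9% of them give whole counts, the count tools were left out. The cause of the changes named here was not tested in this part.

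By adjusted p, 1 gene was higher and 2 lower on ORM2 on the deposited values. Scaling raised these counts to 40 and 59 (median centring), 37 and 75 (quantile normalization), 28 and 63 (median-ratio scaling), 14 and 38 (total-count scaling) and 28 and 61 (voom). They were 9 and 13 for genes above the floor in all libraries, 6 and 11 for genes with a mean above the median gene, 2 and 3 with a pseudocount of 10, 8 and 13 with robust hyperparameters, and 11518 and 95 with array weights. They were 0 and 0 with a pseudocount of 0.1, limma without trend and the linear model without moderation, where 1652, 1596 and 2014 genes were still higher by the rule of Fig. 4B. No filter on low values changed nothing, because no gene is removed. The 3 genes were called in the same direction under each of the scalings without a block. Over the 9 fits without one library the counts lay between 0 and 6862 higher and between 0 and 40 lower, both highest without ORM2 replicate 5.

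By the rule of Fig. 4B, 1636 genes were higher and 104 lower (94.0% higher). The counts were 465 and 538 (46.4%) with median centring, 486 and 478 (50.4%) with quantile normalization, 404 and 557 (42.0%) with median-ratio scaling, 285 and 590 (32.6%) with total-count scaling and 357 and 485 (42.4%) with voom. Array weights gave 11870 higher (99.1%), the filter on all libraries 68 lower (95.9%), and the filter on the mean 1055 higher and 30 lower (97.2%). The share was 95.2% with a pseudocount of 10, 92.6% without trend and 96.6% without moderation. A log2 threshold of 0.5 and no fold threshold gave the same counts as 1.5-fold, since no gene under an unadjusted p of 0.05 changed by less than 0.79. Without one library the counts were 702 (without ORM2 replicate 1) to 9194 (without ORM2 replicate 5) higher and 71 to 222 lower, and the share 76.0% to 99.2%. The median log2 difference of 0.54 turned to −0.00833 with median centring, −0.0297 with median-ratio scaling, −0.0898 with total-count scaling and −0.0222 with voom.

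After median-ratio scaling, single libraries left out gave 4 to 51 genes higher and 27 to 99 lower by adjusted p, with a share of 38.02% to 45.2% by the rule of Fig. 4B. The ends were without Ctrl replicate 5 (4 and 27), ORM2 replicate 1 (51) and ORM2 replicate 5 (99). Array weights gave 76 and 130.

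No sign was seen that the replicate numbers pair the libraries: across genes, the deviations of Ctrl and ORM2 libraries of the same number correlated at −0.0251, −0.131, −0.0146 and −0.0311. These values cannot rule out a pairing, because libraries of unlike number were not compared and the sources used here do not state how the cultures were prepared. With the numbers as a block, 27 genes were higher and 23 lower by adjusted p, and with a block and median centring 12 and 44, with 457 higher and 472 lower (49.2%) by the rule of Fig. 4B. With a block after median-ratio scaling the adjusted counts were 1 and 39.

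Of 22 lists, 4 were higher and none lower by camera on the deposited values. The lists higher were 2 with quantile normalization, with the filter on the mean and with a block and median centring, and 0 with an estimated correlation and with fry, each with and without median-ratio scaling. The lists lower were 2 with quantile normalization, median-ratio scaling, voom and fry after median-ratio scaling, 3 with total-count scaling and 1 with a pseudocount of 0.1. Leaving out one library gave 3 to 7 lists higher (7 without Ctrl replicate 4) and 0 to 1 lower. Without ORM2 replicate 5 the LPS list lost its scaled call (adjusted p of 0.152). For IL-17 the adjusted p stayed under 0.05 in all settings of camera with the preset correlation, from 3.97e-05 to 0.0427. TNF was lost under quantile normalization (0.0724), the filter on the mean (0.117) and a block with median centring (0.0517), and after median-ratio scaling without Ctrl replicate 1 (0.153) or 3 (0.0630) or ORM2 replicate 1 (0.0561), 4 (0.176) or 5 (0.117).

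Of 46 genes followed through the alternatives, the filter on all libraries kept 23 and the filter on the mean 17, with their fold changes as they were. Among the 46, no direction changed with the pseudocounts, limma without trend, robust hyperparameters, no moderation or a block alone. Array weights changed only *Irf4* (0.28). In the order median centring, quantile normalization, median-ratio scaling, block with median centring, total-count scaling and voom, *Cd80* was −0.48, −0.43, −0.49, −0.48, −0.56 and −0.69; *Tlr2* −0.38, −0.37, −0.40, −0.22, −0.47 and −0.36; *Cd163* −0.49, −0.54, −0.52, −0.43, −0.59 and −0.61; and *Arg1* −0.11, −0.17, −0.14, −0.14, −0.21 and −0.15. *Mrc1* turned to −0.00333 with total-count scaling and −0.0342 with voom, *Il1a* to −0.0269 and −0.17, and *Il1b* to −0.0372 with total-count scaling. *Il12b* turned to −0.0514 with a block and median centring and −0.38 with voom. Without one library *Cd80* ran from −0.15 to 0.45 (negative without Ctrl replicate 1 or 5 or ORM2 replicate 1 or 2), *Tlr2* from −0.12 to 0.50 (negative without Ctrl or ORM2 replicate 1), *Cd163* from −0.14 to 0.31 (negative without Ctrl replicate 5 or ORM2 replicate 1), *Irf4* from −1.60 to 0.60 and *Il12b* from −0.10 to 1.71 (both changed direction without ORM2 replicate 5).

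Array weights moved *Calm2* to 1.28, *Il6* to 1.51, *Il10* to 2.07, *Ccl2* to 1.26 and *Il1a* to 0.76, each past the adjusted threshold, while the median of all genes moved to 1.02. Leaving out ORM2 replicate 5 did so for the first 4 of these, with a median of 0.92 over all genes. Across the fits without one library *Calm2* ran from 0.77 to 1.14, *Il6* from 0.81 to 1.38, *Il10* from 1.32 to 2.07 and *Ccl2* from 0.95 to 1.33. Over the alternatives the adjusted p ran from 7.27e-08 to 0.879 for *Calm2*, 0.000498 to 0.879 for *Il6*, 0.000192 to 0.879 for *Il10*, 1.002e-06 to 0.879 for *Ccl2* and 0.0162 to 0.991 for *Il1a*. For *S100a11* the call was lost with a pseudocount of 0.1 (0.127), without trend (0.423), without moderation (0.260), with a block and median centring (0.0658), and without Ctrl replicate 2 (0.114), 3 (0.101), 4 (0.0820) or 5 (0.287) or ORM2 replicate 4 (0.0554), over a range of 1.12e-22 to 0.423.

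Depth limits genes with few counts: *Cd3g*, *Ifnb1*, *Il23a*, *Fgf7* and *Fgf18* have libraries at 0, and their fold changes depend on the pseudocount.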

Differences from the paper's values

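The tests reported in this part were planned, apart from total-count scaling, voom, and median-ratio scaling combined with a library left out, fry or an estimated correlation, which were chosen after seeing the values.

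No value read from the paper differed from the deposited-scale value in sign or by more than the spread between replicates. For Fig. 5B, read by eye, the 10 genes lay within 0.04 on the log2 scale, and for Fig. 4D the 13 genes lay within 0.50. After median-ratio scaling, 8 of 13 genes of Fig. 4D and 2 of 10 of Fig. 5B differed in sign or by more than that spread. The paper's number of genes higher on ORM2 alone was about 1300 in Fig. 4E, read by eye, against 1636 here for all genes higher by the rule of Fig. 4B, a wider group.

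The legend of Figure S6 gives the numbers of libraries the other way round from the file, which holds 4 ORM2 and 5 Ctrl libraries, as do the legends of Fig. 4 and 5.

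The paper states that both sets of macrophage markers rise. Of the 13 markers in the file, 12 were higher on the deposited values and 8 after median-ratio scaling, none past limma's adjusted threshold (1 by the rule of Fig. 4B as deposited and 0 after scaling). *Cd80*, *Tlr2*, *Cd163* and *Arg1* were lower after scaling, at −0.49, −0.40, −0.52 and −0.14, and *Irf4* was lower on both scales, but higher without ORM2 replicate 5 (0.60) and with array weights (0.28). Settings that call markers are leaving out ORM2 replicate 5 (*Cd86* 0.0378, *Nos2* 0.0219, *Tgfb1* 0.00689, *Arg1* 0.0488, *Il6* 0.0463, *Il10* 0.0272) and array weights (these 6, *Mrc1* 0.000160 and *Tlr4* 0.00121). The median of all genes differs by 0.92 in the first of these fits and by 1.02 in the second, more than *Arg1* (0.75 and 0.88) in both and *Mrc1* (0.94) in the second. After median-ratio scaling without ORM2 replicate 5, a setting chosen after seeing the values, *Cd163* is called as a decrease (−0.76, adjusted p of 0.00939) and no marker as an increase. For *Cd163* the adjusted p over the other alternatives ran from 0.223 to 0.991. Over the alternatives the adjusted p of *Cd86* ran from 0.000932 to 0.879, that of *Nos2* from 0.00853 to 0.945, that of *Tgfb1* from 1.42e-06 to 0.908, that of *Arg1* from 0.000137 to 0.900, that of *Il6* from 0.000498 to 0.879, that of *Il10* from 0.000192 to 0.879, that of *Mrc1* from 0.000160 to 0.998 and that of *Tlr4* from 0.00121 to 0.881.

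The paper states that expression or secretion of a set of cytokines is significantly raised. In the libraries *Ccl2*, *Il1a*, *Il1b*, *Il6*, *Il10* and *Il23a* had higher means on ORM2 on the deposited values and none an adjusted p under 0.05 by limma, while *Ccl2* and *Il10* had an unadjusted p under 0.05. Leaving out ORM2 replicate 5 calls *Ccl2* (0.00988), *Il6* and *Il10*, and array weights call these and *Il1a* (0.0162), which changes by 0.76 there while the median of all genes changes by 1.02 (0.92 without ORM2 replicate 5). After median-ratio scaling with single libraries left out, chosen after seeing the values, no cytokine of Fig. 5B is called (lowest 0.141, for *Ccl2*). Over the alternatives the adjusted p of *Ccl2* ran from 1.002e-06 to 0.879 and that of *Il1a* from 0.0162 to 0.991. No setting calls *Il1b* (lowest 0.0938) or *Il23a* (lowest 0.249). Secretion was not analysed here.

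The paper states that *Calm2* rises. It was higher by 0.91 as deposited and by 0.33 after scaling, with an adjusted p of 0.476 as deposited. Settings that call it are leaving out ORM2 replicate 5 (0.00839) and array weights (7.27e-08), over a range that ends at 0.879. Its changes there are 1.13 and 1.28, against 0.92 and 1.02 for the median of all genes, and after median-ratio scaling no single library left out calls it (lowest 0.180; chosen after seeing the values).

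The paper colours genes in Fig. 4B by unadjusted p. By that rule all 13 genes compared from there were called here, as were 14 of 16 compared from Fig. 5A (not *Mmp25* or *Slit2*). All lay on the drawn side, and by limma's adjusted p none passed on the deposited values. Leaving out ORM2 replicate 5 calls these 13 genes of Fig. 4B, and from Fig. 5A also *Thbs4*, *Cxcl5*, *Fas*, *Rnase6*, *Ccl2*, *Il10*, *Ccl5* and *Lcn2*. The median of all genes changes by 0.92 in that fit and by 1.02 with array weights. Array weights call these and *Ecm2* (0.0211), *Nts* (0.0155) and *Slit2* (0.0274), the lowest values of ranges that end at 0.850, 0.879 and 0.879. *P2rx5* is called with median centring (0.0345), median-ratio scaling (0.0463) and quantile normalization (0.0437), over a range of 0.000841 to 0.757, and *Nscme3l* with the first 2 (0.0340 and 0.0467), over a range of 8.47e-05 to 0.753. *Ccl5* is called with all planned scalings, both filters, a pseudocount of 10, robust hyperparameters and a replicate block, and *Lcn2* with all planned scalings and a replicate block; total-count scaling and voom, chosen after seeing the values, also call both. For *Ccl5* the adjusted p ran from 2.89e-18 to 0.509 and for *Lcn2* from 2.02e-12 to 0.806.

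The paper states that ion transport and the cGMP-PKG, IL-17, TNF, cAMP, Jak-STAT and PI3K-Akt pathways are activated. With hand-written lists, IL-17 and TNF were higher by camera with its preset correlation on both scales. Neither was called by fry (adjusted p of 0.132 and 0.251 as deposited, 0.173 and 0.281 after scaling) or by camera with an estimated correlation (0.959 each as deposited, 0.264 and 0.489 after scaling); the scaled versions were chosen after seeing the values. With libraries left out, also chosen after seeing the values, the scaled TNF call (0.0493) was lost without Ctrl replicate 1 (0.153) or 3 (0.0630) or ORM2 replicate 1 (0.0561), 4 (0.176) or 5 (0.117), and under quantile normalization (0.0724), the filter on the mean (0.117) and a block with median centring (0.0517) TNF was not called. The others were not called higher with all libraries: Jak-STAT was called without Ctrl replicate 4 (0.0356) and cGMP-PKG without ORM2 replicate 5 (0.0427), both as deposited, and no setting called ion transport, cAMP or PI3K-Akt higher. Ion transport was lower with quantile normalization (0.0376) and with 2 settings chosen after seeing the values, total-count scaling (0.0329) and fry after median-ratio scaling (0.0241).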

Other observations

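All tests of explanations in this part were chosen only after the results were seen.

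After median-ratio scaling, 34 of the genes called lower belong to short RNA classes. The medians were −1.78 for 56 5S genes (20 called), −1.37 for 106 small nucleolar RNA genes (4 called), −1.14 for 96 small nuclear RNA genes (10 called), −0.53 for 10 guide RNA genes and −0.55 for 2 Y RNA genes, against −0.03 for 14330 protein-coding genes. On the deposited values the medians of the guide RNA and Y RNA genes were 0.04 and 0.01, not lower. Lower recovery of short RNA in the ORM2 libraries and a biological decrease cannot be told apart, since recovery was not measured and would go with the groups: of 8 short RNA classes, 5 had a median under −0.3, which is the observation itself, and microRNA (−0.10, 31 genes), small cytoplasmic RNA (−0.22, 2 genes) and RNase P RNA (0.09, 2 genes) did not. Reads moved between near-identical 5S copies would leave their sum unchanged, but the summed 5S counts changed by −1.49 (pooled SD 0.52, exact two-sided permutation p of 0.0159). The share of short RNA was 0.369% to 0.437% on ORM2 and 0.537% to 0.978% in Ctrl (exact p of 0.0159, adjusted 0.0952).

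All 19 hepatocyte list genes in the file were among the 10% of genes with the highest mean count (100%), with *Alb* at rank 2, *Apob* at rank 10 and *Apoa1* at rank 19, and the list held 5.22% to 9.84% of the counts of a library. RNA of hepatocytes in the macrophage preparation is a candidate explanation. The list was not called on the deposited values (median 0.37, camera adjusted p of 0.818) and lower after scaling (median −0.20, camera adjusted p of 0.0357), which was lost without Ctrl replicate 1 (0.191) or 5 (0.149) or ORM2 replicate 1 (0.253) or 4 (0.252), and under fry (0.510).

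For the other cell type lists, no call was made with all libraries, except that neutrophils were lower with a pseudocount of 0.1 (adjusted p of 0.0481). Deposited and scaled medians were 0.61 and 0.04 for Kupffer cells, 0.54 and −0.08 for monocytes, −0.02 and −0.46 for neutrophils, 1.01 and 0.44 for B cells, 0.46 and −0.17 for T and NK cells (where camera ranked the list upward after scaling), 0.65 and 0.00 for cholangiocytes, 0.57 and 0.00 for endothelial cells and 0.68 and 0.11 for stellate cells. The lowest camera adjusted p was 0.0553 as deposited (neutrophils, downward) and 0.123 after scaling (B cells). With a library left out, Kupffer cells were higher as deposited without Ctrl replicate 4 (0.0290) and lower after scaling without ORM2 replicate 5 (0.000548). Neutrophils were lower as deposited without Ctrl replicate 1 (0.00961), ORM2 replicate 1 (0.0377) or ORM2 replicate 5 (0.0427), and stellate cells higher without ORM2 replicate 5 (0.0427).

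*Cd3g* had the largest increase among the genes labelled in Fig. 4B. T cell RNA would raise other T cell genes with it, and 2 of 7 other T and NK list genes were higher after scaling. These genes have few counts and go both ways (*Cd247*: 0, 0, 1, 75 and 0 counts in Ctrl and 29, 4, 25 and 26 on ORM2), so T cell RNA and expression in macrophages cannot be told apart.

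The IL-17, TNF and LPS lists share genes. The shared genes do not carry the IL-17 result alone: without the genes of the LPS list, the 14 remaining IL-17 genes had a camera p of 0.00422 after scaling and 0.0138 as deposited. The 19 remaining TNF genes had a camera p of 0.177 after scaling and 0.0297 as deposited. Bacterial endotoxin in the ORM2 preparation could raise LPS-induced genes. Endotoxin would also raise interferon response genes, whose list had a camera adjusted p of 0.123 after scaling, so endotoxin and ORM2 itself cannot be told apart.

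Of the 15 genes the paper measured in mLMF by qPCR or protein, 14 had a higher mean on ORM2 on the deposited values and 8 after scaling. None passed limma's adjusted threshold (lowest 0.460 as deposited, 0.361 after scaling). *Il10* and *Tnfrsf12a* had an unadjusted p under 0.05 as deposited. After scaling, the rule of Fig. 4B was met by 1 gene, *Orm2*, as a decrease, and *Cd163* (−0.52) was also lower with an unadjusted p under 0.05. The paper reports *Orm2* expression in hepatocytes. The hepatocyte list, which includes *Cyp2e1*, held 5.22% to 9.84% of the counts of a library and had a scaled median of −0.20. A decrease of *Orm2* in macrophages and a smaller share of hepatocyte RNA therefore cannot be told apart. The changes were 0.94 and 0.36 for *Tnfrsf12a*, 0.85 and 0.28 for *Nlrc4*, 0.76 and 0.19 for *Nlrp3*, 0.74 and 0.16 for *Cdkn1a*, 0.73 and 0.16 for *Myd88* and *Timd4*, 0.40 and −0.18 for *Cyp2e1* and *Orm1*, 0.40 and −0.17 for *Itpr2*, 0.27 and −0.30 for *Cd36*, 0.20 and −0.36 for *Casp1*, and −0.02 and −0.59 for *Orm2*. Without ORM2 replicate 5 the median of all genes differed by 0.92 on the deposited values. In that fit 6 of the 15 reached an adjusted p under 0.05, *Tnfrsf12a* (0.0110), *Cdkn1a* (0.0122), *Myd88* (0.0146), *Il10* (0.0272), *Itpr2* (0.0343) and *Orm1* (0.0407). After scaling without that library only *Cd163* did, as a decrease (0.00939). Without any other single library none did on either scale.

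After scaling, 30 genes kept an adjusted p under 0.05 with each library left out in turn. Beside short RNA genes they include *Lepr* (−1.52), *Fbxo32* (−1.24), *Atp6v0d2* (−1.12), *Cotl1* (−0.87) and *Itgb5* (−0.76) among the lower genes, and *Phlda1*, *Cryab* and *Ccl5* among the higher ones. The first 5 are outside the rule for named genes and were chosen after their values were seen.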
